# Harnessing natural variation to identify *cis* regulators of sex-biased gene expression in a multi-strain mouse liver model

**DOI:** 10.1371/journal.pgen.1009588

**Published:** 2021-11-09

**Authors:** Bryan J. Matthews, Tisha Melia, David J. Waxman

## Abstract

Sex differences in gene expression are widespread in the liver, where many autosomal factors act in tandem with growth hormone signaling to regulate individual variability of sex differences in liver metabolism and disease. Here, we compare hepatic transcriptomic and epigenetic profiles of mouse strains C57BL/6J and CAST/EiJ, representing two subspecies separated by 0.5–1 million years of evolution, to elucidate the actions of genetic factors regulating liver sex differences. We identify 144 protein coding genes and 78 lncRNAs showing strain-conserved sex bias; many have gene ontologies relevant to liver function, are more highly liver-specific and show greater sex bias, and are more proximally regulated than genes whose sex bias is strain-dependent. The strain-conserved genes include key growth hormone-dependent transcriptional regulators of liver sex bias; however, three other transcription factors, *Trim24*, *Tox*, and *Zfp809*, lose their sex-biased expression in CAST/EiJ mouse liver. To elucidate the observed strain specificities in expression, we characterized the strain-dependence of sex-biased chromatin opening and enhancer marks at *cis* regulatory elements (CREs) within expression quantitative trait loci (eQTL) regulating liver sex-biased genes. Strikingly, 208 of 286 eQTLs with strain-specific, sex-differential effects on expression were associated with a complete gain, loss, or reversal of the sex differences in expression between strains. Moreover, 166 of the 286 eQTLs were linked to the strain-dependent gain or loss of localized sex-biased CREs. Remarkably, a subset of these CREs apparently lacked strain-specific genetic variants yet showed coordinated, strain-dependent sex-biased epigenetic regulation. Thus, we directly link hundreds of strain-specific genetic variants to the high variability in CRE activity and expression of sex-biased genes and uncover underlying genetically-determined epigenetic states controlling liver sex bias in genetically diverse mouse populations.

## Author summary

Male-female differences in liver gene expression confer sex differences in diverse biological processes relevant to human health and disease but are difficult to model in inbred mice given their identical genetic backgrounds. Outbred mice provide some variability, but cross-strain studies of sex bias in rodents have not been well studied. Here we elucidate the actions of genetic factors regulating liver sex differences in two Diversity Outbred mouse founder mouse strains, C57BL/6 and CAST/EiJ. We find that many of the strain differences in sex-biased gene expression can be linked to the gain or loss of a *cis* regulatory element associated with one or more strain-specific sequence variants. Strikingly, in many cases, the associated *cis* regulatory element lacked strain-specific variants, yet was subject to coordinated, strain-dependent epigenetic regulation. Thus, harnessing the power of naturally occurring genetic diversity of Diversity Outbred mice, we integrated biological data at the genetic, epigenetic, and transcriptomic levels across evolutionary divergent mouse strains to discover hundreds of localized genomic regions that control phenotypic sex differences in the liver. These findings may serve as a model for studies of human genetic variation and the effect of population-wide variation on sex differences in health and disease.

## Introduction

Many vertebrate tissues, including non-reproductive tissues, show significant sex differences in their gene expression profiles, metabolic and physiological properties, and patterns of disease susceptibility [1–3]. Underlying regulatory mechanisms are best studied in the liver, where there is extensive transcriptomic and regulatory sex bias in fish [4,5], rats [6,7], mice [8–10] and humans [11,12]. In mouse liver, hundreds of genes are expressed in a sex-dependent manner, including protein-coding genes [13], miRNAs [14,15] and lncRNA genes [16–18]. Phenotypically, these sex differences in expression contribute to sex differences in chemical sensing and metabolism [19–21], response to injury [22,23], and susceptibility to disease [24–27].

Growth hormone (GH) has been directly implicated as the major proximal regulator of sexual dimorphism in the liver. Pituitary GH secretion patterns, which are controlled by the hypothalamus in a sex-dependent manner [28,29], activate GH signaling to the nucleus through the JAK/STAT pathway [30,31] and are crucial to hepatic sex differences in both rodents and humans [20,32–34]. Thus, sex-biased gene expression in the liver is substantially lost when GH secretion is ablated (>90% of sex-biased genes) [35,36] or following continuous GH infusion, which overrides the endogenous male, pulsatile plasma GH profile (74% of sex-biased genes) [13]. Major dysregulation of hepatic sex-biased genes also occurs upon loss of the GH receptor-activated proximal transcriptional regulator STAT5 [9,37,38] or its downstream targets, notably the transcriptional repressors Bcl6 [39,40] and Cux2 [41].

Genome evolution results in species differences in transcription factor binding at *cis* regulatory elements (CREs), with a strong preference for evolution of regulatory sequences at enhancers as compared to gene promoters [42,43]. Analysis of such evolutionary changes at CREs between closely related species, or across strains within a species, provides an opportunity to discover functional roles of specific regulatory elements [44–46]. Genetic diversity across mouse strains and subspecies results in well-characterized phenotypic [47,48], transcriptomic [49–51], and epigenetic differences in the liver [44–46]. Furthermore, extensive transcriptomic and epigenetic studies on liver sex differences in the outbred mouse strain CD-1 have identified large numbers of GH-regulated CREs that differ between the sexes [38,52–54]. The sex bias of hepatic gene expression has also been described in several inbred mouse strains [8,10,55]. Underlying mechanisms for genetically-based differences between strains are poorly understood [49,56–59], primarily because most studies of sex bias in mouse liver have focused on strains of primarily *M*. *m*. *domesticus* genetic background (i.e., CD-1 and C57BL/6J) and did not include wild-derived strains.

The Diversity Outbred (DO) mouse model, where known genetic variants from eight well-characterized inbred founder mouse strains have been reshuffled through a specific multi-generation breeding program [60,61], is an important resource for studying the contributions of genetic variation to diversity. The genetic diversity of individual DO mice [62] is comparable to the diversity of the global human population [63] and serves as a relevant model for diversity in gene expression and disease in humans. Livers from individual DO mice differ in their responses to chemical exposure [64] and western diet [65], and show marked differences in expression of sex-biased genes [17]. Furthermore, recent work from this laboratory analyzing RNA-seq datasets from 438 individual DO mice identified 1,137 expression quantitative trait loci (eQTLs), each harboring genetic variants with a significant impact on the expression of sex-biased genes [49]. However, the loci identified are quite large (median width = 1.84 Mb) and contain large numbers of strain-specific SNPs and Indels, making it difficult to link specific genetic variants to the variable expression of individual sex-biased genes.

Here, we use a combination of DNase-seq, ChIP-seq and RNA-seq to capture sex differences, and their strain dependence, at the epigenetic and transcriptomic levels for two DO mouse founder strains, C57BL/6J (B6) and CAST/EiJ (CAST) mice. These strains—B6, an inbred laboratory mouse strain composed of primarily subspecies *Mus musculus domesticus* genetic background, and the wild-derived CAST strain, of subspecies *Mus musculus castaneus*—comprise two of the eight founder strains originally used to generate DO mice [60,61] and are separated by 0.5–1 million years of evolution [66,67]. We identify > 200 strain-conserved sex-biased protein coding and lncRNA genes between B6 and CAST mouse liver, including several core transcription factors regulating liver sex differences, which likely underpin the conservation of phenotypic sex bias across strains. Sex-biased expression was lost in CAST liver for three B6 sex-biased transcriptional regulators, which may contribute to the strain-dependence of sex-biased gene expression through a *trans* effect. Further, we identify hundreds of strain-conserved, sex-biased CREs, 80% of which have properties of gene-distal enhancers, and we elucidate the strain-specific gain or loss of many hundreds of other sex-biased CREs associated with genetic variation within eQTL regions. Importantly, a majority of the strain differences that we evaluated in the set of eQTLs regulating strain-specific, sex-biased gene expression were directly associated with a gain or loss of CREs, but remarkably, a subset of these CREs were devoid of strain-specific SNPs/Indels. Thus, by integrating biological data at the genetic, epigenetic, and transcriptomic levels across evolutionarily divergent inbred mouse strains, we identify genomic sequences likely to serve as causal regulators of the transcriptional activity of a significant subset of the sex-biased murine liver transcriptome.

## Results

### Strain-shared and strain-unique sex-biased genes in B6 and CAST mouse liver

We performed RNA-seq to identify genes showing sex-biased expression in B6 and CAST mouse livers. 

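Liver RNA from 20 mice, 5 males and 5 females of each strain at 8 weeks of age, was polyA-selected and sequenced as 50 nt paired-end reads, 1 library per mouse. B6 (C57BL/6J) is a classical inbred strain, and CAST (CAST/EiJ) is an inbred strain derived from wild mice. The authors mapped B6 reads with TopHat to mm9 and CAST reads to a CAST genome made from mm9 and the known CAST variants, and counted the uniquely mapped reads on the exons of RefSeq protein-coding genes and of lncRNA genes with FeatureCounts. They deposited the counts per gene and liver for each strain, without normalization, and FPKM values (reads scaled to exon length and library size) for all 20 livers. Strain, sex and replicate number were taken from the library titles, which match the list in Sheet B in S4 Table; a separate strain entry in the library descriptions names CAST for the 5 B6 females and B6 for the 5 CAST males, and was not used. The reads counted on genes were 15919560 to 28209823 (median 16647476) per library in B6 males, 11995146 to 14118064 (median 13794950) in B6 females, 7969482 to 30617667 (median 10256940) in CAST males and 11123291 to 35328573 (median 22974697) in CAST females. These totals, on which the tests rest, are 99.4 to 100.0% of the exonic reads that Sheet B in S4 Table lists. CAST males had the smallest library and the lowest median, so genes with few reads are measured less well in their smaller libraries. By the mean, B6 females had the fewest reads, 1.34e+07 per library against 1.50e+07 in CAST males. No pair of livers of one group held counts that differed by sampling noise alone, since the chi-square per degree of freedom was at least 8.82 in every pair. For each strain, the 10 libraries were fitted with edgeR's quasi-likelihood test after TMM normalization, over all genes with at least 1 read, and p-values were adjusted by the Benjamini-Hochberg method. Differences between strains, and differences of the sex bias between strains (the interaction of strain and sex), were tested in 1 fit of all 20 libraries over 25779 genes. A gene was called sex-biased at a fold change above 2 and an adjusted p under 0.05, the paper's thresholds. Log2 fold changes are male over female, or B6 over CAST, and FPKM values are given as mean ± SD over the 5 livers of a group. Standard errors of edgeR's log2 fold changes were back-calculated, as the absolute value divided by the square root of the F statistic. They thus restate the test and are no separate measure of precision. The replicate numbers are shared by the 4 groups but belong to different mice. Deviations of same-numbered livers from their group means correlated most between CAST males and females, which was not tested against shuffled numbers. For this reason CAST results are also given from a fit with the replicate number as a block. The fits of each strain with this block leave out genes of low counts by edgeR's filterByExpr.

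**Figure D1:**
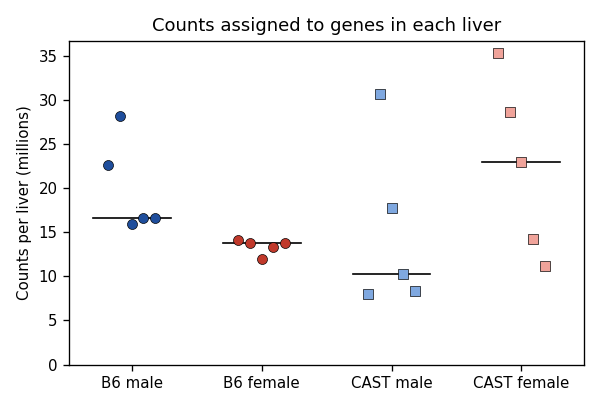
Reads counted on genes in each library for the 4 groups. Each point is 1 liver and each line is the median of 5 livers; the 3 largest libraries of all are from CAST livers, and CAST male libraries range from 7969482 to 30617667 reads.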

Results were compared to prior data for sex-biased genes in livers of the outbred mouse strain CD-1 [13], which is most similar to the DO founder mouse strain NOD/ShiLt and is particularly useful due to its inherent genetic variability [68]. 946 protein-coding genes and 751 lncRNA genes showed significant liver sex-bias in one or more strains (Fig 1A and S1 Table). We observed a greater overlap of sex-biased genes between CD-1 and B6 relative to CAST (229 protein coding genes versus 144, respectively; Fig 1A), which is likely because both strains are composed of primarily subspecies *Mus musculus domesticus* genetic background [66–68]. 

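In B6 liver, 391 protein-coding genes (161 male-biased, 230 female-biased) and 226 lncRNA genes (137 male-biased, 89 female-biased) passed both thresholds in edgeR's quasi-likelihood test. In CAST liver, 333 protein-coding genes (192 of them female-biased) and 175 lncRNA genes (77 male-biased, 98 female-biased) did so; with library size alone as the scaling in edgeR, 171 male-biased and 170 female-biased protein-coding and 94 and 91 lncRNA genes did. The thresholds were passed in both strains by 135 protein-coding and 58 lncRNA genes. With each of the 20 livers left out in turn, the number of such protein-coding genes was at least 122 and that of lncRNA genes between 49 and 60. With the replicate number as a block and genes of low counts left out by edgeR's filterByExpr, a fit chosen after the data were seen, 315 protein-coding and 111 lncRNA genes were called in CAST liver, and 124 and 34 in both strains; filterByExpr without the block gave 302 and 107, and 122 and 30. Over 12883 genes, the deviations of same-numbered livers from their group means, the ground for this block, had a mean correlation of 0.146 between CAST males and females. The -0.037 for livers with different numbers follows from centring on the group means and is no comparison. Between groups of different strains the mean lay between -0.093 and 0.097. The 0.146 was not set against shuffled numbers, so a pairing is not shown. The number of protein-coding genes called in both strains moved most with limma on log2(FPKM + 1), which called 71. In the authors' deposited tables, 146 protein-coding and 78 lncRNA genes pass both thresholds in both strains, and all 135 protein-coding and all 58 lncRNA genes called here are among them.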

Comparing the two evolutionarily distant inbred strains, B6 and CAST, we identified 144 protein-coding genes and 78 lncRNA genes with strain-shared sex bias (defined as significant sex bias in both B6 and CAST). These strain-shared sex-biased genes were clustered and annotated based on their relative expression across individual livers from each strain and sex (Fig 1B). 

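The log2 fold changes of 188 of the 193 genes called in both strains had the same sign in B6 and CAST liver (97.4%, Wilson 95% confidence interval 94.1 to 98.9%), 130 protein-coding genes and all 58 lncRNA genes. With the replicate number as a block and filterByExpr, the share was 98.7%, and with filterByExpr alone 98.7%. Among genes with a mean count of at least 10, the largest bias in either direction was seen for *Elovl3*, *Moxd1* and *Mup7* in males and for lnc15394, *Sult2a2* and *Sult2a1* in females, by the smaller of the 2 strains' fold changes. lnc15394 lies on chromosome X, where FPKM was 33.0 ± 4.56 (SD, n = 5) in B6 females and 30.3 ± 3.25 in CAST females against 0.0162 ± 0.0101 and 0.0162 ± 0.00932 in males, a log2 fold change of -10.92 (standard error 0.26, adjusted p = 3.99e-15) in B6 and -11.17 (standard error 0.23, adjusted p = 8.45e-17) in CAST liver, or -11.12 (adjusted p = 1.16e-07) in CAST liver with the block. *Sult2a2* and *Sult2a1* are neighbouring near-identical copies on chromosome 7, so the reads of each are uncertain; *Sult2a2* was at least 369-fold higher in B6 females and at least 29.1-fold higher in CAST females than in males, whose libraries held 3 counts or fewer, and *Sult2a1* had a log2 fold change of -9.02 (standard error 0.96, adjusted p = 6e-06) in B6 and -10.01 (standard error 0.39, adjusted p = 4.27e-12) in CAST liver. The 5 protein-coding genes of opposite sign are named here because they are few; all but *Slc22a27* and *Slc22a28* were chosen after their values were seen. *Slc22a28* (on chromosome 19 of mm9 from 8136699 to 8206472 on the minus strand) had a log2 fold change of 2.51 (standard error 0.21, adjusted p = 2.12e-07) in B6 and -5.59 (standard error 0.35, adjusted p = 2.08e-09) in CAST liver. Its neighbour *Slc22a27* (on chromosome 19 of mm9 from 7938881 to 8040517 on the minus strand), a paralog whose reads the counting can mix with its own, had -6.63 (standard error 0.29, adjusted p = 2.57e-11) in B6 and 1.31 (standard error 0.26, adjusted p = 0.00313) in CAST liver. *D630033O11Rik* on chromosome 9 had -1.42 (standard error 0.42, adjusted p = 0.0440) in B6 and 1.07 (standard error 0.19, adjusted p = 0.00103) in CAST liver, *Tcf24* on chromosome 1 had -1.38 (standard error 0.41, adjusted p = 0.0486) in B6 and 1.50 (standard error 0.38, adjusted p = 0.0214) in CAST liver, and *Zbtb7c* on chromosome 18 had 1.67 (standard error 0.41, adjusted p = 0.0165) in B6 and -1.68 (standard error 0.44, adjusted p = 0.0278) in CAST liver. For all 5 genes the interaction of strain and sex had an adjusted p under 0.05, with the largest at 0.0228 for *Tcf24*. With filterByExpr, with the block and filterByExpr, and with counts thinned to the smallest library, only 2 of the genes called in both strains had opposite signs, so not all 5 reversals hold there.

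**Figure D2:**
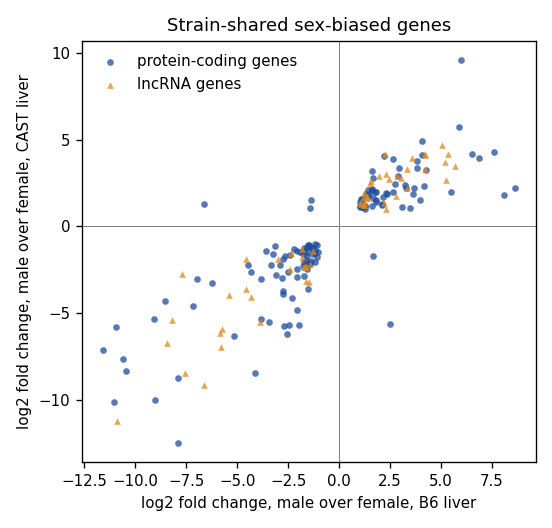
Log2 fold change, male over female, in B6 liver (horizontal axis) and CAST liver (vertical axis) for the genes called in both strains, with protein-coding genes as circles and lncRNA genes as triangles. All but the 5 genes of opposite sign lie in the upper right (male-biased in both strains) or lower left (female-biased in both strains) part of the plot.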

Importantly, the directionality of sex bias was conserved between strains for almost all the strain-shared sex biased genes (217 of 222 genes; Fig 1B and 1C; examples in S1 Fig and full gene lists in Sheets A and B in S1 Table). However, only 29% of the core strain-shared sex-biased genes (43/144 protein-coding genes, 21/78 lncRNAs) showed the same expression pattern in livers of both strains (clusters MA and FA; Fig 1B and 1C). 

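Clusters MA and FA hold the male-biased and female-biased genes with like expression in both strains. In the fit of all 20 libraries, 51 of the 135 protein-coding genes called in both strains (37.8%, Wilson 95% confidence interval 30.0 to 46.2%) and 26 of the 58 lncRNA genes (44.8%, 32.8 to 57.5%) differed between B6 and CAST in neither males nor females at a fold change above 2 and an adjusted p under 0.05. This counts tested differences and not cluster membership. Taking the replicate number as a block, the shares were 38.5% and 44.8%. The share of protein-coding genes moved most when the fold threshold was dropped, to 28.9%. Of the 43 of these protein-coding genes that S1 Table lists in clusters MA and FA, 31 had no strain difference by this test. The number was 20 of the 90 that it lists as shared outside these clusters. Among the lncRNA genes the numbers were 14 of 17 and 12 of 41.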

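Among the protein-coding genes called sex-biased in both strains, 27 differed between B6 and CAST in male liver only, 14 in female liver only and 43 in both, from edgeR's quasi-likelihood test on all 20 libraries. Expression was higher in B6 for 31 of the 70 that differed in male liver and for 22 of the 57 that differed in female liver. The size of the sex bias itself differed between strains, by the interaction, for 31 of these protein-coding genes and 3 of the lncRNA genes. Of the protein-coding genes that S1 Table lists in cluster MB (male-biased), 12 of 15 were higher in B6 than in CAST male liver, and 16 of 20 lncRNA genes of that cluster were. In clusters FB1 and FB2 (female-biased), 4 of 4 and 7 of 21 protein-coding genes were higher in B6 than in CAST female liver by these thresholds. Genes higher in B6 by less are not in these counts, so the others need not be lower. Over all genes of the fit, 6146 differed between strains in male liver and 6281 in female liver at the same thresholds, or 5673 and 5791 with the replicate number as a block. The number in male liver moved most with genes of low counts left out and the block, to 4230.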

The remaining 71% of strain-shared genes showed strain differences in the absolute expression level (FPKM) and magnitude of sex bias (e.g., genes in clusters MB, FB1, and FB2 showed higher expression in B6 than CAST). Accordingly, while most of the variation in expression of strain-shared sex-biased genes is associated with differences in sex (PC1, 60–66% of variance), substantial variation is explained by strain differences (PC2, 22–26% of variance; S1E and S1F Fig). 

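Principal components were computed from the FPKM of the 135 protein-coding genes called in both strains, Z-scored per gene over the 20 livers. PC1 held 56.1% of the variance (jackknife standard error 2.57) and PC2 18.8% (jackknife standard error 1.92). On PC1 the scores were 8.45 ± 1.598 (SD, n = 5) in B6 males and 8.04 ± 1.93 in CAST males, against -8.25 ± 2.38 in B6 females and -8.24 ± 2.86 in CAST females. On PC2 they were 5.30 ± 0.46 and 4.43 ± 0.62 in B6 males and females, against -5.38 ± 0.43 and -4.36 ± 0.41 in CAST males and females. The 2 strains do not overlap on PC2. The sexes do not on PC1, but the genes were chosen for a sex difference in both strains, so this separation is built in. For the lncRNA genes, PC1 held 49.6% and PC2 22.6%. PC1 of the protein-coding genes moved most with log2(FPKM + 0.1) centred per gene, to 67.1%, and was 57.7% for the genes called with the replicate number as a block and filterByExpr, or 58.4% with filterByExpr alone. From the shares of the 2 components, the paper concludes that these genes vary mostly with sex and to a lesser but substantial extent with strain.

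**Figure D3:**
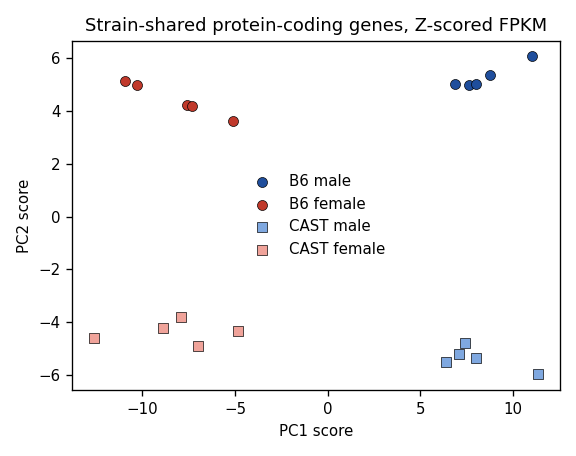
Scores of the 20 livers on PC1 (horizontal axis) and PC2 (vertical axis) of the Z-scored FPKM of the protein-coding genes called in both strains. Each point is 1 liver; males lie at positive and females at negative PC1 scores, and B6 livers lie at positive and CAST livers at negative PC2 scores.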

Finally, we identified genes whose sex-biased expression in liver is specific to one strain. Thus, B6-unique: 301 protein-coding genes, 289 lncRNAs; and CAST-unique: 207 protein-coding genes, 187 lncRNAs. 

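By the same definition, a call in one strain and no adjusted p under 0.05 in the other, 222 protein-coding genes (95 male-biased, 127 female-biased) and 164 lncRNA genes (102 and 62) were unique to B6. In CAST, 162 protein-coding genes (72 male-biased, 90 female-biased) and 113 lncRNA genes (43 and 70) were. With the replicate number as a block and filterByExpr, these numbers were 182 and 90 for B6 and 149 and 75 for CAST, against 201 and 96 and 142 and 74 with filterByExpr alone. The number of B6-unique protein-coding genes moved most with limma on log2(FPKM + 1), to 50. Male-biased genes were 44.4% of the CAST-unique protein-coding genes, and 55.2% with counts scaled by library size alone. A call in one strain only does not test whether the bias differs between strains. The interaction of strain and sex, which does, had an adjusted p under 0.05 for 66 of the 221 B6-unique protein-coding genes that entered the fit of all 20 libraries (29.9%) and for 53 of 161 CAST-unique ones (32.9%). For lncRNA genes it did for 13 of 151 and 10 of 106. In all, 588 genes passed the interaction test, or 667 with the replicate number as a block.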

A majority of these strain-unique sex-biased genes are more highly expressed in the strain showing significant sex-bias (S2 and S3 Figs and Sheets C-F in S1 Table).

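The mean FPKM over the 10 B6 livers was above that over the 10 CAST livers for 158 (71.2%, Wilson 95% confidence interval 64.9 to 76.7%) of the B6-unique protein-coding genes. It was lower for 95 (58.6%, Wilson 95% confidence interval 50.9 to 65.9%) of the CAST-unique ones. For lncRNA genes the shares higher in the strain with the bias were 86.0% of 164 (Wilson 95% confidence interval 79.8 to 90.5%) and 77.0% of 113 (68.4 to 83.8%). Among all genes with a mean FPKM of at least 0.1, 49.9% of 12409 protein-coding and 50.8% of 1414 lncRNA genes were higher in B6. The share of CAST-unique protein-coding genes, whose interval reaches down to nearly that of all genes, moved most with the exact test, to 55.4%, and was 60.4% for genes called with the replicate number as a block. With each liver left out in turn it ranged from 54.2 to 61.3%.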

**Fig 1:**
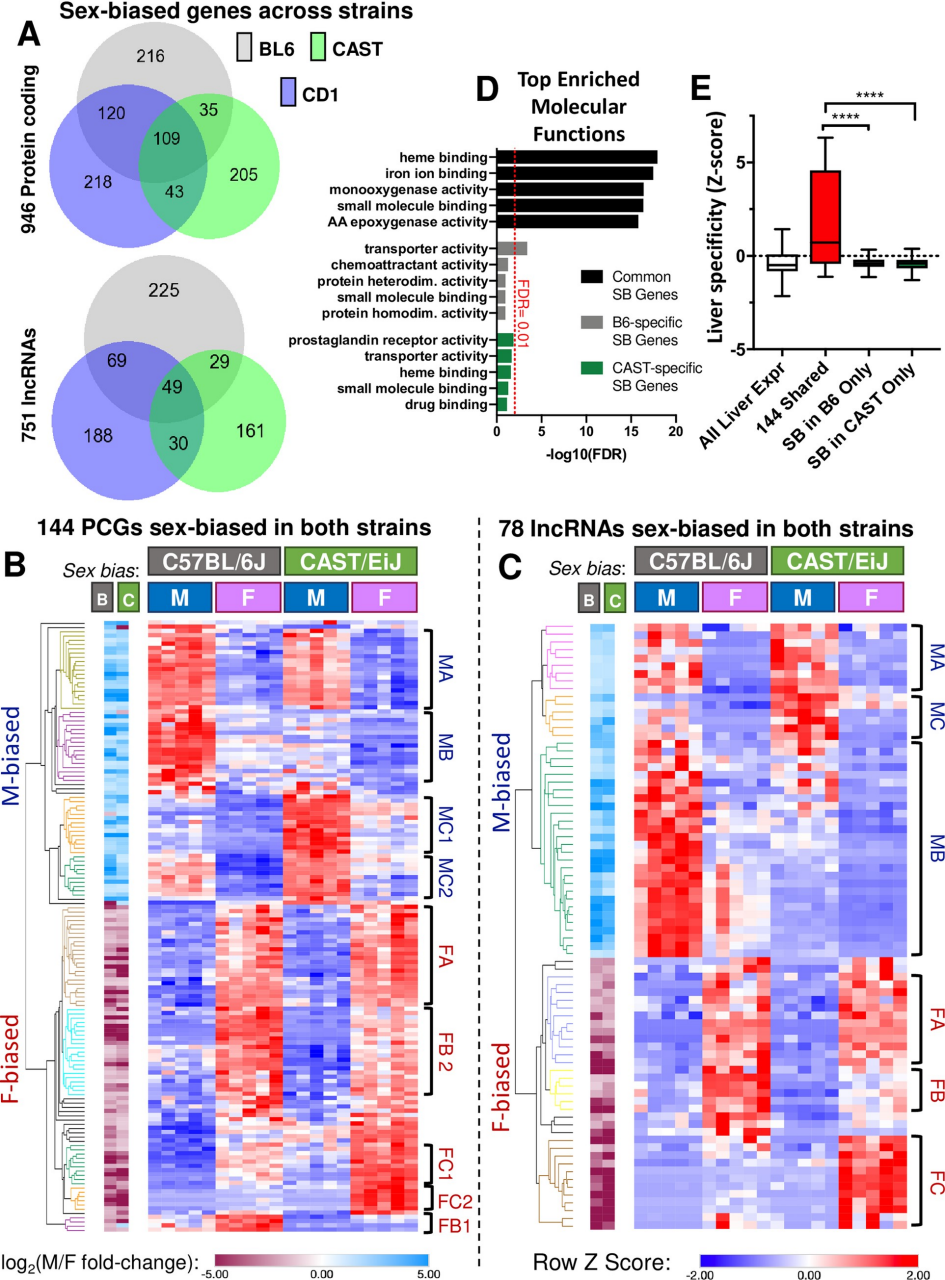
Sex-biased transcriptome of B6 and CAST mouse liver. **A**. Venn diagrams showing the number of strain-shared and strain-unique sex-biased protein-coding genes (*top*) and lncRNA genes (*bottom*) for the three indicated mouse strains, based on |fold change| for sex bias >2 and EdgeR adjusted p-value (FDR) < 0.05. CAST (green) and B6 (gray) RNA-seq datasets are from this study; CD-1 RNA-seq data is from [13]. B6 shows greater overlap with CD-1 than with CAST. **B**. Heat map presenting relative expression level across all individual livers (n = 20) for 144 protein-coding genes showing significant sex bias in both B6 and CAST mice (|fold-change| > 2, FDR < 0.05; strict strain shared sex-biased genes, Sheet A in S1 Table), presented as Z-scores normalized per row to visualize expression patterns independent of expression level. *Left*: Log2 (M/F fold-change) values; blue indicates male bias, purple indicates female bias for B6 (B, *left column*) and CAST (C, *right column*). Hierarchical clustering based on Euclidean distance is shown to the left of the heat map, with colors indicating the cluster identity labelled to the right of the heat map. Two of the 9 clusters showed a strain-conserved pattern of expression between B6 and CAST (clusters MA and FA). The other 7 clusters were significantly sex-biased in expression in both strains but showed strain-variable levels of expression (CAST-biased: clusters MC1, MC2, FC1, and FC2; B6-biased: MB, FB1, and FB2). Clusters labeling: M or F indicate the sex-bias, and B (B6) or C (CAST) indicate the strain with higher expression; A indicates clusters with strain-equivalent expression. **C**. Heat map, as in B, for 78 sex-biased lncRNA genes meeting fold-change and FDR cutoffs in both B6 and CAST mice (strict strain shared sex-biased genes; Sheet A in S1 Table). Two of the six clusters showed a strain-conserved pattern of expression between B6 and CAST (clusters MA and FA). The other four clusters were significantly sex-biased in both strains but showed strain-variable levels of expression (CAST-biased: clusters MC and FC; B6-biased: MB and FB). **D**. Genes with sex bias in both B6 and CAST mouse liver are enriched for key liver functions vs. no GO term enrichment for genes with sex bias only in one strain. Shown is -log_10_(FDR) from functional annotation of the indicated gene lists output by DAVID for the category: GOTERM_MF_DIRECT. Black bars, results for core, strain-conserved sex-biased genes; gray bars, B6-specific sex-biased genes; green bars, CAST-specific sex-biased genes. Shown are the top 5 significant GO terms ranked by FDR. Red line, FDR cutoff at 0.01. See Sheets A-C in S2 Table for complete lists of terms. **E**. Per-gene Z score distribution for expression across 21 ENCODE mouse tissues [69] implemented as described [74]. Y-axis values indicate increasing liver specificity relative to the mean expression across tissues. Z scores are shown (from left to right) for: all liver-expressed genes, 144 core sex-biased genes, 301 B6-unique sex-biased genes, and 207 CAST-unique sex-biased genes. ****, M-W p < 0.0001 for 144 core, strain-conserved sex-biased gene set versus both strain-specific gene lists. The strain-specific sex-biased genes do not differ significantly (M-W p = 0.48).

### Functional roles of strain-shared vs strain-unique sex-biased genes

Despite substantial evolutionary distance between B6 and CAST mice, sex-biased expression is maintained for a core set of functionally relevant and liver-specific genes. 

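Of the protein-coding genes called in both strains, 23 were *Cyp* genes (5 male-biased and 18 female-biased, of 86 in the B6 fit), 11 were *Mup* genes, all male-biased (of 20), and 4 were *Sult* genes, all female-biased (of 15). The same numbers and directions were found with DESeq2's size factors and with library size alone in edgeR. DESeq2's own test called 21, 10 and 4, in the same directions. The members of these families share near-identical sequence, so the reads of single members are uncertain. The deposited counts and FPKM of 9 of the *Mup* and 3 of the *Cyp* genes change by different factors between libraries, by more than 1.50 times at 20 counts or more. *Mup7* (on chromosome 4 of mm9 from 60079341 to 60083347 on the minus strand) is among them; its FPKM was 723 ± 219 (SD, n = 5) in male and 3.14 ± 0.922 in female B6 livers and 194 ± 109 and 7.81 ± 5.85 in CAST livers. *Mup7* had a log2 fold change, male over female, of 7.62 (standard error 0.30, adjusted p = 3.95e-12) in B6 liver and 4.31 (standard error 0.69, adjusted p = 0.000465) in CAST liver, or 3.92 (adjusted p = 0.00907) in CAST liver with the replicate number as a block. Its bias differed between strains by 3.31 (standard error 0.81, adjusted p = 0.0263), and this adjusted p rose to 0.0590 when single livers were left out.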

The core set of 144 strain-shared sex-biased protein-coding genes (Fig 1B) includes many *Cyp*, *Mup*, and *Sult* genes, and showed strong enrichment for molecular function gene ontologies relevant to liver function, including monooxygenase activity and small molecule binding/lipocalin (Fig 1D). In contrast, only one Gene Ontology term (transporter activity) was significantly enriched in the set of 301 B6-unique sex-biased protein-coding genes, and no molecular function terms were enriched in the 207 CAST-specific gene set (FDR<0.01; S2 Table). Furthermore, the strain-shared sex-biased genes are expressed in a highly liver-specific manner, as compared to either the strain-unique gene sets or all liver expressed genes, based on comparisons to 21 mouse ENCODE tissues [69] (Mann-Whitney (M-W) p < 0.001; Fig 1E).

The major GH-regulated or GH-responsive transcription factors (TFs) implicated in liver sex differences in CD-1 mice were expressed at similar levels in both mouse strains, consistent with a model of evolutionary conservation of functionally relevant genes. These include the GH-responsive TFs STAT5b [9], Foxa2 [70] and Hnf4a [37], and the GH-regulated, sex-biased TFs Cux2 [71], Bcl6 [40] and Sall1 [13] (S4A and S4B Fig and Sheet A in S3 Table). 

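*Stat5b* (on chromosome 11 of mm9 from 100642045 to 100712038 on the minus strand), *Foxa2* (on chromosome 2 of mm9 from 147868613 to 147872705 on the minus strand) and *Hnf4a* (on chromosome 2 of mm9 from 163332544 to 163398646 on the plus strand) had no adjusted p for sex under 0.05 in either strain. For *Stat5b*, FPKM was 6.17 ± 1.15 (SD, n = 5) in B6 males, 7.83 ± 0.953 in B6 females, 7.99 ± 0.856 in CAST males and 7.49 ± 0.214 in CAST females, and the adjusted p for sex was 0.139 in B6 and 0.946 in CAST liver, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For *Foxa2*, FPKM means of the 4 groups lay between 5.59 and 6.89, with adjusted p of 0.970 and 0.550. For *Hnf4a* they lay between 61.9 and 77.1, with adjusted p of 0.997 and 0.264. With the replicate number as a block, the adjusted p in CAST liver was 0.876 for *Stat5b*, 0.152 for *Foxa2* and 0.0778 for *Hnf4a*. Between strains, *Stat5b* and *Hnf4a* were lower in B6 than in CAST males, by log2 differences of -0.34 (standard error 0.12, adjusted p = 0.0192) and -0.29 (standard error 0.089, adjusted p = 0.0103), calls that were lost when some single livers were left out; *Foxa2* in males and all 3 genes in females had adjusted p of at least 0.378. *Bcl6* (on chromosome 16 of mm9 from 23965138 to 23988938 on the minus strand) was male-biased, with 8.25 ± 4.97 FPKM (SD, n = 5) in male and 2.38 ± 1.61 in female B6 livers and 7.12 ± 3.85 in male and 2.34 ± 1.42 in female CAST livers. *Bcl6* had a log2 fold change, male over female, of 1.83 (standard error 0.43, adjusted p = 0.0120) in B6 liver and 1.51 (standard error 0.36, adjusted p = 0.0151) in CAST liver, or 1.50 (adjusted p = 0.00345) in CAST liver with the replicate number as a block. *Sall1* (on chromosome 8 of mm9 from 91551147 to 91568061 on the minus strand) was female-biased, with 2.48 ± 0.587 FPKM (SD, n = 5) in male and 6.05 ± 0.777 in female B6 livers and 2.79 ± 0.471 in male and 7.82 ± 1.36 in female CAST livers. *Sall1* had a log2 fold change, male over female, of -1.26 (standard error 0.14, adjusted p = 1.39e-05) in B6 liver and -1.57 (standard error 0.13, adjusted p = 8.83e-08) in CAST liver, or -1.55 (adjusted p = 3.94e-05) in CAST liver with the replicate number as a block. In females, *Sall1* was lower in B6 than in CAST liver, by a log2 difference of -0.45 (standard error 0.14, adjusted p = 0.0126). The bias of *Bcl6* and *Sall1* was not found to differ between strains (interaction adjusted p = 0.976 and 0.532), nor was that of *Cux2* (adjusted p = 0.986).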

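For *Trim24* (on chromosome 6 of mm9 from 37820811 to 37916296 on the plus strand), FPKM was 1.07 ± 0.0775 (SD, n = 5) in B6 males, 4.24 ± 1.36 in B6 females, 5.97 ± 0.468 in CAST males and 5.23 ± 0.769 in CAST females. *Trim24* had a log2 fold change, male over female, of -1.97 (standard error 0.16, adjusted p = 1.87e-07) in B6 liver and 0.12 (standard error 0.10, adjusted p = 0.539) in CAST liver, or 0.14 (adjusted p = 0.170) in CAST liver with the replicate number as a block. *Tox* (on chromosome 4 of mm9 from 6613500 to 6918704 on the minus strand) was at 0.294 ± 0.0692 FPKM (SD, n = 5) in male and 1.49 ± 0.200 in female B6 livers and at 0.0342 ± 0.0282 in male and 0.0109 ± 0.0118 in female CAST livers. *Tox* had a log2 fold change, male over female, of -2.29 (standard error 0.17, adjusted p = 5.15e-08) in B6 liver and 1.37 (standard error 0.81, adjusted p = 0.385) in CAST liver; the CAST fit with the replicate number as a block leaves it out for its low counts. For *Zfp809* (on chromosome 9 of mm9 from 22030274 to 22047641 on the plus strand), FPKM was 9.21 ± 3.04 (SD, n = 5) in B6 males, 4.17 ± 0.566 in B6 females, 11.2 ± 1.91 in CAST males and 11.6 ± 2.77 in CAST females. *Zfp809* had a log2 fold change, male over female, of 1.16 (standard error 0.17, adjusted p = 0.000195) in B6 liver and -0.13 (standard error 0.15, adjusted p = 0.704) in CAST liver, or -0.089 (adjusted p = 0.486) in CAST liver with the replicate number as a block. *Id3* (on chromosome 4 of mm9 from 135699412 to 135701670 on the plus strand) was at 18.4 ± 9.98 FPKM (SD, n = 5) in male and 19.9 ± 2.84 in female B6 livers and at 14.8 ± 7.15 in male and 6.57 ± 3.42 in female CAST livers. *Id3* had a log2 fold change, male over female, of -0.11 (standard error 0.26, adjusted p = 0.882) in B6 liver and 1.10 (standard error 0.33, adjusted p = 0.0553) in CAST liver, or 1.15 (adjusted p = 0.0570) in CAST liver with the replicate number as a block. It was thus not called in CAST liver by the quasi-likelihood test, but was by edgeR's exact test (adjusted p = 0.0417), with library size alone (0.0316), with thinned counts (0.0213) and with protein-coding genes adjusted separately (0.0419); the adjusted p ranged from 0.00481 to 0.151 with single livers left out. *Rnf141* (on chromosome 7 of mm9 from 117960049 to 117987919 on the minus strand) was at 8.51 ± 1.02 FPKM (SD, n = 5) in male and 10.5 ± 2.04 in female B6 livers and at 0.525 ± 0.177 in male and 1.66 ± 0.551 in female CAST livers. *Rnf141* had a log2 fold change, male over female, of -0.27 (standard error 0.12, adjusted p = 0.223) in B6 liver and -1.59 (standard error 0.26, adjusted p = 0.000481) in CAST liver, or -1.62 (adjusted p = 0.00328) in CAST liver with the replicate number as a block. The interaction of strain and sex had an adjusted p of 1.89e-07 for *Trim24*, 0.00223 for *Tox*, 0.00270 for *Zfp809*, 0.00879 for *Rnf141* and 0.239 for *Id3*, and 1.06e-08, 0.00172, 0.00188, 0.00793 and 0.229 with the replicate number as a block. That of *Tox* rose to 0.108 without CAST male replicate 2.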

The sex-biased expression of five other TF genes was strain-dependent (Sheets B and C in S3 Table); these include three B6-unique sex-biased TFs previously identified as being GH-responsive (Trim24, Tox, and Zfp809; S4C Fig) [13,71,72] and two CAST-unique sex-biased TFs with no known roles in liver sex differences (Id3, Rnf141; S4D Fig). 

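Protein-coding and lncRNA genes together, 617 genes were called sex-biased in B6 and 508 in CAST liver. When single livers were left out, the number of protein-coding genes ranged from 341 to 419 in B6 and from 286 to 350 in CAST, ranges that overlap. With the counts of all 20 libraries thinned at random to the total of the smallest, 382 protein-coding and 168 lncRNA genes were called in B6, against 316 and 140 in CAST. These are single counts of calls, which carry no test of the difference between strains.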

Conceivably, the three B6 mouse-specific TFs may contribute to the larger number of sex-biased genes found in B6 (and CD-1) mouse liver compared to CAST mouse liver (Figs 1A and S4E).

### Strain-shared and strain-unique sex-biased *cis* regulatory elements

We sought to identify regulatory elements for sex-biased liver gene expression, both those that are common and those that differ between B6 and CAST mice. We sequenced genome-wide ChIP-seq libraries for H3K27ac, which marks active enhancers and promoters, and we performed DNase-seq to identify open chromatin regions in liver nuclei collected from B6 and CAST mice of both sexes (Sheets B-D in S4 Table). These analyses identified thousands of regulatory elements (H3K27ac peaks and DNase hypersensitive sites (DHS)) in both strains and sexes (S5 Table). Using ChIP-qPCR and DNase-qPCR primers anchored at known sex-biased enhancers nearby strain-dependent sex-biased genes, we verified the presence of both B6-specific and CAST-specific epigenetic marks (S5 Fig). Furthermore, by using diffReps [73] to compare data for male vs female livers within each strain, followed by filtering to increase robustness (see Methods), we discovered ~2,000 robust sex-biased H3K27ac peak regions, and ~1,000 robust sex-biased DHS in livers of each strain (S6A–S6D Fig), with consistent sex bias seen across biological replicates (S6E Fig). A subset of these sex-biased regulatory regions was shared between strains and showed a concordant sex-bias, while many others were unique to one strain (Fig 2A and 2B). Thus, of 2,288 robust sex-biased B6 liver H3K27ac peak regions, 441 were shared with CAST mice, of which 98% showed concordant sex-bias (431 of 441; 198 female-biased, 233 male-biased) (Sheet E in S5 Table). Similarly, 92 sex-biased open chromatin regions (DHS) were shared between B6 and CAST mice, with 97% showing concordant sex-bias (89 of 92; Sheet D in S5 Table). Thus, many sex-biased regulatory regions maintain consistent sex-bias, despite the evolutionary divergence between B6 and CAST mice.

**Fig 2:**
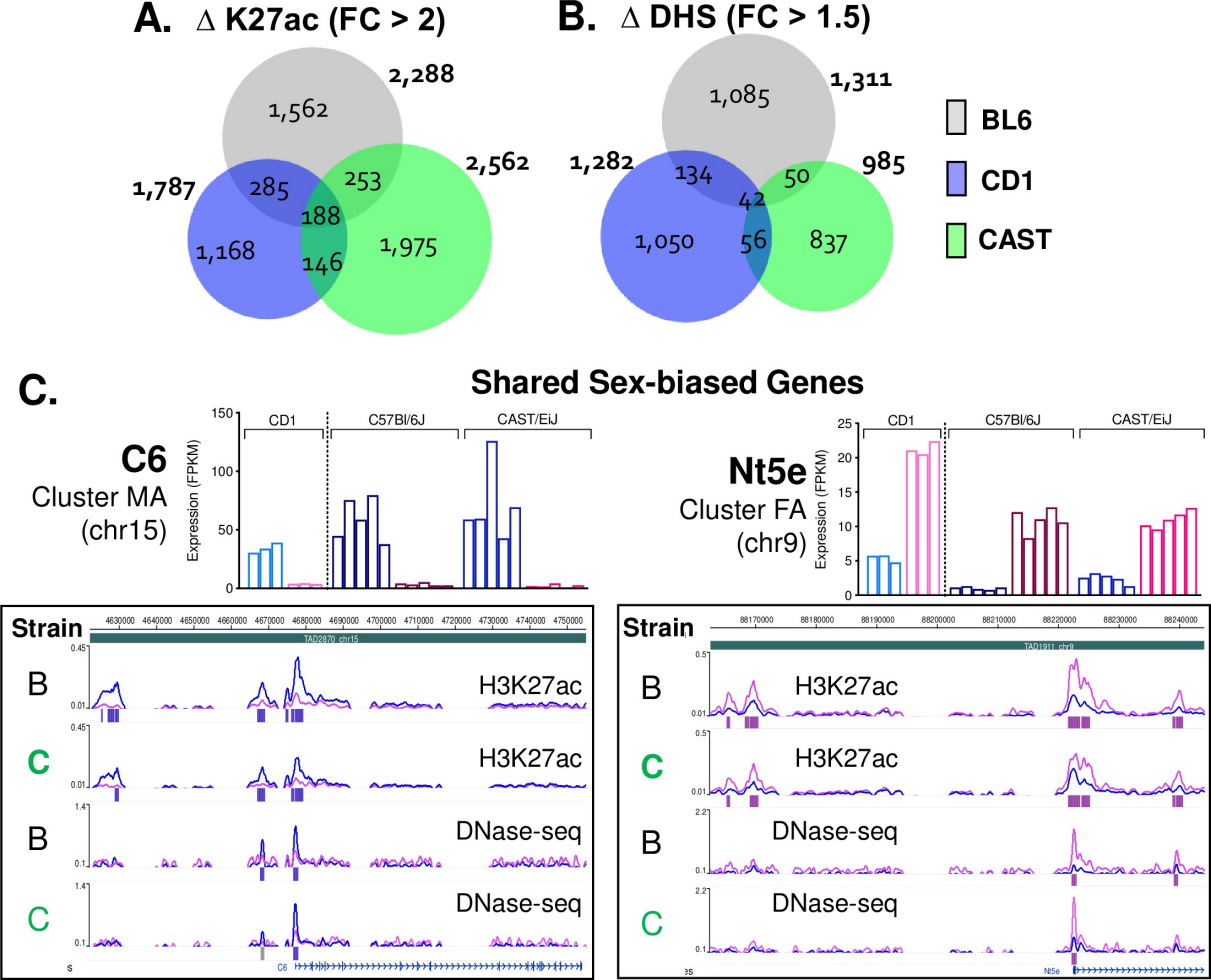
Shared sex-biased enhancers. **A, B.** Venn diagrams showing the number of sex-biased H3K27ac peaks (ΔK27ac) (>2-fold sex difference at FDR < 0.05, based on diffReps) or sex-biased DHS (ΔDHS) (>1.5-fold sex difference at FDR < 0.05, by diffReps) based on peak overlap by at least 1 bp. Data for CD-1 ΔK27ac peaks was provided by Dr. Dana Lau-Corona of this lab. CD-1 ΔDHS peaks were the robust sex-differential DHS dataset from [119]. **C.** Genes from clusters MA and FA (Fig 1A) with matching sex-biased *cis* regulatory elements in both strains. *C6* is a male-biased gene with male-biased H3K27ac marks and male-biased DHS at the proximal promoter and upstream enhancers. *Nt5e* is a female-biased gene with female-biased H3K27ac marks and female-biased DHS at both the proximal promoter and two neighboring enhancers. Bar graphs above the screenshots: RNA expression levels (FPKM) in individual male (blue bars) and female (pink bars) CD-1, B6, and CAST livers. Uniform expression across strains is observed, as expected for genes in clusters MA and FA. See Sheet A in S1 Table for full list of expression values.

We use the term *cis* regulatory elements (CREs) to describe both strain-conserved and strain-unique regions with the potential to regulate genes in *cis*, i.e., intra-chromosomally or within the same Topologically Associating Domain (TAD) [74]. Overall, ~80% of the regulatory elements we identified—both sex-biased and sex-independent sequences—are outside of promoter regions (>2.5 kb), i.e., are enhancer regions (S6F Fig). Globally, strain-shared H3K27ac peaks and DHS regions showed greater sequence conservation across vertebrates than strain-unique peaks and regions (S6G Fig); however, the strain-shared sex-biased H3K27ac peaks and DHS regions did not show greater sequence conservation than the corresponding strain-unique regions. Thus, global sequence conservation alone does not explain the gain or loss of sex bias between strains.

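*C6* lies on chromosome 15 of mm9 from 4677175 to 4765456 on the plus strand. Its FPKM was 59.2 ± 18.4 in male and 3.56 ± 1.15 in female B6 livers and 71.3 ± 32.0 in male and 2.25 ± 1.34 in female CAST livers (SD, n = 5 each). *C6* had a log2 fold change, male over female, of 4.08 (standard error 0.22, adjusted p = 5.09e-10) in B6 liver and 4.90 (standard error 0.37, adjusted p = 3.06e-08) in CAST liver, or 5.02 (adjusted p = 2.57e-07) in CAST liver with the replicate number as a block. These are 16.9-fold and 29.9-fold higher levels in males, and the interaction of strain and sex, -0.82 (standard error 0.44, adjusted p = 0.407), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, did not pass. *Nt5e* lies on chromosome 9 of mm9 from 88222447 to 88266927 on the plus strand, with 1.05 ± 0.218 FPKM (SD, n = 5) in male and 11.0 ± 1.72 in female B6 livers and 2.46 ± 0.704 in male and 11.0 ± 1.24 in female CAST livers. *Nt5e* had a log2 fold change, male over female, of -3.34 (standard error 0.14, adjusted p = 1.81e-11) in B6 liver and -2.22 (standard error 0.15, adjusted p = 8.62e-09) in CAST liver, or -2.24 (adjusted p = 7.87e-05) in CAST liver with the replicate number as a block. Females were 10.1-fold higher in B6 and 4.66-fold higher in CAST liver, a bias that differed between the strains by -1.12 (standard error 0.22, adjusted p = 0.00553), or -1.11 (adjusted p = 0.00626) with the replicate number as a block. Leaving out single livers, the log2 fold change of *Nt5e* stayed within -3.44 to -3.24 in B6 and -2.34 to -2.08 in CAST liver.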

Two examples of strain-shared sex-biased CREs neighboring core sex-biased genes are shown in Fig 2C: the male-biased complement component gene *C6* (16.4-fold average male bias across B6, CAST and CD-1 livers) and the female-biased nucleotidase *Nt5e* (5.7-fold average female bias). Extensive sex-bias, both locally at the promoter and at more distal enhancers, is seen for H3K27ac mark accumulation and chromatin opening with a directionality that matches the sex bias of gene expression. Other examples of core, strain-shared male-biased genes (*Gstp1*, *Elovl3*) and female-biased genes (*Acot3*, *Acot4*, *Cyp4a14*) showed uniform directionality in sex-biased enhancer activity and gene expression across strains (S7 and S8 Figs).

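*Gstp1* (on chromosome 19 of mm9 from 4035411 to 4037921 on the minus strand) was at 521 ± 62.8 FPKM (SD, n = 5) in male and 53.0 ± 6.51 in female B6 livers and at 248 ± 155 in male and 44.7 ± 6.39 in female CAST livers. *Gstp1* had a log2 fold change, male over female, of 3.25 (standard error 0.11, adjusted p = 4.95e-13) in B6 liver and 2.40 (standard error 0.26, adjusted p = 4.84e-06) in CAST liver, or 2.25 (adjusted p = 0.000177) in CAST liver with the replicate number as a block. Its interaction of strain and sex was 0.86 (standard error 0.32, adjusted p = 0.182), and the adjusted p fell to 2.32e-05 without CAST male replicate 3, which lay far above the other CAST males. *Elovl3* (on chromosome 19 of mm9 from 46206387 to 46210184 on the plus strand) was at 93.2 ± 7.77 FPKM (SD, n = 5) in male and 1.596 ± 0.651 in female B6 livers and at 76.8 ± 37.7 in male and 1.32 ± 0.849 in female CAST livers. *Elovl3* had a log2 fold change, male over female, of 5.89 (standard error 0.23, adjusted p = 3.72e-12) in B6 liver and 5.74 (standard error 0.39, adjusted p = 8.62e-09) in CAST liver, or 5.87 (adjusted p = 2.4e-06) in CAST liver with the replicate number as a block. *Acot3* (on chromosome 12 of mm9 from 85393094 to 85400515 on the plus strand) and *Acot4* (on chromosome 12 of mm9 from 85379329 to 85385673 on the plus strand) are neighbours with near-identical sequence, so their reads are uncertain. *Acot3* was at 0.258 ± 0.164 FPKM (SD, n = 5) in male and 9.38 ± 5.64 in female B6 livers and at 0.132 ± 0.177 in male and 8.40 ± 4.23 in female CAST livers. *Acot3* had a log2 fold change, male over female, of -5.17 (standard error 0.47, adjusted p = 6.71e-07) in B6 liver and -6.30 (standard error 0.51, adjusted p = 9.45e-08) in CAST liver, or -6.20 (adjusted p = 1.9e-05) in CAST liver with the replicate number as a block. *Acot4* was at 3.06 ± 0.728 FPKM (SD, n = 5) in male and 10.8 ± 3.04 in female B6 livers and at 3.05 ± 0.473 in male and 13.9 ± 3.61 in female CAST livers. *Acot4* had a log2 fold change, male over female, of -1.79 (standard error 0.19, adjusted p = 4.75e-06) in B6 liver and -2.26 (standard error 0.15, adjusted p = 7.13e-09) in CAST liver, or -2.22 (adjusted p = 5.67e-06) in CAST liver with the replicate number as a block. *Cyp4a14* (on chromosome 4 of mm9 from 115158805 to 115168747 on the minus strand) was at 10.4 ± 10.2 FPKM (SD, n = 5) in male and 191 ± 56.4 in female B6 livers and at 0.142 ± 0.116 in male and 58.8 ± 50.6 in female CAST livers. *Cyp4a14* had a log2 fold change, male over female, of -4.15 (standard error 0.56, adjusted p = 9.44e-05) in B6 liver and -8.46 (standard error 0.77, adjusted p = 4.52e-07) in CAST liver, or -8.39 (adjusted p = 5.67e-06) in CAST liver with the replicate number as a block. Of the 5 genes, *Cyp4a14* alone passed the interaction test, by 4.30, with a standard error of 1.03 and an adjusted p of 0.0221, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By the fit with the replicate number as a block this was 3.83 (adjusted p = 0.0147).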

In closely related mammals, gene expression shows greater conservation than TF-binding or chromatin accessibility [44]. Consistent with this, a smaller fraction of sex-biased CREs was conserved across strains as compared to the fraction of genes whose sex-biased expression is conserved across strains. Thus, while 26–33% of sex-biased genes are shared between B6 and CAST liver (Fig 1A), only 17–19% of sex-biased H3K27ac peak regions and 7–9% of sex-biased DHS are strain-shared (Fig 2A and 2B). This result can, in part, be explained by the complexity of enhancer coordination, where a conserved pattern of transcriptional output may emerge from the integration of the regulatory activity of multiple enhancers showing variability with regards to sex-bias of their activity. 

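The genes called in both strains were 31.3% (Wilson 95% confidence interval 27.7 to 35.0%) of the sex-biased genes of B6 and 38.0% (Wilson 95% confidence interval 33.9 to 42.3%) of those of CAST liver. Among protein-coding genes the shares were 34.5% (Wilson 95% confidence interval 30.0 to 39.4%) and 40.5% (Wilson 95% confidence interval 35.4 to 45.9%). Among lncRNA genes they were 25.7% (Wilson 95% confidence interval 20.4 to 31.7%) and 33.1% (Wilson 95% confidence interval 26.6 to 40.4%). Set against the genes called in either strain, they were 22.9% of 589 protein-coding and 16.9% of 343 lncRNA genes. The H3K27ac and DHS regions were not analysed here.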

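*Nudt7* (on chromosome 8 of mm9 from 116657457 to 116676212 on the plus strand) was at 117 ± 27.9 FPKM (SD, n = 5) in male and 33.5 ± 5.50 in female B6 livers and at 94.0 ± 19.8 in male and 22.2 ± 6.36 in female CAST livers, 3.52-fold and 4.00-fold higher in males. *Nudt7* had a log2 fold change, male over female, of 1.82 (standard error 0.14, adjusted p = 7.45e-08) in B6 liver and 2.00 (standard error 0.18, adjusted p = 4.22e-07) in CAST liver, or 2.05 (adjusted p = 2.48e-05) in CAST liver with the replicate number as a block. Its interaction of strain and sex was -0.17 (standard error 0.25, adjusted p = 0.913), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Cux2* (on chromosome 5 of mm9 from 122308396 to 122500111 on the minus strand) was at 0.0108 ± 0.00466 FPKM (SD, n = 5) in male and 2.94 ± 2.37 in female B6 livers and at 0.0115 ± 0.0168 in male and 4.24 ± 1.55 in female CAST livers, 244-fold and 429-fold higher in females. *Cux2* had a log2 fold change, male over female, of -7.93 (standard error 0.66, adjusted p = 2.35e-07) in B6 liver and -8.74 (standard error 0.43, adjusted p = 1.02e-10) in CAST liver, or -8.68 (adjusted p = 3.63e-07) in CAST liver with the replicate number as a block. The fold change of *Cux2* rests on male livers with 1 to 5 reads in B6 and 0 to 4 in CAST. Its difference between strains had a standard error of 1.62 on the log2 scale, back-calculated from an interaction test that did not pass. With so few reads, the 2 fold changes are not told apart.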

Supporting this idea, we observed both strain-shared and strain-unique sex-bias at several CREs nearby strain-shared sex-biased genes, such as the male-biased gene *Nudt7* and the female-biased gene *Cux2* (S7C and S8C Figs), which display a similar magnitude of sex bias between strains.

### Sex-biased CREs are closer to strain-shared than strain-unique sex-biased genes

Strain-shared sex-biased genes are generally closer than strain-unique sex-biased genes to CREs with matched sex bias. For example, 23.6% of all strain-shared sex-biased genes have a strain shared sex-biased CRE within 2 kb of their TSS, while only 15.2% of B6-unique sex-biased genes have a B6-unique sex-biased CRE within 2 kb of their TSS (Fig 3A vs. Fig 3B). The frequency of a strain-shared sex-biased promoter CRE is even higher (39%) for the 43 strain-shared sex-biased genes that show a consistent expression level in both strains (Fig 3A; genes in clusters FA or MA of Fig 1B). Both the strain-shared (Fig 3A) and the strain-unique sex-biased gene sets are more distant from sex-biased CREs of the opposite sex (Fig 3B and 3C; KS p < 0.0001). The strain-unique sex-biased genes were also significantly closer to strain-specific CREs in the same strain than similarly sex-biased CREs in the other strain (Fig 3B and 3C). After grouping sex-biased genes based on distance to correspondingly sex-biased CREs (proximal CRE, < 20 kb; distal CRE, > 20 kb but within the same TAD), we found that core, strain-shared sex-biased genes are more likely than strain-unique genes to be associated with a correspondingly sex-biased promoter region CRE (Fig 3D).

**Fig 3:**
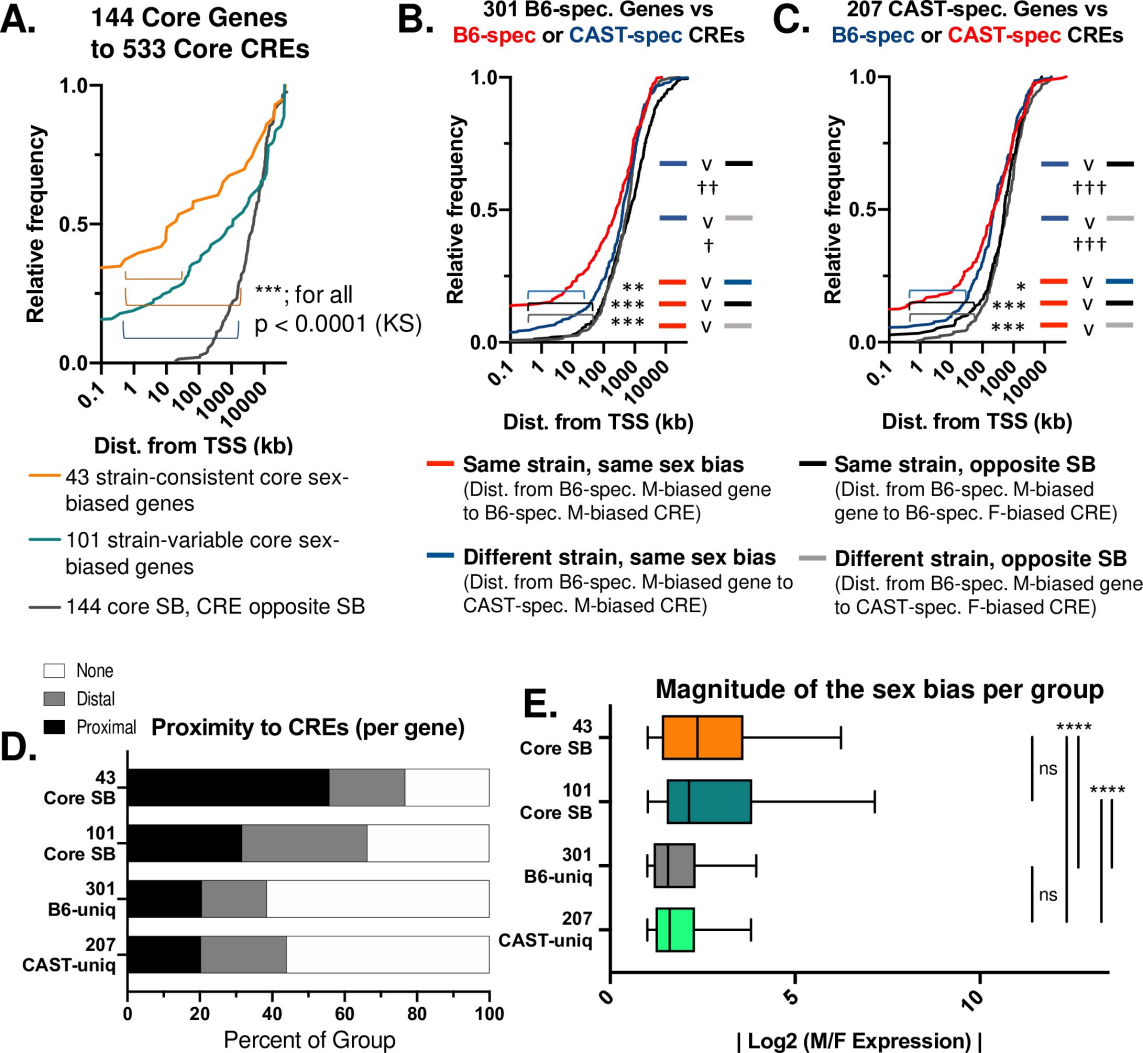
Strain-shared and strain-unique sex-biased *cis* regulatory elements. **A.** Cumulative frequency plots of distance from TSS of each gene set to the nearest core, strain-conserved sex-biased CRE with the same sex bias (i.e., distance from TSS of male-biased gene to the nearest male-biased DHS or male-biased H3K27ac peak). Plots are shown for 3 gene sets: 43 core sex-biased genes with strain-conserved expression (Fig 1B clusters MA or FA; orange), 101 core sex-biased genes with strain-variable expression (core sex-biased genes not in Fig 1B clusters MA or FA; teal), and the distance from all 144 core, strain-conserved sex-biased genes to the nearest sex-opposite CRE (e.g. distance from male-biased gene TSS to the nearest female-biased DHS or female-biased H3K27ac peak; gray). See also Sheet A in S1 Table. Significance was assessed by KS test: *, p < 0.05; **, p < 0.01; ***, p < 0.001; ns (not significant), p > 0.05. **B.** Cumulative frequency plot of distance from TSS of the 301 B6-unique sex-biased genes to four lists of *cis* regulatory elements (sex-biased DHS and sex-biased H3K27ac peaks): (1) B6-specific sex-biased CREs with the same sex-bias (as in panel A), in red; (2) CAST-specific sex-biased CREs with the same sex-bias, in blue; (3) B6-specific sex-biased CREs with opposite sex-bias, in black; (4) CAST-specific sex-biased CREs with opposite sex-bias, in gray. See Sheet C in S1 Table for B6-unique sex-biased genes. Significance, as in A. v, versus. **C.** Cumulative frequency plots of distance from TSS of 207 CAST-unique sex-biased genes to four lists of CREs (sex-biased DHS or sex-biased H3K27ac peak): (1) CAST-specific sex-biased CREs of the same sex-bias (as in A), in red; (2) B6-specific sex-biased CREs of the same sex-bias, in blue; (3) CAST-specific sex-biased CREs of the opposite sex-bias, in black; (4) B6-specific sex-biased CREs of the opposite sex-bias, in gray. See Sheet D in S1 Table. Significance, as in A. **D.** Core, strain conserved sex-biased genes are more proximal to similarly sex-biased CREs than strain-unique sex-biased genes. Shown are stacked bar charts representing percent of each group with a sex-biased enhancer of the same directionality that is TSS-proximal (< 20 kb; black), TSS-distal (> 20 kb but within the same TAD; gray) or lacking any similarly-sex-biased CREs within the same TAD (none; white). **E.** Box plot showing sex-bias each gene set group, shown as the absolute value of the log_2_-transformed M/F fold-change values (EdgeR), based on data in S1 Table. Gene sets as in A-C. Significance, as in A.

In a prior study, genes with strong liver sex bias were often subject to proximal regulation [52]. 

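The median absolute log2 fold change in B6 liver was 2.23 for the protein-coding genes called in both strains and 1.49 for the B6-unique ones, a difference of 0.75 over 357 genes. In CAST liver the medians were 2.08 and 1.54 for the CAST-unique genes, a difference of 0.55 over 297 genes. A two-sided permutation test of the rank sums with 100000 resamples gave p = 1e-05 in each strain, the smallest p it can give. Genes are not independent replicates. Shared genes also had to pass the thresholds in the other strain, so a part of the difference may be built in by the selection. For genes called with the replicate number as a block and filterByExpr, the differences were 0.97 and 0.66, and with filterByExpr alone 0.95 and 0.66. The B6 difference moved most with thinned counts, to 0.97.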

Consistent with this, strain-conserved sex-biased genes, with their greater frequency of proximal sex-biased CREs, showed a greater magnitude of sex-bias than strain-unique sex-biased genes (Fig 3E). However, the 43 strain-shared sex-biased genes with a strain-conserved expression pattern were not significantly more sex-biased than other 101 core sex-biased genes (M-W p = 0.698). Thus, the greater strength of sex bias for the strain-conserved genes cannot entirely be explained by their closer proximity to CREs.

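Of the protein-coding genes called in both strains here, S1 Table lists 43 in clusters MA and FA and 90 as shared outside them. The median absolute log2 fold change of the first group was above that of the second by 0.22 in B6 (permutation test of the rank sums, two-sided, 100000 resamples, p = 0.623) and by 0.17 in CAST liver (p = 0.498), the unit of the test being the gene. In B6 the difference was -0.042 with thinned counts and -0.087 with the replicate number as a block, so its direction is not settled.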

### Enrichment of strain-specific genetic variants at sex-biased CREs

To investigate the impact of genetic variants on sex-biased gene expression, we compared the above sets of strain-specific CREs to a set of 1,172 eQTL regions implicated in the variation of sex-biased gene expression across a set of 438 male and female DO mouse livers [49]. Each eQTL region can be linked, with directionality of the eQTL’s effects on sex-biased gene expression, to specific genetic variants originating from one or more of the eight DO mouse inbred founder strains. Two of the eight strains, CAST and B6, are the regulating strain (see Methods for definition) for 491 of the 1,172 eQTLs, which impact the expression of 481 sex-biased genes (Sheets A and B in S6 Table). Many more eQTLs and genetic variants are specific to CAST mice (406 eQTLs) than B6 mice (85 eQTLs) (S9A Fig), which is the only *m*. *castaneus* subspecies among the 8 DO mouse founder strains. The vast majority of eQTLs are *cis* to the affected gene: 78% (n = 383 eQTLs) mapped to the same TAD as the regulated gene and 14% (n = 67 eQTLs) were outside of the TAD but mapped to the same chromosome vs. only 8% (n = 41 eQTLs) mapped to a different chromosome (Fig 4A). In addition to relying on our prior characterization of eQTLs related to sex bias [49], we reanalyzed the underlying DO mouse datasets by adding a sex-eQTL interaction term into the model [75]. This analysis revealed that 168 of the 491 eQTLs with CAST or B6 as the regulating strain show a significant difference in LOD score between male and female liver (Sheet A in S6 Table). The genes regulated by these 168 eQTLs tend to exhibit greater sex bias than the genes regulated by the full set of 491 eQTLs (3.85 vs 2.25 median absolute fold-change; p = 6.12e-27), while the maximum expression was not significantly higher (p = 0.0831; S9B Fig). The subset comprised of 168 eQTLs was designated robust sex-specific eQTLs, while those only identified in the prior analysis, where each sex was treated separately [49], were designated lenient eQTLs.

**Fig 4:**
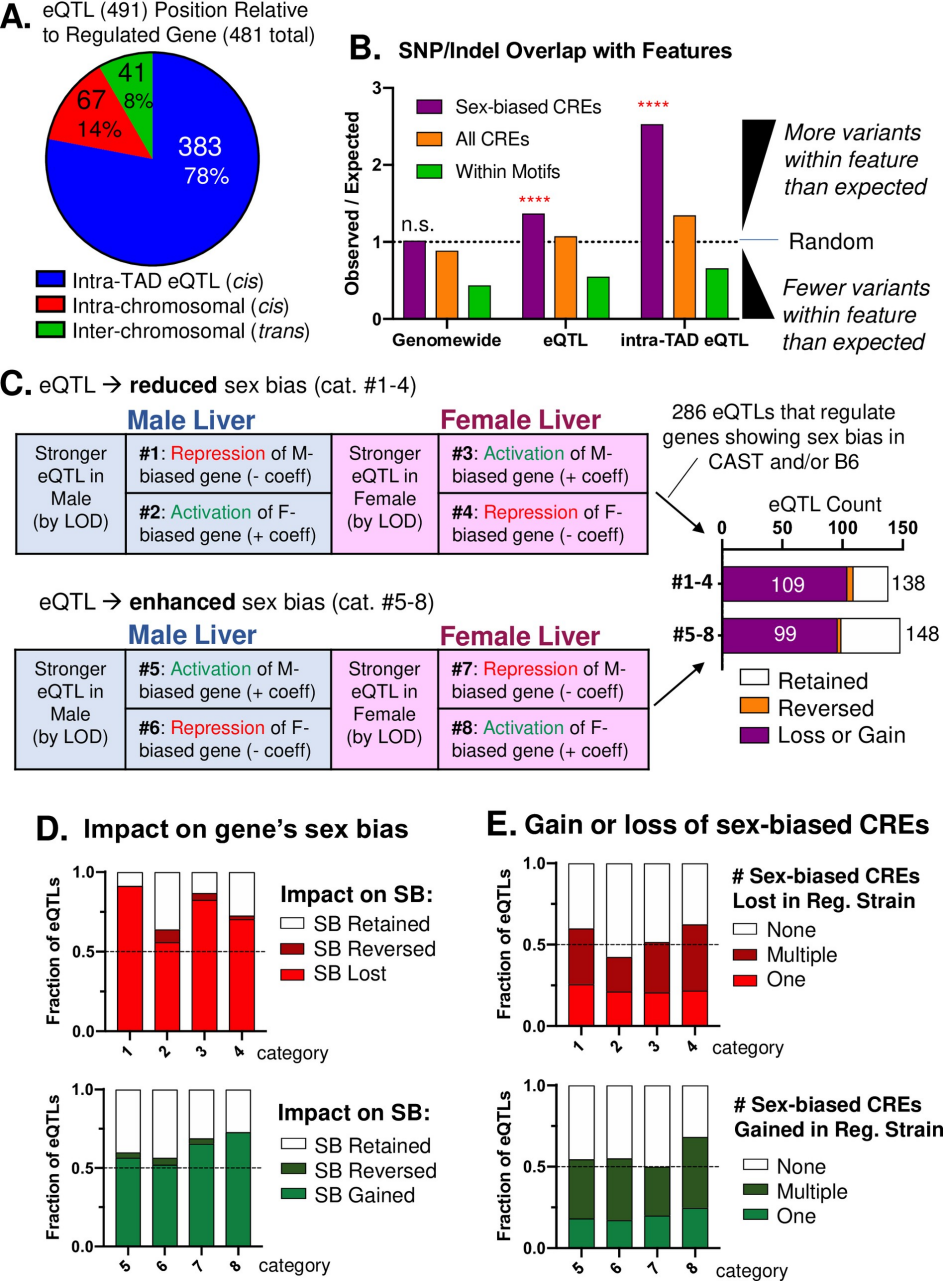
Genetic determinants of strain differences in sex-biased gene expression integrating DO-eQTLs and CAST/B6 founders. **A.** eQTL position relative to its regulated gene target for the 491 eQTLs where CAST or B6 is the regulating strain. eQTLs were placed in three groups: regulated gene in the same TAD as the eQTL (n = 383); regulated gene on the same chromosome but not overlapping in the same TAD as the eQTL (n = 67); and regulated gene on a different chromosome than the eQTL (n = 41). **B.** Genetic variants are enriched for sex-biased CREs within eQTLs. Shown is the enrichment (observed/expected) of the number of genetic variants within any sex-biased CRE (purple), all CREs (orange), or within any TF-binding motif. The number of genetic variants overlapping the indicated feature (observed) was divided by the expected number of overlaps for a length-matched, peak genomic position-shuffled random control (median of 1,000 permutations). A value of 1 indicates no enrichment. Example: the expected number of strain-specific genetic variants in intra-TAD eQTLs (383 of 491 eQTLs) that overlap sex-biased CREs is 1,767 (number of strain-specific SNPs/Indels in the regulating strain overlapping by at least 1 bp randomized genomic positions matched in size and length to the set of sex-biased CREs; median across 1,000 permutations). In contrast, the observed number of strain-specific genetic variants in intra-TAD eQTLs that overlap the actual positions of sex-biased CREs is 4,463. Thus, Observed/Expected = 4,463/1,767 = 2.53. **C.** Categorization of the 388 sex-dependent eQTLs significant in only male or only female DO mice and that are stronger in either male or female liver (based on difference in LOD score). eQTL categories #1–4 result in the loss or reduction of sex bias, while eQTL categories #5–8 result in enhancement or gain of sex bias (figure based on [49]). 388 of the 491 eQTLs can be categorized into groups #1–8. Of these 388 eQTLs, 286 regulate genes that are sex-biased in either B6 or CAST RNA-seq (S9G and S9H Fig; complete listing in Sheet A in S6 Table). *Right*: number of eQTLs that result in a complete loss or *de novo* gain of sex-bias (purple; sex bias is significant in only CAST or B6), reversal of sex bias (orange; sex bias is significant in both CAST and B6, but in opposite directions), or where sex-bias is retained, but at either an increased or a reduced level (white bars). **D.** Impact on sex-biased gene expression for the 286 eQTLs in categories #1–8 that regulate genes with significant sex bias (SB) in B6 or CAST mouse liver. Plots show the fraction of eQTLs in each category that result in a gain/loss, reversal, or retain sex bias but at a reduced level, as in panel C. **E.** Fraction of the 286 eQTLs that contain one, multiple, or no sex-biased CREs with genetic variants that plausibly explain the gain/loss of sex-biased gene expression (relevant CREs, defined in Methods). Relevant CREs for categories #1–4 are those lost in the regulating strain (with the same directionality as the regulated gene); relevant CREs for categories #5–8 are those that are gained in the regulating strain (with the same directionality as the regulated gene). See listing in Sheet A in S6 Table. The fraction of eQTLs within each category that can be explained by relevant sex-biased and strain-specific CREs ranged from 42% (category #2) to 68% (category #8). Results are nearly identical when considering all 388 eQTLs in categories #1–8, 223 (57%) of which contain relevant gain or loss of sex-bias at CREs (Sheet A in S6 Table).

One limitation of eQTL analysis is its comparatively low resolution (median interval = 1.7 Mb for 491 eQTLs for sex-biased genes) (S9C and S9F Fig). Consequently, the above set of 491 eQTLs impacting sex-biased genes encompassed a full 34% of all 10.2 million genome-wide SNPs/Indels between B6 and CAST mice (S9D Fig). Moreover, genetic variants differentiating CAST and B6 mice occur every ~100 bp [46] (every ~275 bp when considering variants unique to CAST or B6 mice relative to the six other DO founder strains; see Methods) and often occur within large, megabase-scale haplotype blocks, each containing thousands of SNPs and Indels. We therefore sought to significantly narrow the genomic region for consideration within each eQTL region. First, we limited our analysis to variants within the genomic region defined by the intersection of the eQTL region and the TAD containing the TSS of the regulated gene (intra-TAD interval, S9E Fig). This reduced the median interval size 4-fold, to 0.42 Mb, and decreased the number of genetic variants per eQTL region 3-fold, from 4,875 to 1,578 SNPs/Indels (S9F Fig). Second, we only considered as causative SNP/Indel candidates those that map to sex-biased CREs within the intra-TAD interval (c.f., [76]). This further reduced the median number of variants per eQTL by ~30-fold, from 1,578 to 51 (S9F Fig). We validated this approach by comparing the enrichment of strain-specific genetic variants at CREs within the intra-TAD interval of each eQTL to that of the full length eQTL (Fig 4B). Thus, we observed weak enrichment of strain-specific variants at sex-biased CREs when considering the full eQTL regions, but found a highly significant, 2.5-fold enrichment within intra-TAD intervals (p<0.001 for intra-TAD interval variants vs p = 0.278 genome-wide). In an important control, the enrichment in intra-TAD intervals was marginal when strain-specific variants at all CREs were considered. Furthermore, no enrichment of strain-specific variants at sex-biased CREs was found when we considered all CAST-specific or all B6-specific genetic variants genome-wide (1.01 observed/expected) (Fig 4B, first purple bar). Finally, variants were rarely found within a TF-binding motif (Fig 4B, green bars), consistent with prior reports [46,77,78].

### Strong genetic effects of DO mouse liver eQTLs reflect the gain or loss of *cis* regulation

286 of the above full set of 491 eQTLs regulating genes that exhibit sex-biased expression in B6 or CAST mouse liver can be categorized based on the mechanism whereby the eQTL either reduces or enhances sex differences in expression, as previously described [49] (S9G and S9H Fig). Specifically, eQTLs in categories #1–4 impart either a reduction in, or a total loss of, sex bias in the regulating mouse strain, while eQTLs in categories #5–8 confer either an increase in, or an outright gain of, sex-specificity in the regulating strain (Fig 4C) [49] (see Methods for definitions). These categories were further subdivided based on the sex in which the eQTL has a higher LOD score and the directionality of effect (e.g., Category #1 eQTLs result in repression of a male-biased gene in the regulating strain). Remarkably, 208 of the 286 categorized eQTLs (73%) resulted in either a loss, a gain, or a reversal of sex bias when comparing B6 and CAST mouse liver (Fig 4C, right). 

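Of the 491 eQTLs listed in S6 Table, 320 were assigned to a gene with an adjusted p for sex under 0.05 in B6 or CAST liver here, without a threshold on the fold change, and 262 of these have a category. The sex bias was gained, lost or reversed between the strains for 189 of the 262 (72.1%, Wilson 95% confidence interval 66.4 to 77.2%), or 175 with the replicate number as a block. For 180 the gene was called in one strain only, 104 in B6 and 76 in CAST, and for 9 it was called in both with opposite signs. A gain or loss defined by a call in one strain only does not test the difference, and 53 of the 180 passed the interaction of strain and sex. The number moved most among the alternatives with filterByExpr, to 174.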

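For 73 of the categorized eQTLs, the gene was sex-biased in the same direction in both strains (adjusted p under 0.05 in each, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The absolute log2 fold change was larger in CAST for 33 of the 73. The size of the bias differed between strains by the interaction test for 19 of them. With single livers left out, the number ranged from 69 to 77.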

Sex bias is retained but is either reduced (eQTL categories #1–4) or is increased (eQTL categories #5–8) in magnitude in the regulating strain for the other 78 eQTLs. 

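Any call in 1 strain only was counted here as a gain or loss, whichever strain was the regulating one. The paper's methods define gain and loss by the regulating strain. A gain or loss of the sex bias was found for 21 of the 23 eQTLs of category 1 (91.3%, Wilson 95% confidence interval 73.2 to 97.6%). It was found for 14 of 24 in category 2 (58.3%), 34 of 41 in category 3 (82.9%), 27 of 40 in category 4 (67.5%), 17 of 29 in category 5 (58.6%), 9 of 20 in category 6 (45%), 16 of 27 in category 7 (59.3%) and 42 of 58 in category 8 (72.4%). The interval of category 1 overlaps those of all other categories but category 6, whose interval ends at 65.8%. For category 1 the share was 95% with the replicate number as a block and moved most with library size alone, to 83.3%.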

The percent of eQTLs resulting in a gain or a loss of sex bias was as high as 91% for category #1 eQTLs (repression of male-biased genes in male liver) (Fig 4D). Mechanistically, 166 of the 286 eQTLs can potentially be explained by a strain-specific sex-bias in one or more CREs that harbor strain-specific genetic variants (Fig 4E and Sheet G in S6 Table). For eQTL categories #1–4, this is indicated by the absence in the regulating strain of one or more sex-biased CREs, which, in the other, non-regulating strain, show the same sex bias as the sex-biased gene. For eQTL categories #5–8, this is indicated by the presence in the regulating strain, but not in the non-regulating strain, of one or more sex-biased CREs showing the same sex bias as the regulated gene. Together, these findings, although correlative in nature, lend strong support for the proposal that the genetic factors identified by these 166 eQTLs impart the observed gain or loss of sex-biased gene expression primarily through the gain or loss of one or more of the associated sex-biased CREs. Specific examples, all robust sex-biased eQTLs, are presented for each eQTL category in Figs 5–8, below.

**Fig 5:**
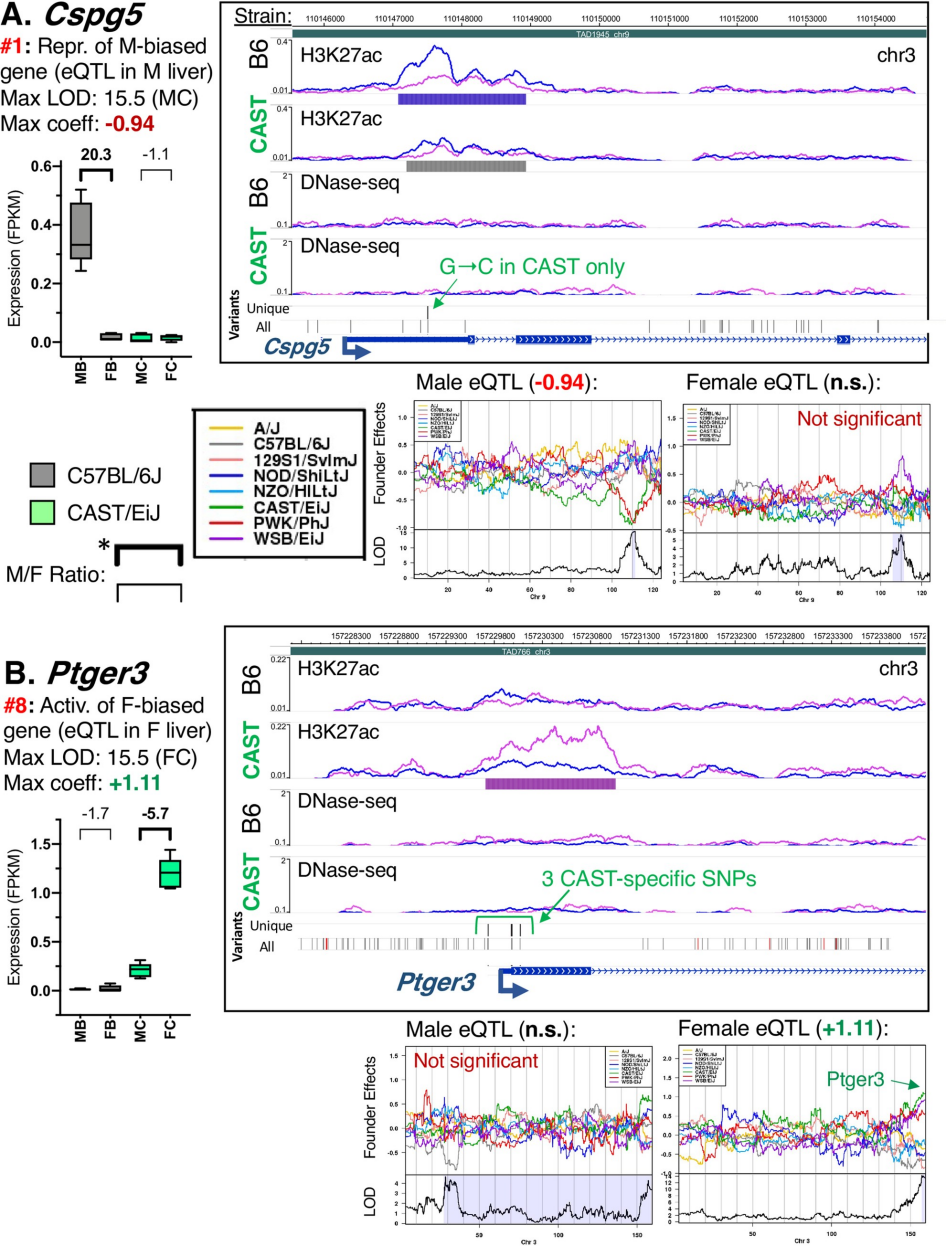
Single CREs within eQTL that result in loss of male bias or gain of female bias. Data is shown for *Cspg5* (**A**) and *Ptger3* (**B**). The format used here is also used in Figs 6–8. Genes and eQTL categories (Fig 4C) are listed along with the strain, sex, and regression coefficient for the regulating strain. Box plots present expression data (in FPKM values, from polyA+ liver RNA-seq; Sheets G and H in S1 Table) across four mouse liver groups: male B6 (MB), female B6 (FB), male CAST (MC), and female CAST (FC) (n = 5 livers per group). Above each box is the linear fold-change, where positive values indicate male/female expression ratios and negative values indicate female/male expression ratios. Significant sex bias (FDR < 0.05) is indicated by bold. WashU Epigenome browser screenshot (*right*) includes these tracks (top to bottom): H3K27ac ChIP-seq signal with peak regions identified for B6 and CAST liver; DNase-seq signal and DHS, with peak regions identified for B6 and CAST liver; genetic variants that fall within CREs from the regulating strain (either CAST or B6, as indicated in summary; Unique: strain-specific variants; All, all variants between B6 and CAST liver), and RefSeq genes. For ChIP-seq and DNase-seq signal tracks, normalized male sequence reads are indicated by blue tracings, female reads by pink tracings (tracings superimposed within each strain). Peak and DHS tracks (horizontal bars below signal tracks) indicate male-bias (blue bars), female-bias (pink bars), and any robust peaks/DHS without significant sex bias (gray bars). See S5 Table for a complete listing of peaks and DHS. Below each screenshot: regression coefficient plots across the chromosome harboring the eQTL, shown for all 8 DO mouse founder strains, with the most relevant data shown in green (CAST) and gray (B6), as indicated in the box. Positive regression coefficient: genetic variants from that strain in the indicated region are associated with higher gene expression of the regulated gene; negative regression coefficient indicates the opposite effect. Regression coefficient values for the regulating strain are indicated above the plot, calculated separately for DO male (*left*) and DO female liver (*right*). n.s. indicates the association is not significant for any founder strain in the sex indicated. If CAST or B6 is not the regulating strain in a given sex this is indicated in red above the regression coefficient plot (Not significant in CAST or B6). **A.** The male-biased gene *Cspg5* is repressed in CAST male liver, resulting in a loss of sex-biased expression in CAST liver (category #1 eQTL). This repression is associated with a single SNP (G to C in CAST) within the single male-biased peak in this eQTL that is lost in CAST mice (Sheet A in S6 Table). CAST is the regulating strain for this gene only in male DO mice (LOD = 15.5 in DO males; regression coefficient, -0.94). Significant male-biased expression is seen in B6 (20.3-fold M/F) but not in CAST liver. **B.** The female-biased gene *Ptger3* is activated in CAST female liver, resulting in a gain of sex-biased expression in CAST liver (category #8 eQTL). This activation is associated with three SNPs, all within the single female-biased peak in this eQTL that is lost in B6 mice (Sheet A in S6 Table). CAST is the regulating strain for this gene only in female DO mice (LOD = 15.5 in DO males; regression coefficient, +1.11). Significant female-biased expression is seen in CAST (5.7-fold F/M) but not in B6 liver.

**Fig 6:**
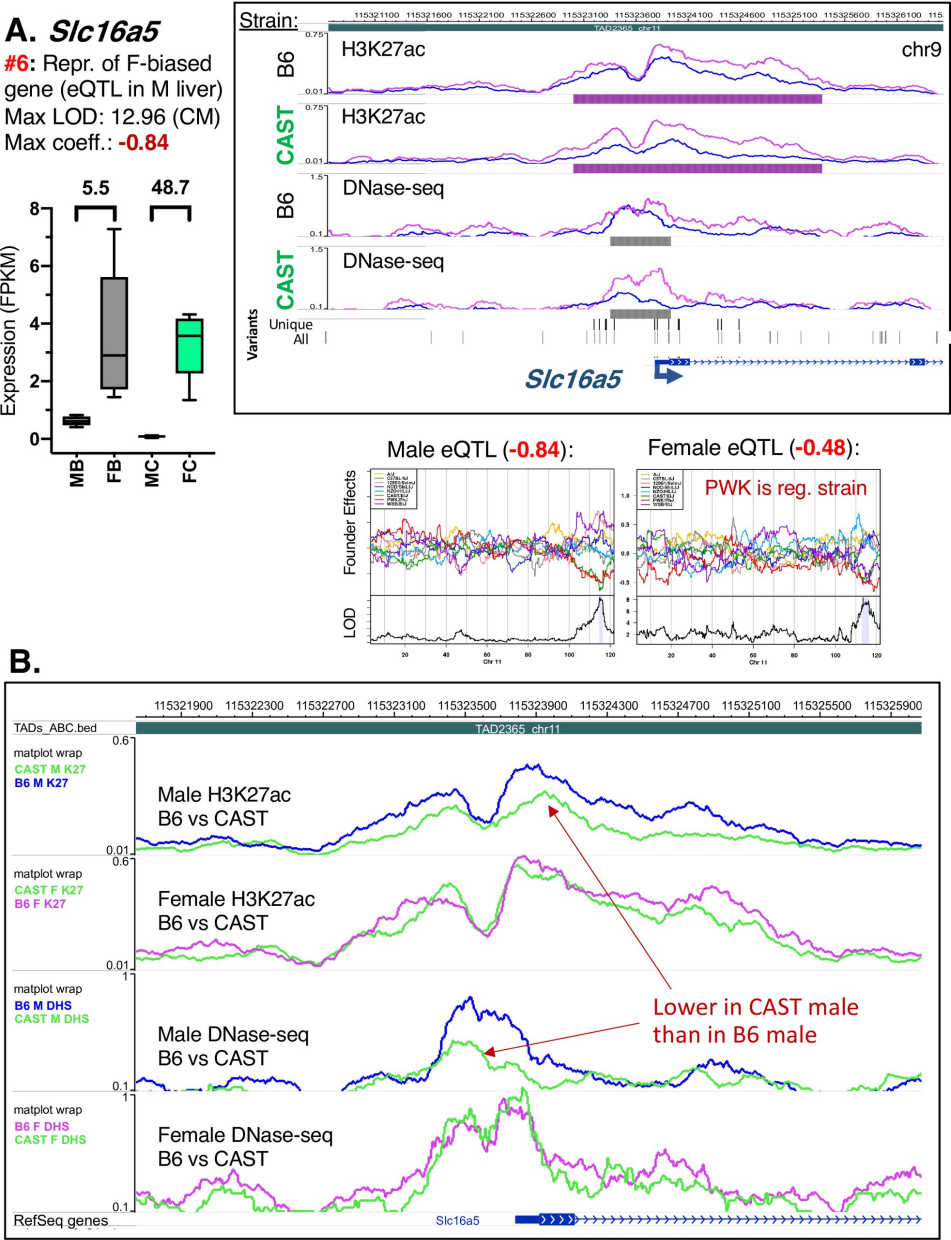
Enhanced sex-biased expression due to gene repression in the opposite sex. **A.** The female-biased gene *Slc16a5* is repressed in CAST male liver, resulting in a robust enhancement of female-biased expression in CAST liver (category #6 eQTL). This repression is associated with multiple CAST-specific genetic variants within a strain-shared female-biased peak in the promoter of *Slc16a5* that extends into the first intron. CAST is the regulating strain for this gene only in male DO mice (LOD = 12.96 in DO males; regression coefficient, -0.84), while PWK is the regulating strain in female DO mice. The significant female-biased expression seen in CAST liver (48.7-fold F/M) is retained, but at a reduced level in B6 liver (5.5-fold F/M). Browser screenshot shows normalized sequence read signal tracks superimposed by strain. Data presented as in Fig 5. **B.** Browser screenshot presenting normalized sequence read signal tracks superimposed by sex. This allows direct comparison of normalized sequence read abundance between B6 and CAST mouse liver of the same sex. A reduction of H3K27ac mark accumulation in CAST male liver at the promoter of *Slc16a5* enhances the female bias of the CRE (as is characteristic of category #6 eQTL). B6 tracings are shown in blue (male) or pink (female); CAST tracings are shown in green for all tracks.

**Fig 7:**
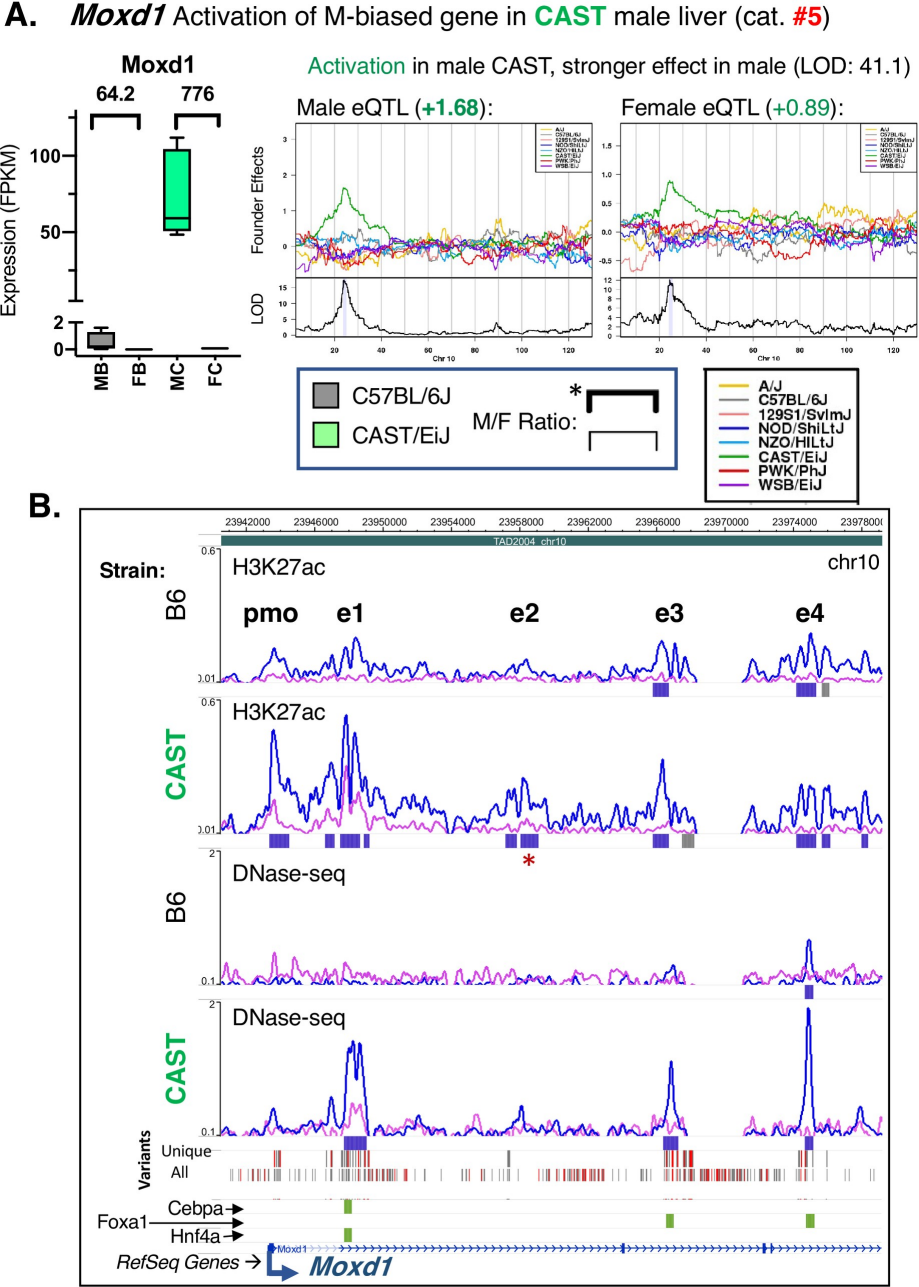
Coordinated activation of multiple CREs leads to increased male bias. **A.** The male-biased gene *Moxd1* is regulated by a stronger, positive eQTL in male compared to female CAST liver, increasing its male-biased expression in CAST compared to B6 liver (category #5 eQTL). This activation is associated with multiple CAST-specific genetic variants found within several CREs, including both strain-shared male-biased peaks and CAST-unique male-biased peaks. CAST is the regulating strain in both female and male DO liver, but with a stronger effect in male. The significant male-biased expression in B6 (64.2-fold F/M) is substantially enhanced in CAST liver (776-fold F/M; sex bias retained, and at a higher level). Y-axis is split to highlight the sex-biased expression seen in B6 liver. Data presented as in Fig 5. **B**. Browser screenshot showing 5 CREs at the promoter (pmo) and at four enhancers (e1 through e4) at *Moxd1*. Given many genetic variants in this region, gray bars indicate single variants and red indicates multiple variants (2 or more) in the CAST Variants track. Three other tracks indicate the strain-specificity of transcription factor binding (green: CAST-preferential; orange: B6- preferential) for Cebpa, Foxa1, and Hnf4a (top to bottom). Red asterisk: H3K27ac peak with the relevant pattern of sex bias (gain of male bias in CAST liver) that lacks a strain-specific SNP/Indel (see Discussion). Data presented as in Fig 5.

**Fig 8:**
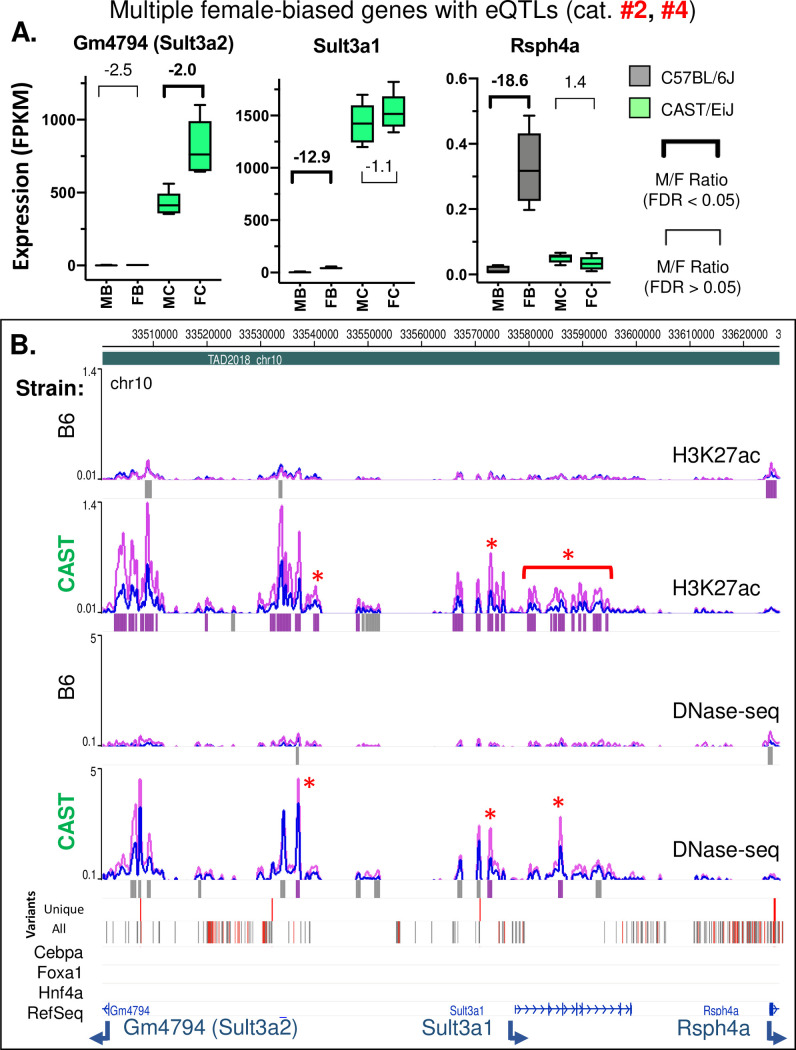
Overlapping eQTLs with different modalities leads to reduction or loss of female bias by different mechanisms. **A.** Expression of the female-biased genes *Gm4794/Sult3a2* and *Sult3a1* is strongly increased in CAST liver, with a stronger genetic effect in males (see regression coefficients, S13A and S13B Fig). This reduces the magnitude of the female bias in expression (category #2 eQTL). The male-biased gene *Rsph4a* is repressed in female CAST liver, resulting in a loss of female-biased expression (significant only in DO female, category #4 eQTL; see S13C Fig). Data presented as in Fig 5. **B.** Browser screenshot showing strong increase in CRE activity in CAST compared to B6 liver, with multiple CAST-specific female-biased CREs, and a single female-biased CRE unique to B6 at the promoter of *Rsph4a*. Horizontal bars beneath the CAST Variants track: grey, single strain-specific variants; red, multiple variants. Data presented as in Fig 5. Additional zoomed in screenshots for *Sult3a1* and *Rsph4a* regions are shown in S13D and S13E Fig.

### eQTL-gene relationships where a single, potentially causal, sex-biased CRE is gained or lost

For 61 of the above 166 eQTLs, we identified only one sex-biased CRE that contains genetic variant(s) in the regulating strain, and which could thus be responsible for the observed gain or loss of sex bias (Sheets A and G in S6 Table). Examples include the male-biased genes *Cspg5* and *Olfm2* (Figs 5A and S10A) and the female-biased genes *Ptger3* and *Enpp1* (Figs 5B and S10B). 

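*Olfm2* (on chromosome 9 of mm9 from 20472144 to 20532673 on the minus strand) was at 0.198 ± 0.0794 FPKM (SD, n = 5) in male and 0.0157 ± 0.0164 in female B6 livers and at 0.0293 ± 0.0191 in male and 0.0111 ± 0.0111 in female CAST livers. The B6 females held 0 to 2 counts each, so that males were at least 3.26-fold higher. *Olfm2* had a log2 fold change, male over female, of 3.47 (standard error 0.62, adjusted p = 0.00150) in B6 liver and 1.18 (standard error 0.96, adjusted p = 0.550) in CAST liver; the CAST fit with the replicate number as a block leaves it out for its low counts. At this depth its interaction of strain and sex, 2.32 (standard error 1.28, adjusted p = 0.433), does not show a difference of the bias between the strains. *Enpp1* (on chromosome 10 of mm9 from 24357720 to 24431965 on the minus strand) was at 2.31 ± 0.135 FPKM (SD, n = 5) in male and 4.87 ± 1.03 in female B6 livers and at 4.25 ± 0.482 in male and 4.36 ± 0.245 in female CAST livers. *Enpp1* had a log2 fold change, male over female, of -1.05 (standard error 0.12, adjusted p = 1.4e-05) in B6 liver and -0.11 (standard error 0.10, adjusted p = 0.566) in CAST liver, or -0.11 (adjusted p = 0.343) in CAST liver with the replicate number as a block. Its interaction was -0.92 (standard error 0.16, adjusted p = 0.000980), or -0.90 (adjusted p = 0.000700) with the replicate number as a block (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).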

*Cspg5* expression is 20-fold lower in CAST male liver, as compared to B6 male liver (category #1 eQTL), and only a single male-biased CRE, within the 5’ UTR of *Cspg5*, contains CAST-specific genetic variants. 

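*Cspg5* lies on chromosome 9 of mm9 from 110146287 to 110165079 on the plus strand. Its FPKM was 0.370 ± 0.107 (SD, n = 5) in B6 males, 0.0174 ± 0.0124 in B6 females, 0.0131 ± 0.0153 in CAST males and 0.0153 ± 0.0104 in CAST females. B6 males were 21.9-fold higher than CAST males, a log2 difference of 4.45 (standard error 0.46, adjusted p = 4.14e-09), while the difference in females was -0.030, with a standard error of 0.61 and an adjusted p of 0.996. *Cspg5* had a log2 fold change, male over female, of 4.35 (standard error 0.38, adjusted p = 4.06e-07) in B6 liver and -0.16 (standard error 0.77, adjusted p = 0.939) in CAST liver; the CAST fit with the replicate number as a block leaves it out for its low counts. The interaction of strain and sex was 4.48 (standard error 0.81, adjusted p = 0.00213), or 4.64 (adjusted p = 0.000597) with the replicate number as a block, and lost its call with counts thinned to the smallest library (adjusted p = 0.275). Counts were low outside B6 males, with 0 to 8 reads per CAST male, against 48 to 135 per B6 male.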

Although other variants that are not CAST-specific are present in the region, all but two are outside of the indicated promoter-proximal CRE (Fig 5A; Unique versus All variants). The SNP within this CRE (G to C in CAST mice) is associated with the loss of male-biased H3K27ac marks at the *Cspg5* promoter in CAST liver and loss of the 20-fold male bias in expression seen in B6 liver (Fig 5A). Conversely, the strong up regulation of the female-biased gene *Ptger3* in CAST female compared to B6 female liver (category #8 eQTL) is associated with a single female-biased CRE at the TSS and 5’ UTR of *Ptger3* (Fig 5B). 

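*Ptger3* (on chromosome 3 of mm9 from 157229856 to 157307722 on the plus strand) was at 0.0114 ± 0.0109 FPKM (SD, n = 5) in male and 0.0219 ± 0.0331 in female B6 livers and at 0.208 ± 0.0732 in male and 1.20 ± 0.160 in female CAST livers. CAST females were 5.72-fold higher than CAST males, and 55.2-fold higher than B6 females, a log2 difference, B6 over CAST, of -5.79, with a standard error of 0.45 and an adjusted p of 1.18e-11. *Ptger3* had a log2 fold change, male over female, of -0.76 (standard error 1.05, adjusted p = 0.741) in B6 liver and -2.52 (standard error 0.22, adjusted p = 2.05e-07) in CAST liver, or -2.52 (adjusted p = 0.000196) in CAST liver with the replicate number as a block. B6 males held 0 to 2 and B6 females 0 to 5 counts per liver, so a sex bias in B6 was not detectable at this depth, and with single livers left out its log2 fold change ranged from -1.07 to 0.54. For *Ptger3* the interaction was 1.80 (standard error 1.03, adjusted p = 0.460), which leaves open whether the bias differs between the strains.

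**Figure D4:**
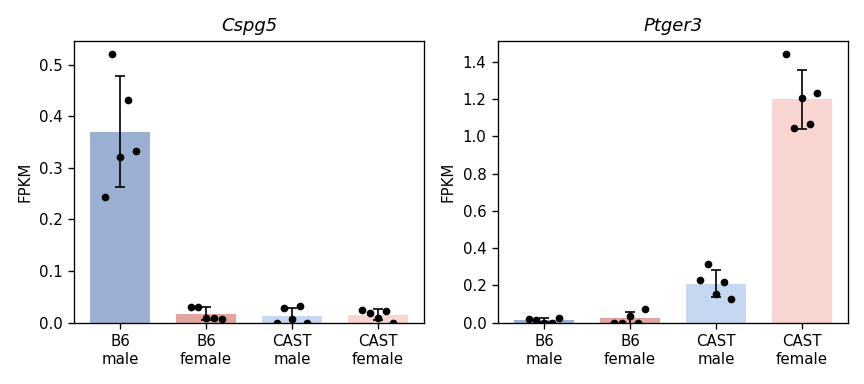
FPKM of *Cspg5* and *Ptger3* in the 4 groups. Bars are means of 5 livers, error bars are the SD and points are single livers; *Cspg5* stands at 0.370 in B6 males and near 0 elsewhere, and *Ptger3* at 1.20 in CAST females.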

The three CAST-specific SNPs in this CRE are associated with a gain of female-specific H3K27ac marks and with up regulation of *Ptger3* expression in CAST female liver (5.7-fold female-bias in CAST liver vs no sex bias in B6 liver; Fig 5B). For both *Cspg5* and *Ptger3*, the sex-biased CREs shown are the only candidate regulators harboring strain-specific SNPs within the eQTL region (Sheet A in S6 Table).

Enhancement of the sex-bias of expression can also be associated with loss of positive regulatory elements (eQTL categories #6 and #7). Thus, the female-biased expression of *Slc16a5* increases from 5.5-fold in B6 mouse liver to 48.7-fold in CAST liver, primarily due to a decrease in basal expression in CAST males (category #6 eQTL; Fig 6A). 

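*Slc16a5* (on chromosome 11 of mm9 from 115323788 to 115335712 on the plus strand) was at 0.624 ± 0.163 FPKM (SD, n = 5) in male and 3.51 ± 2.31 in female B6 livers and at 0.0792 ± 0.0319 in male and 3.29 ± 1.17 in female CAST livers. *Slc16a5* had a log2 fold change, male over female, of -2.46 (standard error 0.33, adjusted p = 0.000106) in B6 liver and -5.66 (standard error 0.33, adjusted p = 8.51e-10) in CAST liver, or -5.57 (adjusted p = 2.47e-06) in CAST liver with the replicate number as a block. Females were 5.50-fold higher in B6 and 50.6-fold higher in CAST liver. The 2 biases differed by an interaction of 3.21 (standard error 0.60, adjusted p = 0.00270), or 3.23 (adjusted p = 2.25e-05) with the replicate number as a block. With single livers left out, the log2 fold change stayed within -2.65 to -2.00 in B6 and -5.85 to -5.31 in CAST liver.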

*Slc16a5* expression, DHS, and H3K27ac marks at the *Slc16a5* promoter are equivalent in B6 and CAST female liver, however, all three are reduced in CAST male liver compared to B6 male liver in association with CAST sequence variants (Fig 6B). Conversely, the repression of the male-biased gene *Bok* seen in female CAST liver (coefficient -0.91) but not in male CAST liver results in an increase in male bias (S10C Fig). This repression in female CAST liver can be explained by the decrease in H3K27ac marks within the *Bok* gene body in female CAST liver compared to female B6 liver (S10D Fig), and consequently, there is a female-biased CRE in CAST but not B6 liver (category #7 eQTL; S10C Fig). These examples illustrate how genetic variants within a single CRE may lead to a gain or loss of sex-biased expression.

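Between the strains, *Slc16a5* differed in females by a log2 value, B6 over CAST, of 0.033 (standard error 0.30, adjusted p = 0.962), which is smaller than its error and changed sign with the replicate number as a block (-0.057). In males it was 9.43-fold lower in CAST than in B6, a log2 difference of 3.24 (standard error 0.51, adjusted p = 6.2e-06), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.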

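For *Bok* (on chromosome 1 of mm9 from 95582271 to 95592339 on the plus strand), FPKM was 2.68 ± 0.309 (SD, n = 5) in B6 males, 1.35 ± 0.239 in B6 females, 1.28 ± 0.337 in CAST males and 0.550 ± 0.104 in CAST females. CAST livers were lower in both sexes: the log2 difference, B6 over CAST, was 1.04 (standard error 0.17, adjusted p = 1.47e-05) in males and 1.20 (standard error 0.19, adjusted p = 7.27e-06) in females, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Bok* had a log2 fold change, male over female, of 1.02 (standard error 0.14, adjusted p = 0.000160) in B6 liver and 1.18 (standard error 0.21, adjusted p = 0.00168) in CAST liver, or 1.15 (adjusted p = 0.00728) in CAST liver with the replicate number as a block. Its interaction of strain and sex was -0.16 (standard error 0.25, adjusted p = 0.940), or -0.13 (adjusted p = 0.983) with the replicate number as a block, so the increase in male bias is within the error.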

### Coordinated gain or loss of sex bias across multiple CREs within an eQTL

A majority of the eQTLs in each category show a gain or loss of multiple sex-biased CREs (Fig 4E; 105 of the 166 sex-biased eQTLs discussed above), and hence their regulation and the genetic mechanisms governing the strain-dependence of their sex-biased expression is intrinsically more complex than the cases of single sex-biased CREs discussed above. Indeed, as illustrated by the examples below, CREs within these eQTLs typically showed coordinated, strain-dependent differences in their sex-biased enhancer activity, which in many cases cannot be explained by a strain-specific SNP or Indel within the CRE.

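*Moxd1* (on chromosome 10 of mm9 from 23943323 to 24022596 on the plus strand) was at 0.580 ± 0.683 FPKM (SD, n = 5) in male and 0.00775 ± 0.0106 in female B6 livers and at 73.9 ± 28.6 in male and 0.0886 ± 0.0317 in female CAST livers. CAST males were 772-fold higher than CAST females and 126-fold higher than B6 males, a log2 difference, B6 over CAST, of -6.98, with a standard error of 0.54 and an adjusted p of 1.23e-11. *Moxd1* had a log2 fold change, male over female, of 6.00 (standard error 1.14, adjusted p = 0.00268) in B6 liver and 9.59 (standard error 0.31, adjusted p = 1.92e-13) in CAST liver, or 9.50 (adjusted p = 3.63e-07) in CAST liver with the replicate number as a block. B6 females held 0 to 2 counts per liver, so B6 males were at least 19.1-fold higher. For the same reason the interaction of strain and sex, -3.56 (standard error 3.19, adjusted p = 0.713), does not tell the 2 fold changes apart.

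**Figure D5:**
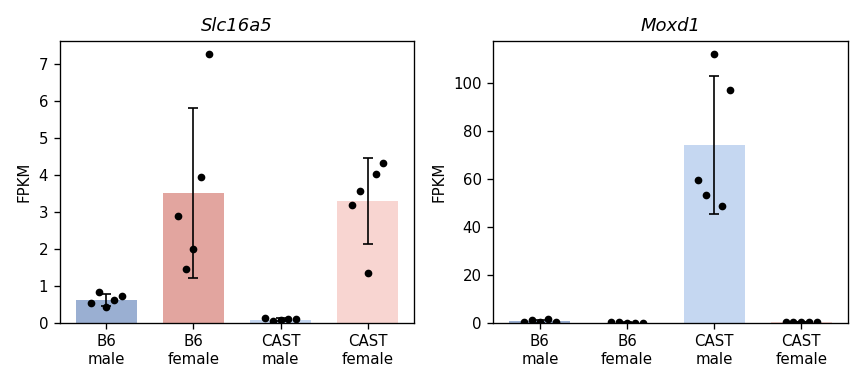
FPKM of *Slc16a5* and *Moxd1* in the 4 groups. Bars are means of 5 livers, error bars are the SD and points are single livers; *Slc16a5* is lowest in CAST males, and *Moxd1* reaches 73.9 in CAST males.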

*Moxd1* shows a 12-fold increase in male bias in CAST compared to B6 liver (from 64-fold to 776-fold), due to a large increase in expression in CAST male liver (Fig 7A, category #5 eQTL). This increase is associated with increased activity of multiple male-biased CREs—both H3K27me3 sites and DHS—in CAST but not B6 male liver (Fig 7B). These strain-specific, sex-dependent CREs are found at the *Moxd1* promoter and at enhancer regions e1 and e2. Importantly, many but not all the CAST-specific, male-biased CREs at enhancer e2 contain strain-specific SNPs or Indels (Fig 7B; red asterisk, regions lacking such SNPs/Indels). Two downstream enhancer regions, e3 and e4, contain male-biased CREs in both CAST and B6 liver, and may account for the basal level of male-biased *Moxd1* expression seen in B6 liver. Positive regression coefficients for the CAST genetic background were seen in both male and female DO mice; however, the effect is stronger in males (+1.68 in males vs. +0.89 in females; Fig 7A). In a corresponding example of a female-biased gene, *Bmper*, we observed strong activation in CAST female liver (category #8 eQTL) associated with multiple nearby female-biased CREs (S11 Fig). 

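*Bmper* (on chromosome 9 of mm9 from 23027520 to 23289646 on the plus strand) was at 0.0261 ± 0.0273 FPKM (SD, n = 5) in male and 0.146 ± 0.0450 in female B6 livers and at 0.0714 ± 0.0313 in male and 1.28 ± 0.281 in female CAST livers, 4.89-fold and 17.2-fold higher in females. *Bmper* had a log2 fold change, male over female, of -2.29 (standard error 0.52, adjusted p = 0.00955) in B6 liver and -4.11 (standard error 0.24, adjusted p = 1e-09) in CAST liver, or -4.18 (adjusted p = 3.31e-06) in CAST liver with the replicate number as a block. By the interaction, the bias differed between the strains by 1.88 (standard error 0.59, adjusted p = 0.101), or 1.92 (adjusted p = 0.0548) with the replicate number as a block, and passed with DESeq2 (adjusted p = 0.0137) and without B6 male replicate 4 (adjusted p = 0.0309). CAST females were 9.31-fold and CAST males 2.53-fold higher than those of B6, log2 differences, B6 over CAST, of -3.22 (standard error 0.31, adjusted p = 8.09e-10) and -1.34 (standard error 0.47, adjusted p = 0.0241), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.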

Two female-biased intronic enhancers appear to be sufficient to maintain a 5-fold female bias in the expression of *Bmper* seen in B6 mouse liver; however, the activation of 9 additional female-biased CREs in CAST liver increased the magnitude of female bias to 17.4-fold in CAST liver (S11 Fig).

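For *Rassf3* (on chromosome 10 of mm9 from 120847406 to 120913306 on the minus strand), FPKM was 13.3 ± 1.82 (SD, n = 5) in B6 males, 6.11 ± 0.544 in B6 females, 19.2 ± 2.77 in CAST males and 17.8 ± 0.681 in CAST females. *Rassf3* had a log2 fold change, male over female, of 1.15 (standard error 0.10, adjusted p = 4.31e-07) in B6 liver and 0.032 (standard error 0.092, adjusted p = 0.921) in CAST liver, or 0.036 (adjusted p = 0.792) in CAST liver with the replicate number as a block. lnc9349, also on chromosome 10, was at 0.633 ± 0.179 FPKM (SD, n = 5) in male and 0.0549 ± 0.0338 in female B6 livers and at 0.241 ± 0.101 in male and 0.283 ± 0.0794 in female CAST livers. lnc9349 had a log2 fold change, male over female, of 3.52 (standard error 0.31, adjusted p = 5.8e-07) in B6 liver and -0.23 (standard error 0.25, adjusted p = 0.7004) in CAST liver, or -0.27 (adjusted p = 0.469) in CAST liver with the replicate number as a block. lnc9351, on the same chromosome, was at 1.16 ± 0.378 FPKM (SD, n = 5) in male and 0.0538 ± 0.0203 in female B6 livers and at 1.71 ± 0.419 in male and 1.81 ± 0.245 in female CAST livers. lnc9351 had a log2 fold change, male over female, of 4.44 (standard error 0.28, adjusted p = 5.24e-09) in B6 liver and -0.16 (standard error 0.15, adjusted p = 0.604) in CAST liver, or -0.18 (adjusted p = 0.498) in CAST liver with the replicate number as a block. The interaction of strain and sex was 1.13 (standard error 0.14, adjusted p = 1.5e-05) for *Rassf3*, 3.75 (standard error 0.44, adjusted p = 3.68e-06) for lnc9349 and 4.62 (standard error 0.35, adjusted p = 1.02e-09) for lnc9351, with adjusted p of 1.05e-05, 6.09e-06 and 2.4e-09 when the replicate number was a block. In females, B6 was below CAST by log2 differences of -1.62 (standard error 0.10, adjusted p = 1.6e-13), -2.37 (standard error 0.34, adjusted p = 1.79e-06) and -5.15 (standard error 0.28, adjusted p = 3.45e-15), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In males the differences were -0.49 (standard error 0.10, adjusted p = 0.000217), 1.38 (standard error 0.27, adjusted p = 0.000138) and -0.53 (standard error 0.19, adjusted p = 0.0313), so that lnc9349 also fell in CAST males. The call of lnc9351 in males was lost when some single livers were left out (adjusted p up to 0.107). Reads of overlapping or antisense transcripts make the lncRNA counts uncertain, since the paper's text does not say whether the counting used strand.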

S12 Fig presents a case where multiple CREs at or near a cluster of three male-biased genes (*Rassf3*, *lnc9349*, lnc9351) with overlapping eQTLs coordinately lose male bias due to the activation of their expression in CAST female liver (category #3 eQTL). This genomic region contains multiple male-biased CREs in B6 liver, all but one of which show increased enhancer activity (H3K27ac marks and/or DHS) in CAST female liver, with no change in CAST male liver. Thus, there is a coordinated loss of nearly all male-biased CREs over a wide (~35 kb) genomic region in CAST liver, driving the increased expression seen in the CAST females (S12B Fig). This effect is strongly sex-dependent and strain-dependent, with strong positive regression coefficients seen in CAST female but not CAST male liver for all 3 genes (S12C–S12E Fig). In this case, however, we also need to consider non-strain-specific SNPs/Indels between CAST and B6 mice in the eQTL region, insofar as genetic effects were also observed in a second strain, PWK, and where the promoter region of *lnc9349* includes a sex and strain-dependent CRE that harbors two SNPs that are shared between CAST and PWK mice but absent in B6 mice (S12B Fig, red arrows).

Finally, we present a ~125 kb genomic region within a single TAD on chr 10 with overlapping eQTLs for three female-biased genes, which all lose their sex-biased expression in either B6 liver (*Gm4794* (*Sult3a2*)) or CAST liver (*Sult3a1* and *Rsph4a*), albeit by different mechanisms (Fig 8). *Gm4794* (*Sult3a2*) and *Sult3a1* are both regulated by category #2 eQTLs (loss/decrease in female bias due to gene activation in male liver; c.f., higher regression coefficients in DO male liver than DO female liver, whereas *Rsph4a* is regulated by a category #4 eQTL (loss of female bias by repression in female liver) (S13A–S13C Fig). 

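*Gm4794* (on chromosome 10 of mm9 from 33486230 to 33501921 on the minus strand) and *Sult3a1* (on chromosome 10 of mm9 from 33583741 to 33599322 on the plus strand) are neighbouring copies whose near-identical sequence makes the reads of each uncertain. *Gm4794* was at 0.876 ± 1.14 FPKM (SD, n = 5) in male and 2.24 ± 1.02 in female B6 livers and at 423 ± 83.2 in male and 808 ± 190.0 in female CAST livers. *Sult3a1* was at 3.25 ± 4.23 FPKM (SD, n = 5) in male and 42.3 ± 9.55 in female B6 livers and at 1421 ± 193 in male and 1534 ± 179 in female CAST livers. In males, CAST was 509-fold higher for *Gm4794* and 442-fold higher for *Sult3a1*, log2 differences, B6 over CAST, of -8.99 (standard error 0.54, adjusted p = 4.1e-14) and -8.79 (standard error 0.66, adjusted p = 6.5e-12). In females it was 381-fold and 38.3-fold higher, differences of -8.57 (standard error 0.52, adjusted p = 5.27e-14) and -5.26 (standard error 0.56, adjusted p = 7.97e-09), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Gm4794* had a log2 fold change, male over female, of -1.39 (standard error 0.63, adjusted p = 0.219) in B6 liver and -1.00 (standard error 0.14, adjusted p = 0.000124) in CAST liver, or -0.98 (adjusted p = 0.00118) in CAST liver with the replicate number as a block. *Sult3a1* had a log2 fold change, male over female, of -3.73 (standard error 0.63, adjusted p = 0.000915) in B6 liver and -0.19 (standard error 0.10, adjusted p = 0.366) in CAST liver, or -0.18 (adjusted p = 0.312) in CAST liver with the replicate number as a block. The interaction of strain and sex was -0.42 (standard error 0.62, adjusted p = 0.912) for *Gm4794*, which does not show a gain of bias, and -3.53 (standard error 0.698, adjusted p = 0.00495) for *Sult3a1*, or -0.59 (adjusted p = 0.751) and -3.92 (adjusted p = 0.000647) with the replicate number as a block. In B6, where the sex bias of *Gm4794* did not pass, its adjusted p was 0.0113 without B6 male replicate 4.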

*Gm4794* (*Sult3a2*) and *Sult3a1* both show striking increases in CREs (both H3K27ac marks and DHS) and in gene expression in CAST livers from both sexes, which introduces a sex bias in expression in the case of *Gm4794* (*Sult3a2*) and abolishing one in the case of *Sult3a1* (Fig 8A). The loss of female-biased expression of *Sult3a1* occurs, even though many of the strain-specific CREs within its eQTL region acquire female-biased H3K27ac marks and/or female-biased DHS in CAST liver (Fig 8B). Strikingly, many of the strain-dependent, sex-specific CREs seen in CAST liver do not overlap strain-specific variants (red asterisks, Figs 8B and S13D).

The eQTL regulating *Rsph4a* is only significant in female DO mouse liver (-1.01 regression coefficient, CAST-specific; S13C Fig), and consistent with that, *Rsph4a* is strongly repressed in female CAST liver compared to female B6 liver, abolishing its female-specific expression pattern (Fig 8A). 

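*Rsph4a* (on chromosome 10 of mm9 from 33624917 to 33635827 on the plus strand) was at 0.0148 ± 0.0110 FPKM (SD, n = 5) in male and 0.326 ± 0.112 in female B6 livers and at 0.0502 ± 0.0143 in male and 0.0337 ± 0.0211 in female CAST livers. B6 females were 8.17-fold higher than CAST females, a log2 difference of 3.03 (standard error 0.38, adjusted p = 1.58e-07). The difference in males was -1.61 (standard error 0.51, adjusted p = 0.0128), with B6 lower. *Rsph4a* had a log2 fold change, male over female, of -4.21 (standard error 0.40, adjusted p = 1.41e-06) in B6 liver and 0.45 (standard error 0.48, adjusted p = 0.681) in CAST liver; the CAST fit with the replicate number as a block leaves it out for its low counts. Between the strains the bias differed by -4.64 (standard error 0.63, adjusted p = 5.24e-05), or -4.76 (adjusted p = 1.79e-05) with the replicate number as a block (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

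**Figure D6:**
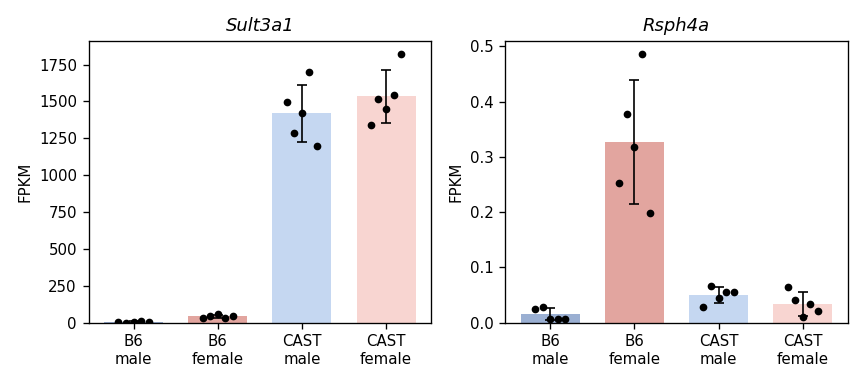
FPKM of *Sult3a1* and of *Rsph4a* in the 4 groups. Bars are means of 5 livers, error bars are the SD and points are single livers; *Sult3a1* is 1199 or more in every CAST male, and *Rsph4a* is highest in B6 females.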

The only B6-specific female-biased CRE in this gene region is at the promoter of *Rsph4a* and overlaps a CAST-specific SNP (S13E Fig). Sequence variants that disrupt TF motifs are rare, and represent only 1–5% of genetic variants [46]; however, this CAST-specific SNP at the female-biased *Rsph4a* promoter CRE, seen in B6 but not CAST liver, is one such example: it disrupts an HNF6/Cux2 motif within an HNF6 ChIP-seq binding site identified in CD-1 mouse liver [79] and it likely contributes to the observed loss of female-biased *Rsph4a* expression.

## Discussion

We elucidated both genetic and epigenetic factors that contribute to the sex-biased patterns of hepatic gene expression and *cis* regulatory activity in two evolutionarily distant mouse strains, B6 and CAST. We characterized both strain-shared and strain-unique sex-biased genes, including many lncRNA genes. Strain-shared sex-biased protein-coding genes were found to be highly liver-specific in their expression and biological functions and were regulated by TSS-proximal enhancers, whereas sex-biased genes unique to each strain were significantly less liver-specific and more often regulated by distal enhancers. We also identified hundreds of *cis* regulatory elements (CREs, primarily enhancers) with a strain-shared sex-bias, and we elucidated the strain-dependent gain or loss of many other strain-specific, sex-biased CREs. A subset of the strain-specific CREs harbored strain-specific SNPs/Indels, which we linked to eQTLs regulating the strain-dependent, sex-biased expression of individual sex-biased genes. In many cases, these eQTL-gene relationships reflected the gain or loss of a single, apparently causal, strain-specific sex-biased CRE. Remarkably, in many other cases we observed a coordinated gain or loss of sex bias across multiple CREs within an eQTL, including CREs that did not contain strain-specific SNPs or Indels, which raises fundamental questions about underlying mechanisms. Thus, by integrating biological data at the genetic, epigenetic, and transcriptomic levels across divergent inbred mouse strains, we harnessed the power of natural genetic diversity to gain novel insights into the biology and genetics of liver sex differences, including the discovery of hundreds of genomic regions implicated in sex-biased gene regulatory mechanisms.

We identified a core set of 144 protein-coding genes whose sex-biased expression is conserved between B6 and CAST mouse liver. Many are liver-specific genes with strong enrichment for molecular function gene ontologies related to liver physiology. The conservation of sex-bias for these genes across the substantial evolutionary distance between CAST and B6 mice suggests they play a fundamental role in the biology of sex differences in the liver and its regulation. One example is the conservation between strains of the sex-biased expression of Bcl6 and Cux2, two GH-regulated transcriptional repressors (TFs) [71,80] that play a critical role in enhancing the sex-bias of many genes in mouse liver [40,41,79]. We also identified 78 strain-shared sex-biased lncRNAs, which may play regulatory roles in the chromatin-bound fraction either in *cis* or in *trans* [18,81,82]. Four of these 78 lncRNAs have been implicated in negative regulation of sex-biased protein-coding genes of the opposite sex bias and inverse hypophysectomy response class (lnc630, lnc2937, lnc7423, lnc9000; Sheet B in S1 Table) [17]. In contrast, three other lncRNAs implicated in negative regulation of other sex-biased genes [17] showed sex-biased expression in B6 but not CAST liver, and could contribute to the strain differences in sex-biased gene expression described here.

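All 4 lncRNAs are at low levels, and their counts are uncertain where they overlap other transcripts, since the paper's text does not say whether the counting used strand. lnc7423, on chromosome 8, was at 0.535 ± 0.335 FPKM (SD, n = 5) in male and 0.0533 ± 0.0225 in female B6 livers and at 0.399 ± 0.180 in male and 0.0370 ± 0.0142 in female CAST livers. lnc7423 had a log2 fold change, male over female, of 3.35 (standard error 0.40, adjusted p = 2.33e-05) in B6 liver and 3.28 (standard error 0.27, adjusted p = 1.5e-07) in CAST liver, or 3.29 (adjusted p = 2.26e-05) in CAST liver with the replicate number as a block. lnc2937, on chromosome 3, was at 0.00273 ± 0.00297 FPKM (SD, n = 5) in male and 0.0252 ± 0.0124 in female B6 livers and at 0.0343 ± 0.0171 in male and 0.114 ± 0.0349 in female CAST livers. B6 males held 0 to 3 counts of it per liver, so B6 females were at least 3.88-fold higher. lnc2937 had a log2 fold change, male over female, of -2.999 (standard error 0.66, adjusted p = 0.00801) in B6 liver and -1.85 (standard error 0.33, adjusted p = 0.00147) in CAST liver, or -1.82 (adjusted p = 0.00290) in CAST liver with the replicate number as a block. lnc630, on chromosome 1, was at 0.0157 ± 0.0138 FPKM (SD, n = 5) in male and 0.00159 ± 0.00356 in female B6 livers and at 0.0157 ± 0.00621 in male and 0.00326 ± 0.00415 in female CAST livers. lnc630 had a log2 fold change, male over female, of 3.01 (standard error 1.00, adjusted p = 0.0799) in B6 liver and 2.12 (standard error 0.78, adjusted p = 0.138) in CAST liver; the CAST fit with the replicate number as a block leaves it out for its low counts. lnc9000, on chromosome 10, was at 0.0242 ± 0.00768 FPKM (SD, n = 5) in male and 0.00767 ± 0.00701 in female B6 livers and at 0.0155 ± 0.00500 in male and 0.00390 ± 0.00298 in female CAST livers. lnc9000 had a log2 fold change, male over female, of 1.64 (standard error 0.54, adjusted p = 0.0745) in B6 liver and 1.76 (standard error 0.54, adjusted p = 0.0643) in CAST liver; the CAST fit with the replicate number as a block leaves it out for its low counts. lnc630 and lnc9000 thus passed the threshold in neither strain by the quasi-likelihood test. edgeR's exact test called lnc9000 in both (adjusted p = 0.0211 and 0.00922), as did DESeq2 (0.0296 and 0.0292), and edgeR's likelihood-ratio test, chosen after the data were seen, called both genes in both strains, with adjusted p of 0.0389 and 0.0332 for lnc630.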

Three TFs showed sex-biased expression in B6 but not CAST mouse liver: Tox, Trim24 (both female-biased) and Zfp809 (male-biased). All three TFs are subject to GH-regulated expression [13,71,72] and may contribute to the strain differences in sex-biased gene expression via *trans* regulation. Tox is a regulatory factor in T-cell exhaustion [83] and is a therapeutic target for cancer immunotherapy [84], but its role in gene expression in hepatocytes is unclear. Zfp809 is a KRAB-zinc finger protein implicated in epigenetic silencing of endogenous retroviral sequences [85]. The male bias in *Zfp809* expression seen in B6 but not CAST mouse liver could thus impart strain differences for genes where endogenous retroviral silencing is critical. Incomplete silencing of endogenous retroviral sequences contributes to strain differences in spontaneous and drug-induced liver tumorigenesis [86] but has not been explored in the context of sex differences. *Trim24* is a suppressor of mouse hepatocellular carcinoma [87,88]; consequently, its elevated expression in female compared to male B6 mouse liver may contribute to the lower incidence of liver cancer in females [70,89]. Our finding that the female bias in *Trim24* expression is lost in CAST mouse liver, where *Trim24* shows high expression in males (S2 Fig), suggests sex differences in hepatic tumorigenesis may be reduced in CAST mice. 

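Between the strains, *Trim24* was 5.50-fold higher in CAST than in B6 male liver, a log2 difference, B6 over CAST, of -2.46 (standard error 0.15, adjusted p = 3.82e-14), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In female liver the difference was -0.38 (standard error 0.14, adjusted p = 0.0284), a call that was lost with DESeq2 (adjusted p = 0.0550), with DESeq2's size factors (0.0546), with library size alone (0.104) and with thinned counts (0.0652). Over fits without single livers, the male difference stayed within -2.53 to -2.42. The female call was lost in some of these fits (adjusted p up to 0.101).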

B6 and CAST mice differ in their sensitivity to genotoxic damage induced by 1,3-butadiene, which induces strain-dependent epigenetic and transcriptomic changes in liver, lung and kidney [90,91]; however, differences in hepatocellular carcinoma between mouse strains [92,93] have not been determined for B6 vs CAST mice.

We recently identified a large number of eQTLs that regulate the expression of sex-biased gene expression in mouse liver [49], but little is known about how these autosomal genetic factors impart their regulatory effects. Adding to the problem, the loci identified are large and often contain thousands of SNPs and Indels. Here, we show that many of these eQTLs can be linked to the strain-specific gain or loss of sex-biased chromatin opening and activating enhancer marks at CREs within the eQTL regions, a subset of which harbor strain-specific SNPs/Indels. Thus, 208 of 286 eQTLs with apparent sex-differential effects on sex-biased gene expression showed a complete gain, loss, or reversal of sex-biased expression for the regulated gene. Further, 166 of the eQTLs were associated with a gain or loss of at least one sex-biased CRE harboring strain-specific genetic variants. Importantly, we found that 61 of the eQTL regions contain a single relevant CRE with genetic variants that impact sex-biased expression, which has a high likelihood of being causal for the sex-dependent effects of the eQTL on sex-biased gene expression. Further, for 105 other eQTLs, strain differences in expression were linked to a coordinated gain or loss of multiple strain-dependent, sex-biased CREs within the eQTL region. While we cannot conclusively distinguish a primary, causal enhancer CRE from secondary CREs within a given eQTL based on our study design, in many cases the relevant strain-specific CREs lacked strain-specific genetic variants, but nevertheless showed a gain or loss of sex-bias coordinated with other, neighboring CREs harboring strain-specific variants, indicating they are likely responding in a secondary manner to a causal, strain-specific genetic event.

It is a major challenge to ascertain the contributions of the individual, constituent CREs, and any causal association with gene expression, for eQTL regions that contain multiple CREs with strain-specific SNPs. For such eQTLs, genetic variants within one of the multiple eQTL CREs may be the primary causal driver of the observed gain or loss of sex-biased enhancer activity and gene expression across the eQTL. For example, a SNP/Indel that activates a single causal, strain-specific CRE may nucleate activity at neighboring CREs that lack an activating sequence variant, as occurs in T-cell leukemias, where a mutation at a single oncogenic enhancer activates multiple other enhancers and up regulates the *TAL1* oncogene [94]. Cooperativity in enhancer activation of proximal genes is well established [95], however, the exact nature of the relationship between clusters of enhancers and gene targets remains controversial [96]. In some cases, deletion of single enhancers leads to a dramatic loss of activity at neighboring enhancers, suggesting a hierarchical relationship [94,97,98], with a clear delineation between hub and non-hub [99] and between predominant and supportive enhancers [98] within larger enhancer clusters. However, other studies find that enhancers contribute mostly additively to gene expression, with redundancy between individual enhancers [100,101]. Indeed, there may be fundamental biological differences between enhancer clusters, only some of which exhibit hierarchical 3-dimensional structure [99]. Even within a single enhancer cluster, hierarchical relationships may vary, depending on hormonal cues and downstream signaling [97,102]. Further work, including careful dissection using genetic editing in mouse liver *in vivo*, will be needed to determine the respective contributions of individual sex-biased CREs whose strain-dependent gain or loss of activity is coordinated with neighboring regulatory elements, and to elucidate the underlying features that determine whether a given eQTL region best fits a hierarchical model or an additive model of enhancer coordination.

None of the strain-specific genetic variants presented here, except one at the eQTL for *Rsph4a*, directly disrupts a TF motif. Indeed, we found that strain-specific genetic variants are depleted from intra-motif coordinates relative to randomized genomic coordinates, consistent with prior reports [45,46,77,78]. Disruption of enhancer activity may occur by a combination of effects on DNA shape, nucleosome positioning, and co-binding TFs [103]. Liver sexual dimorphism requires the coordinated participation of multiple TFs, both those that are sex-biased and/or GH-responsive, such as STAT5 [40,41,57,79], and sex-independent TFs essential for many liver-expressed genes and functions [37,70]. This coordination is likely to involve TF-TF interactions within large, co-bound TF clusters, which are stabilized by multiple suboptimal motif-adjacent sequences [104]. While genetic variants outside of canonical binding motifs may have modest effects on the binding of individual TFs, they may nevertheless destabilize the overall multi-TF clusters that form [105]. Consistent with this idea is the coordinated gain or loss of multiple strain-specific, sex-biased CREs that we found at 105 eQTLs regulating the strain-specific expression of sex-biased genes.

Our comparison of sex-biased gene expression and sex-biased regulatory elements across mouse strains has some limitations. We investigated the impact of strain-specific genetic variation on the activity of CREs, but did not consider genetic differences at transcribed sequences, which can impact RNA stability [106]. Furthermore, genetic variants may contribute to differences in 3D genome organization [107–109], which may differ between B6 and CAST mouse liver. Our mapping of sex-biased CREs to eQTL target genes has already taken into account genome structure in the form of TADs, which define broad regulatory domains that restrict enhancer-promoter interactions [110,111] and significantly enriched for genetic variants at sex-biased CREs as compared to full-length eQTL regions (Fig 4B). However, we did not consider potential strain differences in TAD or intra-TAD structure [76,112,113], which may allow *cis* regulation to be defined with greater precision [74]. Moreover, strain differences in DNA looping may be independent from the strain differences in epigenetic marks of enhancer activity that we measured, and consequently, some of the strain-shared sex-biased CREs identified here may interact with their sex-biased gene targets in a strain-specific manner. Chromosome conformation assays have revealed sex-dependent looping interactions in mouse liver [54] and may be useful for evaluating strain-specific sex bias at the level of DNA looping.

The nomenclature of “gain” and “loss” of sex bias used throughout this study is based on the underlying assumption that the private/unique genetic variants that are the focus of this study are unlikely to be shared between the regulating strain and the ancestral state (see Methods for additional definition of these terms). While we consider this assumption most probable, it remains a possibility that the ancestral allele and even an allele that is strain-specific among DO founder strains are shared. This is more likely for CAST mice than for B6 mice, given its evolutionary distance from the other founder strains. Further analysis of several additional wild-derived mouse strains more closely related to CAST would be required to further evaluate this issue.

Our work is also limited by its focus on only two mouse strains, B6 and CAST. In particular, by focusing this study on strain-specific genetic variants and by strictly requiring that these variants be unique across all 8 DO founder strains, our analysis explicitly excludes variants shared between B6, or CAST, and one or more other founder strains. Of note, this exclusion has the beneficial effect of greatly limiting the number of SNPs to be considered within an eQTL region (e.g., Fig 5, Unique vs All variants track). Moreover, this approach is appropriate for the 70–74% of eQTLs that do not involve major contributions from a second strain (125 of the 168 robust sex-biased eQTLs; and 344 of all 491 eQTLs; Sheet A in S6 Table), and as a result, we consider it less likely that non-strain specific SNPs account for the strain differences in expression between B6 and CAST mice for these eQTLs. Further, as noted above, we cannot validate our assignments of loss and gain of sex-specific gene expression alleles without knowing the true ancestral allele. A loss of gene expression pattern in one strain could be a gain of gene expression pattern in multiple DO founder strains, a case more likely to occur when the mutation is acquired prior to a speciation event, for example, speciation of the six *M*. *m*. *domesticus* strains examined here.

Finally, while a majority of intra-population variation in TF binding or chromatin state is attributable to *cis*-acting genetic variants [46,114], genetic factors may also impact sex-dependent gene expression through strain-specific *trans*-acting factors [115]. Indeed, we identified 41 *trans*-acting eQTLs that affect sex-biased gene expression, nine of which target sex-biased lncRNAs (Sheet A in S6 Table), which themselves may act in a *trans* manner. In addition, a subset of the strain-unique, sex-specific CREs that we identified is likely not the direct result of local genetic differences, but rather may reflect a loss in CAST mouse liver of sex differences in the expression of their bound transcriptional regulators, such as Tox, Zfp809 or Trim24, as noted above. An F1 cross of CAST x B6 mice could address this question by placing a copy of each genome in the same *trans* environment, and thereby help differentiate *cis* from *trans* effects on gene expression and transcription factor binding [46,51]. Furthermore, it is difficult to ascertain lineage-specific gain or loss of sex-bias without an outgroup such as *M*. *Spretus* (~2MY diverged from CAST and B6 mice; [116]), for which gene expression and CRE data (TF binding activity) is only available for male liver [45]. Thus, the terms gain and loss of sex-bias, as used here, may not represent the full evolutionary history of murine subspecies.

In conclusion, we report strong genetic effects on the expression of sex-biased genes in a mouse liver model, with several hundred eQTLs resulting in a complete gain, loss, or reversal of sex-biased expression between B6 and CAST mice. We identified at least one CRE that gains or loses sex bias (either chromatin opening or H3K27ac mark accumulation) in a manner that can explain the gain or loss of sex-biased gene expression for a majority of these eQTLs. In many cases, we observed the coordinated gain or loss of sex bias across multiple CREs within an eQTL, which makes the elucidation of causality of individual genetic variants difficult. Despite the widespread occurrence of these strong genetic factors, we identified a core set of strain-shared sex-biased genes, including many lncRNA genes, with liver-specific patterns of expression and molecular functions. We can anticipate that our findings, and the approaches taken in this investigation of the role of genetics and epigenomics in liver sex differences, will be critical for translating studies from mouse models to humans.

## Methods

### Ethics statement

Mice were treated using protocols specifically reviewed for ethics and approved by the Boston University Institutional Animal Care and Use Committee (protocol approval # PROTO201800698), and in compliance with ARRIVE 2.0 Essential 10 guidelines [117], including study design, sample size, randomization, experimental animals and procedures, and statistical methods.

### Animals

Adult male and female C57BL/6J (B6) and CAST/EiJ (CAST) mice were purchased from Jackson Laboratories (cat. # 000664 and # 000928, respectively; Jackson Laboratories, Bar Harbor, ME) and were housed in the Boston University Laboratory Animal Care Facility (n = 5 per sex for each strain; lights on 7:30 am to 7:30 pm). Mice were euthanized at 8 weeks of age by cervical dislocation, and livers were removed then rinsed in ice cold PBS. For consistency and to minimize the impact of circadian rhythms [118], all mice were euthanized between 10:45 and 11:30 am. Batch effects were minimized for both tissue collection and downstream experiments by including in each group of mice or tissue samples processed, biological replicates from each strain and sex (i.e. male CAST, female CAST, male B6, and female B6 mice). Thus, when collecting livers, no more than two biological replicates for each combination of strain and sex were processed on a given day. A portion of each liver was snap frozen and processed later for RNA isolation (~10% of each liver), or by crosslinking and ChIP-seq (40% of the total mass). The remaining ~50% of each liver was directly used for nuclei isolation (see below).

### RNA isolation and library preparation

RNA was extracted from frozen liver using TRIzol reagent (Invitrogen, cat. # 15596026) following the manufacturer’s directions. Total RNA was quantified using the Qubit RNA BR kit (Invitrogen, cat. # Q10210). One μg of total RNA per sample was used as input for library preparation using the NEBNext Ultra Directional RNA Library Prep kit for Illumina (NEB, cat. # E7420) with the PolyA selection with the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, cat. # E7490). Agencourt AMPure XP beads (Beckman Coulter, cat. # A63881) were used to remove low molecular weight material prior to final quantification of purified libraries using the Qubit dsDNA HS kit (Invitrogen, cat. # Q32854).

### Isolation of nuclei, DNase I digestion and library preparation

Nuclei, isolated from freshly excised liver were lightly digested with DNase I to nick accessible chromatin [119], with modifications [120]. Batch effects were minimized by processing 6 samples in parallel but including no more than 2 biological replicates of the same strain and sex in each group of nuclei. Briefly, livers were homogenized in a Potter-Elvehjem homogenizer using high sucrose homogenization buffer (10 mM HEPES (pH 7.5), 25 mM KCl, 1 mM EDTA, 2 M sucrose, 10% glycerol, 0.05 mM DTT, 1 mM PMSF, 0.15 mM spermine, 0.2% (v/v) spermidine, 1 mM Na orthovanadate, 10 mM NaF, and 1X Roche Complete Protease Inhibitor Cocktail, cat. # 11697498001) to prevent aggregation of nuclei and preserve chromatin structure. The resulting slurry was placed on top of a 3 ml cushion of homogenization buffer followed by ultracentrifugation at 25,000 RPM for 30 min at 4°C in an SW41 Ti rotor to pellet the nuclei and remove cellular debris. The supernatant was carefully decanted to remove liquid, and residual solid debris was removed from the tube walls using a sterile spatula and a dampened Kimwipe. Nuclei were resuspended in 1 ml of Buffer A (15 mM Tris-HCl pH 8.0, 15 mM NaCl, 60 mM KCl, 1 mM EDTA pH 8.0, 0.5 mM EGTA pH 8.0, 0.5 mM spermidine, 0.3 mM spermine) and transferred to a 1.5 ml microcentrifuge tube. Nuclei were taken directly for DNase treatment at this point.

Nuclei were counted using an Invitrogen Countess instrument (cat. # C10281), and 50 million nuclei per liver were incubated in a volume of 950 ul with 32 U of RQ1 RNase-free DNase I (Promega, cat. # M6101) for 2 min at 37°C. To extract the released DNA fragments, samples were extracted with phenol/chloroform then layered on a sucrose gradient, followed by centrifugation at 25,000 rpm for 24 h at 25°C. Gradient fractions (1.9 ml each) were collected, and fractions enriched in DNA fragments between 0.1 and 1 kb in size (fractions 7–11; numbered from the top-most fraction) were pooled and then purified by double-sided SPRI bead selection using Agencourt AMPure XP beads to obtain DNA fragments between 125–400 bp long. DNA was quantified using the Qubit dsDNA HS kit and further qualified prior to library preparation by qPCR using primers previously shown to amplify open chromatin regions in mouse liver [36,119]. DNase libraries were prepared for sequencing using NEBNext Ultra II DNA Library Prep Kit for Illumina following the manufacturer’s instructions (NEB, cat. # E7645), with double-sided SPRI size selection (Agencourt AMPure XP beads) to obtain an average insert size of 200 bp prior to PCR amplification, and single-sided SPRI after PCR amplification to remove low molecular weight material.

### Chromatin crosslinking, immunoprecipitation, and library preparation

Chromatin was extracted from the ~40% snap-frozen, cross-linked liver aliquots as described [121], with modifications. Batch effects were limited by including no more than 2 biological replicates from the same strain and sex in each set of six liver samples processed together in a single batch. Briefly, livers were resuspended in a total volume of 4.687 ml of XL Buffer (50 mM Hepes, pH 7.5, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 1X Roche Complete Protease Inhibitor Cocktail), processed with a Dounce homogenizer, and passed through a 70-micron cell strainer (Corning, cat. # 352350). 313 μl of 16% formaldehyde (Pierce, cat. # 28906) was then added and the samples were nutated for 10 min at 22°C. Crosslinking was halted by the addition of 250 μl of 2.5 M glycine, followed by additional nutation for 2 min at 22°C, then incubation on ice for a minimum of 5 min. Cells were pelleted at 2,500 g for 5 min at 4°C, the supernatant was discarded, and the pellets were rinsed twice with ice cold PBS containing 1X Roche Complete Protease Inhibitor Cocktail, pelleting between each wash as above. The cell pellet was then lysed by resuspension in 10 ml of Lysis Buffer-1 (50 mM Hepes, pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP40, 0.25% Triton X-100) followed by nutation for 10 min at 4°C. Lysed cells were pelleted, as above, and nuclei were lysed by resuspension in 10 ml Lysis Buffer-2 (10 mM Tris-HCl pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA) followed by nutation for 5 min at 4°C. Crude chromatin extract was pelleted, as above, and resuspended in 2 ml of 0.5% SDS RIPA buffer (50 mM Tris-HCl, pH 8.0, 150 mM NaCl, 1% IPEGAL, 0.5% deoxycholic acid).

Chromatin was transferred to a 15 ml conical tube (Diagenode, cat. # C30010017) for sonication in a Bioruptor Pico instrument (Diagenode, cat. # B01060010). Sonication was performed at 4°C for 25 cycles (30 s ON and 30 s OFF at high intensity) with 2 min rests on ice every 10 cycles to prevent sample heating. A small aliquot of this material was reverse crosslinked (65°C for 6 h), treated with RNase A (5 μg per sample at 37°C for 30 min; Novagen, cat. # 70856) and then digested with proteinase K (20 μg per sample at 56°C for 2 h; Bioline, cat. # 37084) and electrophoresed on a 1.5% agarose gel to verify that the majority of fragments were 100–400 bp in size. This sonicated material was quantified using PicoGreen Quant-iT dsDNA BR (Invitrogen, cat. # P11496). Prior to antibody incubation (below), ~5% of chromatin by volume was removed and used as a background, pre-immune, input control (total of n = 4 control samples, one per strain per sex).

Immunoprecipitation of mouse liver chromatin was performed as described [52]. Protein A Dynabeads (15 μl; Invitrogen, cat. # 1002D) were incubated in blocking solution (0.5% bovine serum albumin in PBS) with 3 μg of antibody to histone-H3 K27ac (Abcam, cat. # ab4729) for 3 h at 4°C. Bead immune-complexes were washed with blocking solution, followed by overnight incubation with 15 μg of liver chromatin diluted to a final concentration of 15 ng/μl in RIPA buffer containing 0.1% SDS. After washing with 1X RIPA buffer (containing 0.1% SDS) and reverse crosslinking as described above, DNA was purified using the QIAquick Gel Extraction Kit (Qiagen #28706) and quantified using the Qubit dsDNA HS kit. ChIP-seq libraries were prepared for sequencing using NEBNext Ultra II DNA Library Prep Kit for Illumina, with double-sided SPRI size selection to obtain an average insert size of 200 bp prior to PCR amplification, and single-sided SPRI after PCR amplification to remove low molecular weight material.

### qPCR analysis, pooling of libraries and Illumina sequencing

The quality of all ChIP and DNase-digested samples was validated prior to preparation of sequencing libraries, as follows. qPCR analysis was carried out using primers (Sheet A in S4 Table) for three sex-biased genomic regions, for one sex-independent positive control DHS peak region, for one sex-independent positive control peak region (an H3K27ac-positive site), and for three negative control regions. DNase-qPCR data for sex-biased DHS regions are presented (S5A and S5B Fig) as signal to noise, based on the average of three negative control (background) regions, calculated as follows: 2^[(DHS_genomic_−DHS_DNase_)/(NegAvg)], where NegAvg = [(NEG1_genomic_−NEG1_DNase_)+(NEG2_genomic_−NEG2_DNase_)+(NEG3_genomic_−NEG1_DNase_)]/3. “DHS” indicates data obtained with a qPCR primer pair within the DHS region and “NEG” indicates 1 of 3 primer pairs specific to the negative control regions. A subscript “DNase” indicates CT (qPCR cycle threshold) values for qPCR reactions using DNaseI-digested DNA as template, while a subscript “genomic” indicates C_T_ values for qPCR reactions using genomic DNA as template. ChIP-qPCR data (S5C Fig) is presented as percent input, calculated as follows: [100/2^(CT value for ChIP DNA–CT value for input DNA)] x [(final volume of ChIP sample) x (initial volume of input sample)] / [(initial volume of ChIP sample) x (final volume of input sample)]. ChIP and DNase-digested sample quality was determined using sex-independent and negative control primers. Samples with the highest signal to noise (Positive Region % input) / (Avg of 3 Neg Ctl region % Input) for ChIP samples; and as described above for DNase-digested samples) were sequenced, as described below.

All sequencing libraries were multiplexed with a dual-indexing strategy using NEBNext Multiplex Oligos for Illumina (NEB, cat. # E7600). Final libraries (n = 5 biological replicates per sex and per strain; 20 libraries each for total liver RNA-seq (polyA-selected), DNase-seq, and H3K27ac ChIP-seq, plus a total of 4 ChIP-seq input control samples (64 libraries in total) were quantified in a single batch using the Qubit dsDNA HS kit. ChIP-seq, RNA-seq, and DNase-seq libraries were pooled on an equimolar basis and sequenced (PE-50 reads) on an Illumina NovaSeq 6000 instrument at the New York Genome Center to an average depth of 34 million read pairs per sample (mean Q ≥ 30 for 98.0% of Read-1 and 95.7% of Read-2). We excluded from downstream analysis one of the n = 5 biological replicate DNase-seq libraries per group, due to variable sample quality, as confirmed by qPCR analysis of a sex-independent positive control DHS peak region.

### Custom CAST mouse genome

The B6 mouse genome (mm9) was converted to a custom genome incorporating known genetic variants with g2gtools (v0.2.7; https://github.com/churchill-lab/g2gtools), using quality SNPs/indels downloaded from the Sanger Mouse Genome project, Release 1211 [61]. First, the vcf file from Sanger was converted to an indexed vci file, using the command: "g2gtools vcf2vci—quality -o CAST.vci -s CASTEiJ -p 8 -i mgp.v2.indels.annot.reformat.withchr.vcf.gz -i mgp.v2.snps.annot.reformat.withchr.vcf.gz -f NCBIM37_um_all.fa”. Second, SNPs were patched into the mm9 genome using the command: “g2gtools patch -i NCBIM37_um_all.fa -c CAST.vci.gz -o CAST_patched.fa -p 8”. Third, Indels were incorporated using the command: “g2gtools transform -i CAST_patched.fa -c CAST.vci.gz -o CAST.fa -p 8”. Finally, to annotate the custom CAST genome, custom CAST mouse GTF files were generated for protein-coding gene and lncRNA gene locations converted from mm9 to the newly-generated custom CAST genome using the command “g2gtools convert -i merged_refseq_ncRNA.gtf -c CAST.vci.gz -o merged_refseq_ncRNA.gtf” (for RNA-seq). General conversion of mapped reads, peak lists, or other files with CAST genomic coordinates to B6 (mm9) coordinates was performed using the command: “g2gtools convert -i test_CASTcoord.bed -c CAST.vci.gz -o test_mm9coord.bed -f bed–reverse”. CAST-derived sequence reads mapped to the custom CAST mouse genome showed mapping frequencies and cumulative gene expression very similar to B6 mice (Sheet B in S4 Table).

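The paper's share of uniquely mapped reads in Sheet B in S4 Table is 85.5 ± 3.403% (SD, n = 10) in B6 and 81.4 ± 5.18% (n = 10) in CAST livers. Within the sexes it is 82.5 ± 2.00% in B6 and 76.7 ± 1.49% in CAST males, and 88.4 ± 0.546% and 86.2 ± 0.900% in females. In each sex every B6 liver lies above every CAST liver (two-sided exact permutation test of the means, p = 0.00794 for each, the smallest p that 5 livers against 5 allow). In each strain females lie above males, with the same p. FPKM summed over protein-coding genes was 199380 ± 5034 in B6 and 197310 ± 4821 in CAST livers, a difference of 1.05% that is smaller than the SD between livers. Among males alone B6 was higher by 3.68% (exact permutation test, p = 0.00794), and among females the difference was within the error (p = 0.381).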

### Mouse liver RNA-seq samples and differential expression analysis

Microarray datasets included in S4E Fig are based on data generated by Jackson Labs and analyzed previously (http://cgd.jax.org/gem/strainsurvey26/v1) [49]. RNA-seq data for CD-1 mice was download from GSE93380 (samples GSM2452246-GSM2452251), and represents three RNA pools per sex, each comprised of polyA-RNA from n = 12 to 17 individual livers per sex [13]. For B6 and CD-1 mouse liver RNA-seq datasets, reads were mapped to the mm9 genome using TopHat (v2.1.1) [122] with default parameters. For CAST mice, sequence reads were mapped to the custom CAST genome (described above) using TopHat. The gene annotation file used for both strains was identical (prior to coordinate liftover) and included both coding and noncoding genes, as described in [16,123] and implemented in [49]. Mapped reads were filtered to include only primary, uniquely mapping reads, which were assigned to gene-level features based on overlap of at least one nucleotide with any exon using FeatureCounts (v1.6.2) [124]. Reads counts were transformed to fragments per kilobase of exon per million reads mapped (FPKM) for all downstream analysis and visual comparisons. Differentially expressed genes were identified using EdgeR (v3.8) [125] with default parameters. Genes differentially expressed between the sexes were identified based on a male liver vs female liver |fold change| > 2 (i.e., sex bias >2 fold) at an FDR < 0.05 (i.e., EdgeR (Exact test) adjusted p-value < 0.05). We defined strain-unique (strain-specific) sex-biased genes as genes that met the threshold of sex bias > 2 and FDR < 0.05 in either B6 or CAST mouse liver but failed to meet the FDR cutoff in the other strain (FDR > 0.05). Strict strain-shared sex-biased genes met the above sex bias and FDR cutoffs in both strains, while standard strain-shared sex-biased genes met the FDR cutoff in both strains, but the sex bias fold-change cutoff in only one strain. These definitions were without regard to a gene’s sex bias in CD-1 mouse liver.

### Mouse liver ChIP-seq and DNase-seq samples and epigenetic data analysis

For B6 mice, ChIP-seq and DNase-seq reads were demultiplexed and mapped to the mouse genome (build mm9) using Bowtie2 (v2.2.9) [126], allowing only uniquely mapped reads. For CAST mice, sequence reads were mapped to the custom CAST genome, allowing only uniquely mapped reads. Peaks of sequencing reads were identified using MACS2 (v2.1.1) [127] as regions of high signal over the background input DNA samples. Peaks were filtered to remove blacklisted genomic regions (www.sites.google.com/site/anshulkundaje/projects/blacklists). Genomic regions called as peaks but that contain only PCR duplicated reads, defined as > 5 identical sequence reads that do not overlap any other reads, were also removed. Differential peaks were identified by diffReps (v1.5.6) [73] with default parameters, then filtered to require a fold-change > 2 (or fold-change > 1.5 for DNase-seq). To account for sample-to-sample variability and increase robustness, we retained for downstream analysis those differential regions that overlap a peak region identified by MACS2, and with a minimum read count of n = 15 for ChIP-seq samples and n = 10 for DNase-seq samples.

Genomic coordinates for reads, peaks, and signal (BigWig) mapped to the custom CAST genome were converted to mouse mm9 coordinates for visualization and normalization. All BigWig tracks used for genome browser visualization were normalized for sequencing depth and fraction of reads in peaks, expressed as reads in peaks per million mapped reads (RIPM) using Deeptools2 (v2.3.3) [128]. Read in peak normalization and diffReps filtering were performed relative to the union of peaks across all samples (B6 and CAST). All browser screenshots are generated using the WashU Epigenome Browser (https://epigenomegateway.wustl.edu). Screenshots presented in the figures are based on samples merged by strain and sex at the fastq level and processed as described above (i.e., all n = 5 male B6 H3K27ac ChIP-seq fastq files were merged; and the same was done for B6 female, CAST male, and CAST female samples). Each dataset was visualized with a pair of tracks representing the signal (*top*; BigWig file normalized as above) and peak/DHS positions (*bottom*; bed file described below). The signal track superimposes merged male (blue) and merged female (pink) replicates (merge of n = 5 for H3K27ac ChIP-seq samples and merge of n = 4 DNase-seq samples; above) in a single track (matplot function of WashU browser). H3K27ac peak and DHS positions are shown for sex-biased peaks and DHS regions (Sheets E-H in S5 Table) and for sex-independent robust peaks and DHS regions (Sheets B and D in S5 Table).

### Proximity of genes to CREs

In Fig 3A-C, distance from the TSS of genes on an indicated gene list (S1 Table) to the nearest CRE on the indicated peak list (S5 Table) was calculated using bedtools (closest -d; bedtools v.2.28.0). For the stacked bar chart in Fig 3D, we assumed that core (strain-shared) sex-biased genes could be regulated by neighboring CREs in one of two ways: 1) sex-biased DHS or K27ac mark accumulation that is sex biased in both strains at the same site (i.e. 533 common CREs; Sheets E and F in S5 Table) or 2) sex-biased DHS or K27ac mark accumulation that is sex biased at a different site in each strain, both of which meet the criteria for the classification (i.e. both a CAST-specific and B6-specific CRE at different sites regulating the same gene; Sheets G and H in S5 Table). For example, a gene was considered proximally-regulated if the TSS of that gene had a CRE within 20 kb that met the criteria described in scenario 1 or 2, above.

### Assigning eQTL and genetic variants to genes

Previous work from this lab identified 1,172 eQTLs associated with the expression of one or more of 1,033 sex-biased genes [49]. For 414 of these eQTLs, the regulating strain in at least one condition is either CAST or B6 (i.e., based on analyses considering either all 438 DO mouse liver samples, 219 male DO liver samples only, or 219 female DO liver samples only). As discussed in [49], for CAST liver, these eQTLs only considered sex-biased genes identified by microarray, which is less sensitive and less specific than RNA-seq and largely limited to protein coding genes (“TRUE” in column AF of Sheet A in S6 Table). To address this issue, we additionally considered any eQTL associated with CAST-specific sex-biased genes (Sheets D and F in S1 Table), which yielded an additional 77 eQTLs (“FALSE” in column AF of Sheet A in S6 Table), giving a final list of 491 eQTLs for which CAST or B6 is the regulating strain associated with 481 sex-biased genes. A separate listing of genes showing sex-biased expression in CAST liver is shown in Sheet C in S6 Table, including annotation for genes not previously identified as sex-biased.

### Definitions for regulating strain and gain or loss of sex bias

The term “regulating strain” is used to indicate the strain in which an eQTL was identified that has the most significant LOD score. The terms “gain” and “loss” of sex bias in the regulating strain are based on the assumption that any private genetic variant (i.e., one unique among all DO founder strains) differs from the ancestral allele.

### Contributing genetic variants

The following strategies were employed to narrow the genomic region under consideration for putative contributing genetic variants. First, for eQTLs significant in >1 set of DO liver samples with B6 or CAST as the regulating strain, we considered up to 3 datasets giving significant eQTLs: all 438 DO liver samples, 219 DO male liver samples only, and 219 DO female liver samples only. We selected the shortest eQTL region of the three (defined as the 95% Bayesian credible interval; [49]). If the eQTL was only significant in B6 or CAST mice in one of these liver sets, then those coordinates were chosen (by default it is the shortest). These values are shown in columns A and B of Sheet A in S6 Table. For eQTLs significant in more than 1 of the 3 sets mentioned above, we determined the intersection of the 2 (or the 3) significant genomic intervals as a secondary set of genomic coordinates, which are listed in columns D and F of Sheet A in S6 Table. Finally, for eQTL intervals that overlap with the TAD containing the TSS of the regulated gene (column Y = “tad”), the intersection of the eQTL and TAD coordinates is shown in columns G-I of Sheet A in S6 Table. TAD boundaries were those defined for male B6 mouse liver [74,129].

### Discovery of robust sex-biased eQTLs by explicitly modeling sex-QTL interaction

We used the approach of [75] to investigate the hypothesis that eQTLs may have a different effect in each sex. Briefly, the effect of sex on eQTLs was assessed by building two models: Model_A, which includes sex, DO generation, genotyping batch, diet, and sex*diet as additive covariates; and Model_SexInteraction, which in addition to the additive covariates in Model_A, also includes sex as a covariate that interacts with the eQTL (eQTL x sex interaction). The difference of LOD score between the two models (ΔLOD) was used as an estimate of the eQTL x sex interaction, i.e., how different the impact of the eQTL is in each sex. We determined the significance threshold for ΔLOD by performing 1000 permutations of shuffling genotypes and phenotypes for both Model_A and Model_SexInteraction. To ensure that both permutations used the matched permutations of data, we set the seed for the random number generator to be identical before each permutation. The distribution of ΔLOD values was used to determine the genome-wide threshold with α of 0.05 (ΔLOD = 4.27). All the above analyses were performed in R/eQTL2 [130]. The resultant set of 168 robust sex-biased eQTLs regulating sex-biased genes is a subset of the full set of 491 eQTLs regulating sex-biased genes described previously [49], and is identified in Sheet A in S6 Table, columns FS-FU.

### Categorization of eQTLs based on their impact on sex-biased gene expression

The genetic effects uncovered by eQTL analysis in DO mice in relation to the regulating founder strain was described previously [49]. For example, in cases where eQTL analysis in male DO mice yielded an eQTL with a negative regression coefficient, and with CAST as the regulating strain, the gene target of this eQTL is referred to as repressed in CAST male liver. Of the full set of 491 eQTLs regulating sex-biased genes in liver with CAST or B6 as the regulating strain, 355 eQTLs were associated with genes that are significantly sex-biased in B6 and/or CAST mouse liver and 388 eQTLs can be categorized into one of 8 categories described below (Sheets A, column X, and G in S6 Table). The sets of robust sex-specific and strain-specific eQTLs are annotated in Sheet A in S6 Table (columns FU and FV) and in Sheet G in S6 Table (column N). The number of eQTLs that can be categorized (388 of 491) is less than 491 because we only considered eQTLs that are significant in the DO mouse male-only liver set (n = 219), or in the DO mouse female-only liver set (n = 219), and for which CAST or B6 is the regulating strain, or contributes substantially to the regulation as indicated by a regression coefficient within 20% of the absolute maximum regression coefficient in the regulating strain, as determined in [49]. The intersection of the 355 eQTLs regulating genes showing sex-biased expression in either B6 and/or CAST livers with the 388 categorized eQTLs resulted in 286 eQTLs (S9G Fig). eQTLs were categorized based on three factors: the sex-bias of the regulated gene, whether the eQTL was stronger in male or in female liver (by LOD score), and the directionality of the effect on regulated gene expression (positive or negative regression coefficients) (Fig 4C). The sex-bias of the gene was assigned based on the absolute maximum Male/Female log2 fold-change across DO founder strains showing significant sex-biased gene expression (column AJ of Sheet A in S6 Table). Negative values in column AJ of Sheet A in S6 Table indicate female-biased genes (eQTL categories #2, 4, 6 or 8) and positive values indicate male-biased genes (eQTL categories #1, 3, 5 or 7). Next, if the LOD score in DO male livers was higher than in DO female livers (positive value in column AS of Sheet A in S6 Table) then the eQTL was considered “stronger in male” (categories #1, 2, 5 or 6), and if the LOD score in DO females was higher than in DO males then the eQTL was considered “stronger in female” (categories #3, 4, 7 or 8). Finally, we considered the impact on regulated gene expression as reflected by the regression coefficients in the sex with the stronger eQTL (columns CD-CT and DD-DT of Sheet A in S6 Table). In the sex with the stronger eQTL, a high positive coefficient represents activation of the regulated gene (categories #2, 3, 5 or 8) while a low negative coefficient represents repression of the regulated gene (eQTL categories #1, 4, 6 or 7; Fig 4C).

Impact on gene expression (Fig 4D) was calculated for the 286 eQTLs regulating genes with significant sex-bias in either B6 or CAST mouse liver. For eQTL categories #1–4, a loss of sex-bias was defined as significant sex-bias in the non-regulating strain in combination with no significant sex-bias in the regulating strain (where significant was defined as EdgeR FDR < 0.05; both here and elsewhere in this section). For eQTL categories #5–8, a gain of sex-bias was defined as a significant sex-bias in the regulating strain and no significant sex-bias in the non-regulating strain. For eQTL categories #1–8, a reversal of sex-bias was defined as a significant sex bias in both regulating and non-regulating strains but with opposite directionality. For categories #1–8, sex-bias retained was defined as significant sex-bias in both the regulating and the non-regulating strains, and with the same directionality, but at either a reduced magnitude (eQTL categories #1–4) or an enhanced magnitude (eQTL categories #5–8). The directionality of sex-bias is shown in columns Z (B6) and AA (CAST) of Sheet A in S6 Table, and significance is shown in columns AG (B6) and AH (CAST). As noted above, the terms loss and gain of sex-specific gene expression pattern used here are predictions based on the observed change of sex-specific gene expression pattern in the regulating strain, as compared to other strains examined, and the specific category of eQTL we identified (categories #1–8). However, absent knowledge of the true ancestral allele, we have no way to verify these assignments. Accordingly, a subset of the alleles that we have designated as a gain of sex-specific gene expression could in fact be a loss of sex-specific gene expression pattern in multiple DO founder strains, and vice versa.

Each eQTL was associated with the DO mouse founder strain showing the highest absolute maximum contributing coefficient. An eQTL was said to be associated with more than one DO mouse founder strains if the contributing coefficient to the eQTL for a second strain was within 20% of that of the strain with the highest absolute maximum coefficient. The number of strains contributing to each eQTL is shown in Sheet A in S6 Table, columns BD, CD and DD; and the results are summarized in column FV.

Gain or loss of sex-biased CREs relevant to eQTL regulation (Fig 4E) was calculated for the 388 eQTLs that can be categorized (Sheet A in S6 Table, column X). Relevant CREs were first defined as those that contain strain-specific genetic variants from the regulating strain and that have the same directionality as the regulated gene (i.e., male-biased gene and male-biased enhancer). For eQTL categories #1–4, relevant sex-biased peaks and DHS were defined as those that lose sex-bias in the regulated strain (i.e., for a gene whose male-biased expression is lost in CAST liver, a B6-specific male-biased peak is considered relevant). For eQTL categories #5–8, relevant sex-biased peaks and DHS were defined as those that gain sex bias in the regulated strain (i.e., for a male-biased gene that gains male-biased expression in CAST liver, a CAST-specific male-biased peak is considered relevant). If the eQTL region included only a single relevant CRE (where, for the purposes of counting CREs, overlapping DHS and K27ac peaks are counted only once), then it was designated ’One’ in Fig 4E. If multiple relevant CREs fell within the eQTL region, or if no relevant CREs fell within the eQTL, then it was designated ’Multiple’ or ’None’, respectively (Sheet A in S6 Table, columns DU and DV).

### Strain-specific genetic variants within eQTLs

Both SNPs and Indels were incorporated into the custom CAST genome and were considered as genetic variants. Strain-specific conserved genetic variants were defined as variants that occur in B6 or CAST mice that do not have a genetic variant at the same genomic locus (defined as a single nt in mm9 reference coordinates) in any of the other seven DO founder mouse strains, as described [49]. Strain-specific, non-conserved genetic variants were defined as variants that occur in B6 or CAST mice that do have a genetic variant at the same genomic locus in at least one other DO founder mouse strain, however, the variant is different between the strains (e.g., A -> T in CAST mice and A -> C in PWK mice). Furthermore, only strain-specific conserved and strain-specific non-conserved strain-specific variants were evaluated in this study; we did not consider other genetic variants that distinguish CAST and B6 mice. Genetic variant overlap with CREs was defined using bedtools intersect. Browser screenshots presented in the figures mark only the strain-specific genetic variants within CREs (see S9D Fig). In total, we identified 10,195,846 genetic variants that met our definition of strain-specific in either CAST or B6 mice, of which 124,206 fell within CREs located within eQTL regions (S9D Fig). A B6-specific or CAST-specific variant occurs every 275 bp, on average, calculated based on the size of the mouse genome (2.8 x 10^9^ bp) and the total number of strain-specific variants (10,195,846).

The enrichment of strain-specific genetic variants in features (Fig 4B) was calculated for three sets of features: sex-biased CREs, defined as any sex-biased H3K27ac peak or sex-biased DHS in either strain (Sheets E-I in S5 Table); all CREs, defined as any lenient H3K27ac peak or DHS (Sheets A and C in S5 Table), which also includes robust H3K27ac peaks; and intra-motif, defined as any transcription factor (TF) motif, regardless of the expression level or activity of the TF in liver [131]. The database used represents B6 mouse (mm9) genomic coordinates for all predicted mouse TFs identified in [131] by integrating multiple sequence features into a probabilistic Bayesian model. Overlap was defined as a minimum of 1 bp overlap between a genetic variant in the regulating strain with a TF motif. The number of genetic variants within the indicated feature was calculated for all genetic variants genome-wide, all genetic variants within the 491 eQTLs associated with sex-biased genes, and all genetic variants within the intersection of the 383 intra-TAD eQTLs and the TAD containing the TSS of the regulated gene. This number is the observed value. To calculate the expected value, we generated 1,000 size-matched reshuffled features (same number and same width) and calculated the number of genetic variants falling within each reshuffled random feature. The median number for these 1,000 permutations is the expected value. Significance was assessed by empirical p value of the observed overlap relative to the distribution of expected overlaps from the set of 1,000 random permuted regions.

### Data visualization, clustering and general statistical tests

Visualization and clustering of heat maps was performed using Broad’s Morpheus software (https://software.broadinstitute.org/morpheus). For visualization in heat maps, gene expression was Z transformed by row. This matrix was then clustered based on average Euclidean distance between each gene across the 20 samples. Principal component analysis was performed using the prcomp and autoplot R packages [132]. Venn diagrams were generated using BioVenn [133]. Aggregate plots and heat maps for ChIP-seq and DNase-seq datasets were generated using Deeptools v2.3.3 [128]. Boxplots, bar graphs, cumulative distribution plots, and scatterplots were generated using GraphPad Prism (v7.0e). Specific statistical tests are noted as used. Generally, nonparametric tests comparing values (i.e., boxplots) used Mann-Whitney (M-W) tests, while distribution comparisons (i.e., cumulative frequency plots) used Kolmogorov-Smirnov (KS) tests. For graphs, p-values are marked by asterisks, as follows: *, p < 0.05; **, p < 0.01; ***, p < 0.001; and ns (not significant), p > 0.05. Boxplots are graphed to show 1.5*IQR (interquartile range, Tukey) and bars plots show the SEM around the mean per group.

### Gene Ontology and functional enrichment analysis

Functional annotation clustering for all indicated gene lists was performed using DAVID v6.8 [134] with high stringency for clustering, but otherwise using default parameters. Gene Ontology enrichment for molecular function was performed using DAVID using only the field “GOTERM_MF_DIRECT” and the output was ranked on the FDR column. Strain-specific, sex-biased TFs were identified from the list of 301 B6-unique or 207 CAST-unique sex specific gene lists. Strain-shared TFs were identified from the combined list of 211 standard and strict common sex-biased genes, which was filtered based on the associated gene ontology terms using DAVID analysis, based on molecular functions related to DNA binding or transcription factor activity (GO:0003677, GO:0043565, or GO:0000981). For shared sex-biased TFs to be considered expressed, a minimum of 2 of the 6 subgroups (male and female B6, CAST, and CD1 liver) had to have a median expression ≥ 1 FPKM. For a strain-specific TF to be considered expressed, the median expression in that strain must be ≥ 1 FPKM for at least one sex.

## Supporting information

S1 Fig Expression data across strains and sexes for select strain-conserved sex-biased genes and PCA analysis. **A-D**. The top of each panel shows aggregated Z scores for cluster MA and FA indicated in Fig 1B (for protein-coding genes) and 1C (for lncRNA genes). The bottom panels show mouse liver expression data for the 4 indicated strain-conserved sex-biased genes, in FPKM units for 6 pooled CD-1 samples (n = 3 per sex), 10 individual B6 samples (n = 5 per sex), and 10 individual CAST samples (n = 5 per sex). **C, D**. Principal component analysis (PCA) for the 144 strain shared sex-biased protein coding genes (C) and for the 78 strain shared sex-biased lncRNA genes (D) reveals separation by sex along PC1 and by strain along PC2. The variance along each principal component is shown on each axis.
(PDF) Click here for additional data file.

S2 Fig RNA-seq data for strain-unique sex-biased protein coding genes. Heat maps presenting relative expression levels across individual mouse livers (n = 20; 5 per sex in each strain) for 301 B6-unique sex-biased protein-coding genes (**A**) and for 207 CAST unique sex-biased protein-coding genes (**B**), based on data in Sheets C and D in S1 Table. Expression values are shown as Z-scores normalized per row to visualize patterns independent of the expression level. Log2 (M/F fold-change) values are shown at the left, with blue indicating male bias and purple indicating female bias for B6 (column marked ’B’) and CAST datasets (column marked ’C’). Hierarchical clustering was performed based on Euclidean distance and is shown to the left of each heat map, with colors indicating the cluster identity labelled to the right of the heat map. In **A**, clusters B1 and B2 comprise 238 genes that show higher expression in B6 mouse liver; and in **B**, clusters C1 and C2 comprise 142 genes that show higher expression in CAST mouse liver.
(PDF) Click here for additional data file.

S3 Fig RNA-seq data for strain-unique sex-biased lncRNA genes. Heat maps presenting relative expression levels across individual mouse livers (n = 20; 5 per sex in each strain) for 289 B6-unique sex-biased lncRNAs (**A**) and for 187 CAST-unique sex-biased lncRNAs (**B**), based on data in Sheets E and F in S1 Table. Formatting and presentation are as described in S2 Fig. In **A**, clusters B1 and B2 comprise 253 genes that show higher expression in B6 mouse liver, and in **B**, clusters C1, C2, C4, C5 comprise 152 genes that show higher expression in CAST mouse liver. The reduced number of CAST-specific sex-biased lncRNAs could be a reflection of more rapid evolution of non-coding genes, but also is likely a due to the inclusion of B6 but not CAST mice in the datasets used for discovery and annotation of liver-expressed lncRNA genes [1, 2].
(PDF) Click here for additional data file.

S4 Fig Expression data for TFs related to sex bias that do not show strain-specific expression. Expression data are presented as FPKM values for 6 pooled CD-1 livers (n = 3 per sex), 10 individual B6 livers (n = 5 per sex), and 10 individual CAST livers (n = 5 per sex). **A.** Three transcriptional regulators with well-established roles in liver sexual dimorphism (Stat5b, Foxa2, and Hnf4a). No sex-dependence or strain bias is found. **B.** Three transcriptional regulators that are expressed in a sex-dependent manner, and in the case of Cux2 and Bcl6, have established roles in the regulation of liver sexual dimorphism. **C**. Examples of sex-biased TF genes from S2A Fig, clusters B2, B3 and B4. These genes are putative transcriptional regulators presented in S3 Table. The three B6-unique sex-biased TFs also show sex-biased expression in CD-1 livers (fold-change > 1.5 and FDR < 0.05). **D.** Examples of sex-biased TF genes from S2B Fig, clusters C3 and C5. **E.** Shown is the total number of liver sex-biased protein-coding (PC) genes (*top*) and lncRNA genes (*bottom*) across B6, CAST, and CD-1 mice. The impact of increasing the threshold for sex bias from standard (2-fold) to 4-fold, both at FDR< 0.05, is also shown. From *left* to *right*, the number of sex-biased genes at the specified threshold is shown for the following groups: PolyA+ RNA-seq from B6 and CAST (this study), and from CD-1 mouse liver [3], B6 microarray (Jax Strain Survey 26), and CAST microarray (Jax Strain Survey 26; http://cgd.jax.org/gem/strainsurvey26/v1). A total of 852, 661, and 826 standard sex-biased genes were identified in B6, CAST, and CD-1 mice, respectively (protein coding and lncRNA genes combined). Similarly, a total of 391, 313, and 389 strictly sex-biased genes were identified in each strain, respectively.

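At a fold change above 4 and an adjusted p under 0.05, 146 protein-coding and 123 lncRNA genes were called in B6 and 128 and 107 in CAST liver by edgeR's quasi-likelihood test. With the replicate number as a block and filterByExpr, the numbers in CAST were 103 and 43, and with filterByExpr alone 104 and 44. With single livers left out, they ranged from 139 to 155 protein-coding genes in B6 and from 107 to 136 in CAST. The number of lncRNA genes in B6 moved most with limma on log2(FPKM + 1), to 4.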

(PDF) Click here for additional data file.

S5 Fig Strain-dependent epigenetic marks nearby sex-biased genes identified by DNase-qPCR and H3K27ac ChIP-qPCR. We used qPCR to interrogated known sex-biased enhancers, identified in CD-1 mouse liver (browser screen shots to the *right* of each panel), within 15 kb of the female-biased gene *Cyp3a16* (**A**), and the male-biased genes *Cyp7b1* (**B**) and *Gstp1* (**C**). All three genes have nearby CAST-specific TF binding sites, as identified in male mouse liver [4]; these strain-specific sites are statistically significant in all cases but with a magnitude of strain-preference varies, ranging up to >100-fold CAST-specific, as marked in the panels on the right side of each figure. Expression values (in FPKM) are from S1 Table and are based on RNA-seq using male B6 (cluster MB; n = 5), female B6 (cluster FB; n = 5), male CAST (cluster MC; n = 5), and female CAST (cluster FC; n = 5) mouse liver. The magnitude of sex bias calculated by EdgeR is shown above each pair of gray and green bars (linear M/F values). Genomic locations of the qPCR amplicons used to interrogate the DHS and H3K27ac-ChIp’d DNA are indicated in each browser panel, with primer sequences shown in Sheet A in S4 Table. Strain-specific TF binding sites are listed in S6 Table. DNase-qPCR results (set of 4 bars at the middle of each panel) are presented as the signal in the indicated genomic region divided by the average of 3 negative control regions (see Methods). **A**. Female-biased chromatin opening for a DHS on chromosome 5 near *Cyp3a16* is seen in CD-1 and CAST but not B6 mouse liver. For the enhancer neighboring *Cyp3a16*, female-biased chromatin opening is seen in CAST mouse liver (*, p = 0.0159) but not B6 mouse liver. Further, greater chromatin opening is seen in CAST relative to B6 (male B6 vs male CAST, * p = 0.0168; and female B6 vs female CAST liver, ** p = 0.0072; t-test). This strain difference in chromatin opening could be explained by CAST-specific binding of the TF Foxa1 at this genomic region, even though *Cyp3a16* is not differentially expressed between the strains. 

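*Cyp3a16* (on chromosome 5 of mm9 from 146197178 to 146230592 on the minus strand) was at 0.0540 ± 0.0348 FPKM (SD, n = 5) in male and 2.88 ± 2.15 in female B6 livers and at 0.113 ± 0.0685 in male and 2.77 ± 1.33 in female CAST livers. Between the strains it differed by a log2 value, B6 over CAST, of 0.16 (standard error 0.75, adjusted p = 0.900) in males and 0.036 (standard error 0.57, adjusted p = 0.988) in females, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with signs that changed when single livers were left out. *Cyp3a16* had a log2 fold change, male over female, of -2.53 (standard error 0.66, adjusted p = 0.0240) in B6 liver and -2.65 (standard error 0.46, adjusted p = 0.00100) in CAST liver, or -2.57 (adjusted p = 0.00884) in CAST liver with the replicate number as a block. The B6 call was lost with DESeq2 (adjusted p = 0.0720) and with the replicate number as a block and filterByExpr (adjusted p = 0.0754). It was also lost with single livers left out (adjusted p up to 0.0817). The log2 fold changes rest on the counts. The reads of *Cyp3a16* are uncertain, since it has near-identical copies and its deposited counts and FPKM change by different factors between libraries.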

The WashU Epigenome Browser screenshot (*right*) shows the DNase-seq signal for male (blue) and female (pink) CD-1 liver for the genomic region upstream of *Cyp3a16*, which includes four female-biased DHS (pink bars underneath DHS track). The female-biased DHS interrogated by qPCR overlaps a CAST-specific Foxa1 peak with 7.4-fold CAST binding preference (green horizontal bar; [4]). **B**. Male-biased chromatin opening for a DHS enhancer ~11 kb upstream of the male-biased gene *Cyp7b1* is seen in CD-1 and B6 but not in CAST mouse liver. 

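*Cyp7b1* (on chromosome 3 of mm9 from 17971950 to 18143338 on the minus strand) was at 87.7 ± 30.3 FPKM (SD, n = 5) in male and 7.83 ± 1.93 in female B6 livers and at 212 ± 56.1 in male and 96.5 ± 44.6 in female CAST livers. CAST females were 13.1-fold and CAST males 2.39-fold higher than those of B6, log2 differences, B6 over CAST, of -3.72 (standard error 0.28, adjusted p = 7.33e-12) and -1.26 (standard error 0.25, adjusted p = 0.000206). *Cyp7b1* had a log2 fold change, male over female, of 3.50 (standard error 0.21, adjusted p = 3.5e-09) in B6 liver and 1.05 (standard error 0.24, adjusted p = 0.0106) in CAST liver, or 1.16 (adjusted p = 0.00141) in CAST liver with the replicate number as a block. The male bias was 11.3-fold in B6 and 2.07-fold in CAST liver, and differed between them by 2.46 (standard error 0.36, adjusted p = 0.000152), or 2.44 (adjusted p = 1.65e-05) with the replicate number as a block (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).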

Correspondingly, *Cyp7b1* expression is much higher in CAST than in B6 female mouse liver, and the sex bias in expression is much lower in CAST liver. Browser screen shot shows the DNase-seq signal intensity for male and female CD-1 liver for the region immediately downstream of *Cyp7b1*, including 4 male-biased DHS (blue horizontal bars). DNase-qPCR results indicate a male-biased DHS in B6 but not CAST liver. This DHS overlaps a CAST-specific Cebpa peak with 1.5-fold CAST liver binding preference (green horizontal bars; [4]). **C**. ChIP-qPCR for genomic regions enriched for acetylation of lysine 27 on histone 3 (H3K27ac), which is associated with active promoters and enhancers. ChIP-qPCR results indicate male-biased H3K27ac marks in both mouse strains at an enhancer ~10 kb upstream of *Gstp1*, although the magnitude of male-biased gene expression is higher in B6 mouse liver. Browser screenshot shows H3K27ac ChIP-seq signal for male and female CD-1 liver for the region immediately upstream of *Gstp1*. A strong CAST-specific Foxa1 peak with >100-fold CAST binding preference (green horizontal bar; [4]) overlaps a separate male-biased H3K27ac peak.
(PDF) Click here for additional data file.

S6 Fig Differential ChIP-seq and DNase-seq results. **A.** Number of differential H3K27ac peaks between male and female B6 mouse liver (y-axis) binned by the magnitude of fold-change in sex bias (log2 F/M as calculated by diffReps; x-axis). Shown are those sites that overlap MACS2 peaks. Blue bars indicate male-biased sites, red bars indicate female-biased sites, black bars indicate sites below the 2-fold fold-change cutoff (either direction), and gray bars indicate sites with low read count (minimum 15 reads in up regulated condition). In B6 mouse liver, differential analysis of in-peak diffReps sites identified 2,288 sex-biased H3K27ac peaks, of which 1,256 were male-biased and 1,032 were female-biased. To be considered sex-biased, the M/F or F/M fold-change > 2 with an FDR < 0.05 (n = 5 per sex; see Methods). **B.** Shown is the number of differential H3K27ac sites between male and female CAST mouse liver, as described for panel A. In CAST mouse liver, differential analysis of in-peak diffReps sites identified 2,571 sex-biased H3K27ac peaks, of which 795 were male-biased and 1,776 were female-biased. To be considered sex-biased, the M/F or F/M fold-change > 2 with an FDR < 0.05 (n = 5 per sex). Numbers differ slightly from Fig 2A due to small number of sites showing divergent sex bias between strains and in some cases a peak region identified in one strain that overlaps two peaks in one of the other strains in Fig 2A. **C.** Shown is the number of differential DHS between male and female B6 mouse liver (y-axis) binned by the magnitude of fold change sex bias (log2 F/M as calculated by diffReps; x-axis). Shown are those sites that overlap MACS2 peaks. Blue bars indicate male-biased sites, red bars indicate female-biased sites, black bars indicate sites below the 1.5-fold fold-change cutoff (either direction), and gray bars indicate sites with low read count (minimum 10 reads in upregulated condition). In B6 mouse liver, differential analysis of in-peak diffReps sites identified 1,311 sex-biased DHS, of which 400 were male-biased and 911 were female-biased. To be considered sex-biased, the M/F or F/M fold-change > 1.5 with an FDR < 0.05 (n = 4 per sex). **D.** Shown is the number of differential DHS between male and female CAST mouse liver as described for panel C. In CAST mouse liver, differential analysis of in-peak diffReps sites identified 986 sex-biased DHS, of which 152 were male-biased and 834 were female-biased. To be considered sex-biased, the M/F or F/M fold-change > 1.5 with an FDR < 0.05 (n = 4 per sex). Numbers differ slightly from Fig 2B, as explained in panel B. **E.** Core sex-biased enhancers are consistently sex biased between individual biological replicate livers and across strains. Normalized ChIP-seq and DNase-seq signal are displayed around the peak midpoint +/-10 kb for 441 shared sex-biased ΔK27ac peaks (*top*) and 92 shared sex-biased ΔDHS (*bottom*). At right is shown aggregate plots for the indicated groups: male-biased H3K27ac peaks, female-biased H3K27ac peaks, male-biased DHS, and female-biased DHS. Groupings are indicated below the heat maps for males (horizontal blue bar), females (horizontal pink bar), B6 mice (gray bar), CAST mice (green bar). Aggregate plots for the indicated groupings (*right*) are shown for individual B6 males (dark blue), CAST males (light blue), B6 females (dark pink), and CAST females (light pink). **F.** All protein coding and lncRNA TSS were used for this analysis. Peak groups from *left* to *right* are (1) all lenient K27ac peaks or DHS (Sheets A and C in S5 Table), (2) all robust K27ac peaks of DHS (Sheets B and D in S5 Table), (3) “core” sex-biased K27ac peaks or DHS (Sheets E and F in S5 Table), (4) B6-unique sex-biased K27ac peaks or DHS (Sheets G and H in S5 Table), and (5) CAST-unique sex-biased K27ac peaks or DHS (Sheets I and J in S5 Table). **G.** Shown are aggregate plots of the conservation score for a 5-kb window surrounding the peak or the DHS midpoint for strain-shared peaks, strain-unique peaks, strain-shared sex-biased peaks, and strain-unique sex-biased peaks. Conservation scores representing vertebrate conservation (PhastCons 30-way; comparing 30 vertebrate species) were calculated for lenient strain-shared and lenient strain-unique peaks, as well as the strain-shared sex-biased peaks (“core”) or strain-unique sex-biased peaks (S4 Table). Scores are only shown for regions not overlapping coding regions, which are considered empty (nonzero) values.
(PDF) Click here for additional data file.

S7 Fig Additional core male-biased genes with local core male-biased enhancers. Annotations and formatting are as described in Fig 5. **A.** *Gstp1* is a male-biased gene in both B6 and CAST mouse liver (M/F fold-change = 9.2 and 5.3, respectively). **B.** *Elovl3* is a male-biased gene in both B6 and CAST mouse liver (M/F fold-change = 59.7 and 55.7, respectively). **C.** *Nudt7* is a male-biased gene in both B6 and CAST mouse liver (M/F fold-change = 3.5 and 4.0, respectively).
(PDF) Click here for additional data file.

S8 Fig Additional core female-biased genes with local core female-biased enhancers. Annotations and formatting are as described in Fig 5. **A.** *Acot3* and *Acot4* are female-biased genes in both B6 and CAST mouse liver. *Acot3* shows a greater magnitude of female-biased expression (F/M fold-change = 34 in B6 and 69 in CAST) compared to *Acot4* (F/M fold-change = 3.5 in B6 and 4.9 in CAST). **B.** *Cyp4a14* is a female-biased gene in both B6 and CAST mouse liver (F/M fold-change = 18.4 and 416, respectively). **C.** *Cux2* is a female-biased gene in both B6 and CAST mouse liver (F/M fold-change = 239 and 416, respectively).
(PDF) Click here for additional data file.

S9 Fig Approach for considering only CAST and B6 founder strains and filtering all DO mouse eQTLs for relevant variants within CREs. **A.** 491 eQTLs have CAST or B6 as the regulating strain in at least 1 of 3 comparisons: all DO mouse liver samples, DO male liver samples only, and DO female liver samples only. We identified 406 eQTLs for which CAST is the regulating strain and 85 for which B6 is the regulating strain. There are 7 possible combinations based on significant in all liver samples (A), significant in male liver samples (M), and significant in female liver samples (F), as indicated below the x-axis. The distribution of eQTLs in each of these 7 groups (per strain) is shown. **B.** *Left*: Boxplots indicating the absolute Log2 fold change of genes regulated by lenient eQTLs (blue) and genes regulated by robust eQTLs (red). The absolute fold change (M/F or F/M) of genes regulated by robust eQTLs is higher than those of genes regulated by lenient eQTLs (p = 6.12e-17, student’s T-test). *Right*: Boxplots indicating the maximum expression in Log2(FPKM+1) of genes regulated by lenient eQTLs (blue) and genes regulated by robust eQTLs (red). The median expression of genes regulated by robust eQTLs is higher, but this difference is not significant (p = 0.0831, student’s T-test). **C.** *Left*: Boxplots indicating the distribution of sizes of eQTLs for which B6 (median size 2.14 Mb; n = 406) or CAST (median size 1.7 Mb; n = 85) is the regulating strain. *Right*: Boxplots indicating the number of strain-specific variants in eQTLs for which B6 (median variant count 320; n = 85 eQTLs) or CAST (median variant count 6,299; n = 406 eQTLs) is the regulating strain. **D.** Flowchart depicting the filtering strategy for identifying strain-specific SNPs and Indels relevant for sex-biased gene expression. All variants specific to CAST or B6 mice across the 8 founder strains were filtered to consider only those that fall within the 491 eQTLs associated with sex-biased genes, and for which CAST or B6 is the regulating strain. Finally, variants falling within the TAD-eQTL overlap and within cis-regulatory elements are considered as the most likely candidate regulatory variants. Functionally, this approach filters the total of 10,195,846 strain specific variants down to 32,050 intra-TAD and intra-eQTL variants that may be associated with gain or loss of sex bias. **E.** Diagram of the genomic regions considered, based on either: 1) the entire eQTL span (blue); 2) the TAD that contains the TSS of the regulated gene (orange); or 3) the intersection of the TAD with the eQTL containing the TSS (green). **F.** Impact of considering the intersection of the multiple overlapping eQTLs, or the intersection of the eQTL with the TAD containing the TSS of the regulated gene, on interval size and number of strain-specific variants in the regulating strain per interval. *Top*: Boxplots showing the impact on interval size in kilobases. *Bottom*: boxplots showing the impact on number of variants per interval. Intersection of intervals is only applicable to the n = 218 eQTLs that are significant in at least 2 of 3 groups described in S9A Fig (A, M, and F) and are overlapping. TAD-eQTL intersection is only possible for the n = 383 intra-TAD eQTLs (Fig 4A). See Sheet A in S6 Table, columns Q-S (interval size) and columns T-V (number of strain-specific variants). **G, H.** Shown in **G** is a Venn diagram indicating the 286 eQTLs to which we were able to assign “gain/enhancement” or “loss/reduction” of sex-bias, as shown in Fig 4C. Of the 491 eQTLs regulating sex-biased genes that also have CAST or B6 as the regulating strain, 355 regulate genes that are sex-biased in either CAST or B6 mouse liver, as determined in this study by differential analysis of RNA-seq datasets. Similarly, 388 of the 491 eQTLs could be grouped into categories #1–8 (Fig 4C) based on stronger eQTL effect in male or in female DO mouse liver, with CAST or B6 as the regulating strain in the set of DO mice with the stronger LOD effect (see Methods). 286 eQTLs represent the overlap between these two groups, which are significantly sex biased in either B6 or CAST mouse liver (FDR < 0.05; no fold-change restriction) and are significant in DO male liver alone or DO female liver alone for categorization. Further details on eQTL characterization are shown in **H**.
(PDF) Click here for additional data file.

S10 Fig Single causal variants within eQTLs related to strain-specific sex-biased gene expression. Annotations and formatting are as described in Fig 5. **A.** The male-biased gene *Olfm2* is repressed in CAST male liver, resulting in a loss of sex-biased expression in CAST mice (category #1 eQTL). This repression is associated with multiple genetic variants falling within a male-biased peak that is lost in CAST mice (this is the only such region in the eQTL; see Sheet A in S6 Table). Two of these variants show substantial binding preference for B6 over CAST for the TFs Cebpa (16-fold) and Foxa1 (9-fold) in male mouse liver (orange bars). CAST is the regulating strain for this gene only in male DO mice (LOD = 10.41 in DO males with regression coefficient of -1.0). Significant male-biased expression is observed only in B6 (11-fold M/F) and not in CAST mouse liver. **B.** The female-biased gene *Enpp1* is activated in B6 female liver, resulting in a gain of sex-biased expression in B6 mice (category #8 eQTL). This repression is associated with 4 potential genetic variants falling within a female-biased peak that is only female-biased in B6 (this is the only such region in the eQTL; see Sheet A in S6 Table). B6 is the regulating strain for this gene only in females and no strain is significant in male DO samples (LOD = 10.44 in CAST female with regression coefficient of -0.91) Significant female-biased expression is observed only in B6 (2.1-fold F/M) and not in CAST liver. **C.** The male-biased gene *Bok* is repressed in CAST female liver, resulting in a small increase in the magnitude of sex-bias in CAST liver (category #7 eQTL). This repression is associated with multiple genetic variants within a *Bok* intronic H3K27ac enhancer peak that is male-biased in CAST but is not sex-biased in B6 liver. CAST is the regulating strain for this gene only in female DO mice (LOD = 10.44 in DO females; regression coefficient, -0.91). The significant male-biased expression seen in B6 liver (2-fold M/F) is retained, and is moderately increased in CAST liver (2.3-fold F/M). Browser screenshot shows a CRE with male-biased H3K27ac in CAST but not B6 liver. Data presented as in Fig 5. **D.** Browser screenshot shows normalized sequence read signal tracks, as in panel C, but superimposed by sex. This allows direct comparison of normalized sequence read abundance between B6 and CAST mouse liver of the same sex. The lower H3K27ac mark accumulation at the promoter of *Bok* in CAST female compared to B6 female liver (second track from the top) accounts for the observed gain of male bias at this CRE (a characteristic of category #7 eQTL). B6 tracings are shown in pink (female) or blue (male), while CAST tracings are shown in green for all tracks. The lower expression of *Bok* in CAST male liver compared to B6 male liver, seen in the expression data in panel A, could be due to the decrease in chromatin opening (DNase-seq data) that is seen in CAST male liver (asterisk).
(PDF) Click here for additional data file.

S11 Fig Additional example of coordinated activation of multiple enhancers in female leading to increased sex-biased gene expression (*Bmper*, category #8 eQTL). Annotations and formatting are as described for Fig 5. **A.** The female-biased gene *Bmper* is activated only in CAST female liver, resulting in a robust enhancement of female-biased expression in CAST mouse liver (significant only in CAST female; category #8 eQTL). This activation is associated with multiple genetic variants falling within several CREs, including both strain-shared male-biased peaks and CAST-unique male-biased peaks. CAST is the regulating strain only in female DO mouse liver, suggesting a strong sex-dependence of this effect (LOD = 18.69 in DO male livers with regression coefficient of +1.19). Given that there are two strain-shared (or “core”) female-biased enhancers, it is reasonable to conclude that one or both are sufficient to maintain female-biased expression (4.9-fold F/M in B6), while the additional sites are either additive or synergetic in further enhancing the expression and female bias in CAST liver (F/M fold-change of 17.4 in CAST). **B.** Shown is a WashU Epigenome Browser screenshot containing multiple CRE elements that gain female bias and activity in CAST liver in the genomic region neighboring the female-biased gene *Bmper*. Gray bars indicate single variants and red indicates multiple variants (2 or more) in the CAST Variants track. Additionally, three tracks indicate the strain-specificity of transcription factor binding (green indicates CAST-specific; orange indicates B6-preference) for three TFs: Cebpa, Foxa1, and Hnf4a (top to bottom).
(PDF) Click here for additional data file.

S12 Fig Coordinated CRE activation in female CAST liver leads to loss of male bias. **A.** Three genes showing significant male-biased expression in B6 but not CAST liver. All three genes are up regulated by category #3 eQTLs, with CAST being the regulating strain in female but not male DO liver (S12 Fig), resulting in the loss of sex biased expression in CAST liver. *, significant M/F expression at FDR < 0.05. Data is presented as described in Fig 5. **B.** Browser screenshot showing multiple CREs male-biased in B6 but not CAST liver; only one CRE retains partial male bias in CAST liver (black asterisk). CAST Variants tracks: gray bars, single variants; red bars, multiple variants. Unique: strain-specific variants; All, all variants between B6 and CAST liver. Three other tracks indicate strain-specificity for transcription factor binding: green, CAST-preferential; orange, B6-preferential, as in Fig 7B. Red asterisk: DHS showing the relevant pattern of sex bias (loss of male bias in CAST) that lacks a strain-specific SNP/Indel. Red arrows, two CREs (K27ac and DHS) that show strain-specific sex dependence While the DHS at the TSS of *lnc9349* does not contain a CAST-specific SNP/Indel, it does contain two SNPs that are shared between CAST and PWK, which are different from the mm9 reference allele (B6). Data is presented as described in Fig 5. **C, D, E.** eQTL analysis for three B6 mouse liver male-biased genes that loose sex-specific expression in CAST mouse liver. *Rassf3*, *lncRNA9349* and *lncRNA9351* all show male-biased expression in B6 mouse liver that is lost in CAST mice due to an activating eQTL seen in female, but not male DO mice (category #3: activation of a male-biased gene in female liver; Fig 4C), for which CAST was identified as the regulating strain, as seen here. No regulating strains were identified for male DO mice for *lnc9349*, and neither B6 nor CAST were the regulating strains for *Rassf3* or *lnc9351*. Annotations and formatting are as described for Fig 5.
(PDF) Click here for additional data file.

S13 Fig eQTL analysis and browser screenshots for *Sult3a-Rsph4a* region on chr10. Annotations and formatting are as described for Fig 5. **A-C.** eQTL analysis results for three sex-biased genes from chr10, with data presented as in Fig 5. Extensive strain effects are seen in both male and female for *Gm4794* and *Sult3a2* (positive coefficients in male and female DO mice with CAST as regulating strain, but stronger in male liver), whereas *Rsph4a* shows significant negative regulation in female but not male liver with CAST as regulating strain. **D.** Zoomed in screenshot for the *Sult3a1* region (gene body and ~10 kb upstream) shown in Fig 8B, to better visualize the female-biased enhancer activity unique to CAST mice. Red asterisks indicate CREs showing strain bias but that lack any strain-specific SNPs/Indels (see Discussion). **E.** Zoomed in screenshot for the *Rsph4a* promoter region shown in Fig 8B, to better visualize the female-biased promoter activity unique to B6 mice. Of several CAST-specific variants within the B6-specific female-biased H3K27ac peak, one variant disrupts an HNF6 binding motif. This is also the only HNF6 motif within a female-biased HNF6 binding site in CD-1 liver in this eQTL region. We hypothesize that disruption of this motif results in observed loss of female-biased expression in CAST mouse liver seen in Fig 8A.
(PDF) Click here for additional data file.

S1 Table Strain-shared and strain-unique (strain-specific) sex-biased genes. Included are genes that are sex-biased in both B6 and CAST (sheets A and B), and genes that are sex-biased only in B6 (sheet C for PCGs, sheet E for lncRNAs) or only in CAST (sheet D for PCGs, sheet F for lncRNAs).
(XLSX) Click here for additional data file.

S2 Table Gene Ontology analysis. Shown are the results of GO term analysis (GO molecular function and functional annotation clustering) for core sex-biased genes and strain-unique sex-biased genes.
(XLSX) Click here for additional data file.

S3 Table Sex-biased transcription factors. Sheet A shows B6/CAST shared sex-specific TFs, as described above. Sheet B shows putative B6-unique sex-specific TFs. Sheet C shows putative CAST-unique sex-specific TFs.
(XLSX) Click here for additional data file.

S4 Table Primers, RNA-seq, ChIP-seq, and DHS-seq stats. Summary of quality control metrics on a per sample basis and those used to qualify samples. This includes primer sequences used for qPCR in sheet S4A. Five primer pairs were used to determine signal over noise for two sex independent regions and 3 negative control regions. RNA-seq, ChIP-seq, and DNase-seq metrics are presented in sheets 4B, 4C, and 4D, respectively.
(XLSX) Click here for additional data file.

S5 Table ChIP-seq and DHS peak regions. Sheets A-D shows the genomic coordinates of all peaks and DHS, including: all K27ac peaks, all robust H3K27ac peaks, all DHS, and all robust DHS. Sheets E and F show the genomic coordinates of core sex-biased H3K27ac peaks and core sex-biased DHS. Sheets G-H show the genomic coordinates of strain unique sex-biased peaks and DHS, including: B6-unique sex-biased peaks/DHS and CAST unique sex-biased peaks/DHS.
(XLSX) Click here for additional data file.

S6 Table eQTL listings. Summary of eQTL analysis, incorporating findings from RNA-seq, ChIP-seq, and DNase-seq analysis of livers from male and female B6 and CAST mice. The primary results are presented in sheet A, summarizing characteristics of the full set of 491 eQTLs, and identifies the robust subset of 168 eQTLs described in the text. Sheet B lists the peak names of all peaks overlapping variants within eQTLs, which can be cross-referenced with S5 Table. Sheet C lists the sex-biased genes unique to CAST that were used to supplement the sex-biased genes identified previously by Melia and Waxman (only CAST microarray data was available previously). Sheets D-F provide strain-specific and strain-shared TF binding information for Cebpa, Foxa1, and Hnf4a. Sheet G identifies key eQTL subsets described in the text.
(XLSX) Click here for additional data file.

# Supplementary material for: Harnessing natural variation to identify cis regulators of sex-biased gene expression in a multi-strain mouse liver model
**Source:** PLoS Genet. 2021 Nov 9;17(11):e1009588. doi: 10.1371/journal.pgen.1009588
**Supplement:** S2 Fig — Heat maps presenting relative expression levels across individual mouse livers (n = 20; 5 per sex in each strain) for 301 B6-unique sex-biased protein-coding genes (A) and for 207 CAST unique sex-biased protein-coding genes (B), based on data in Sheets C and D in S1 Table. Expression values are shown as Z-scores normalized per row to visualize patterns independent of the expression level. Log2 (M/F fold-change) values are shown at the left, with blue indicating male bias and purple indicating female bias for B6 (column marked ’B’) and CAST datasets (column marked ’C’). Hierarchical clustering was performed based on Euclidean distance and is shown to the left of each heat map, with colors indicating the cluster identity labelled to the right of the heat map. In A, clusters B1 and B2 comprise 238 genes that show higher expression in B6 mouse liver; and in B, clusters C1 and C2 comprise 142 genes that show higher expression in CAST mouse liver.

**A.** 301 B6-unique sex-biased protein-coding genes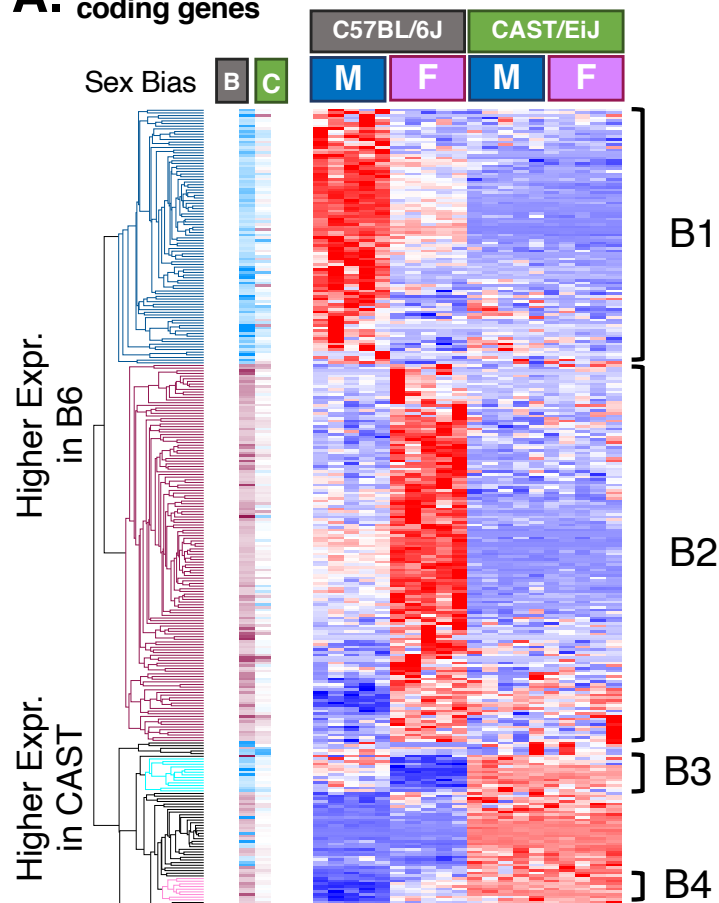**B.** 207 CAST-unique sex-biased protein-coding genes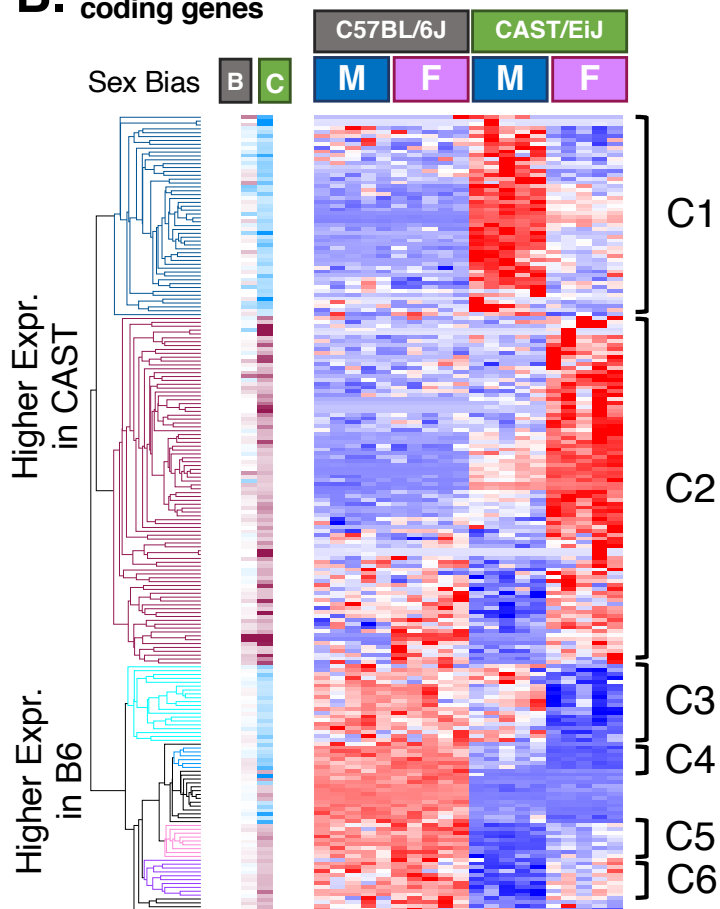

Row Z Score: -2.00 0.00 2.00

 $\log_2(\text{M/F fold-change})$ : -5.00 0.00 5.00

# Supplementary material for: Harnessing natural variation to identify cis regulators of sex-biased gene expression in a multi-strain mouse liver model
**Source:** PLoS Genet. 2021 Nov 9;17(11):e1009588. doi: 10.1371/journal.pgen.1009588
**Supplement:** S4 Fig — Expression data are presented as FPKM values for 6 pooled CD-1 livers (n = 3 per sex), 10 individual B6 livers (n = 5 per sex), and 10 individual CAST livers (n = 5 per sex). A. Three transcriptional regulators with well-established roles in liver sexual dimorphism (Stat5b, Foxa2, and Hnf4a). No sex-dependence or strain bias is found. B. Three transcriptional regulators that are expressed in a sex-dependent manner, and in the case of Cux2 and Bcl6, have established roles in the regulation of liver sexual dimorphism. C. Examples of sex-biased TF genes from S2A Fig, clusters B2, B3 and B4. These genes are putative transcriptional regulators presented in S3 Table. The three B6-unique sex-biased TFs also show sex-biased expression in CD-1 livers (fold-change > 1.5 and FDR < 0.05). D. Examples of sex-biased TF genes from S2B Fig, clusters C3 and C5. E. Shown is the total number of liver sex-biased protein-coding (PC) genes (top) and lncRNA genes (bottom) across B6, CAST, and CD-1 mice. The impact of increasing the threshold for sex bias from standard (2-fold) to 4-fold, both at FDR< 0.05, is also shown. From left to right, the number of sex-biased genes at the specified threshold is shown for the following groups: PolyA+ RNA-seq from B6 and CAST (this study), and from CD-1 mouse liver [3], B6 microarray (Jax Strain Survey 26), and CAST microarray (Jax Strain Survey 26; http://cgd.jax.org/gem/strainsurvey26/v1). A total of 852, 661, and 826 standard sex-biased genes were identified in B6, CAST, and CD-1 mice, respectively (protein coding and lncRNA genes combined). Similarly, a total of 391, 313, and 389 strictly sex-biased genes were identified in each strain, respectively.

## Strain-conserved TFs

### Sex-independent TFs

### Sex-biased TFs

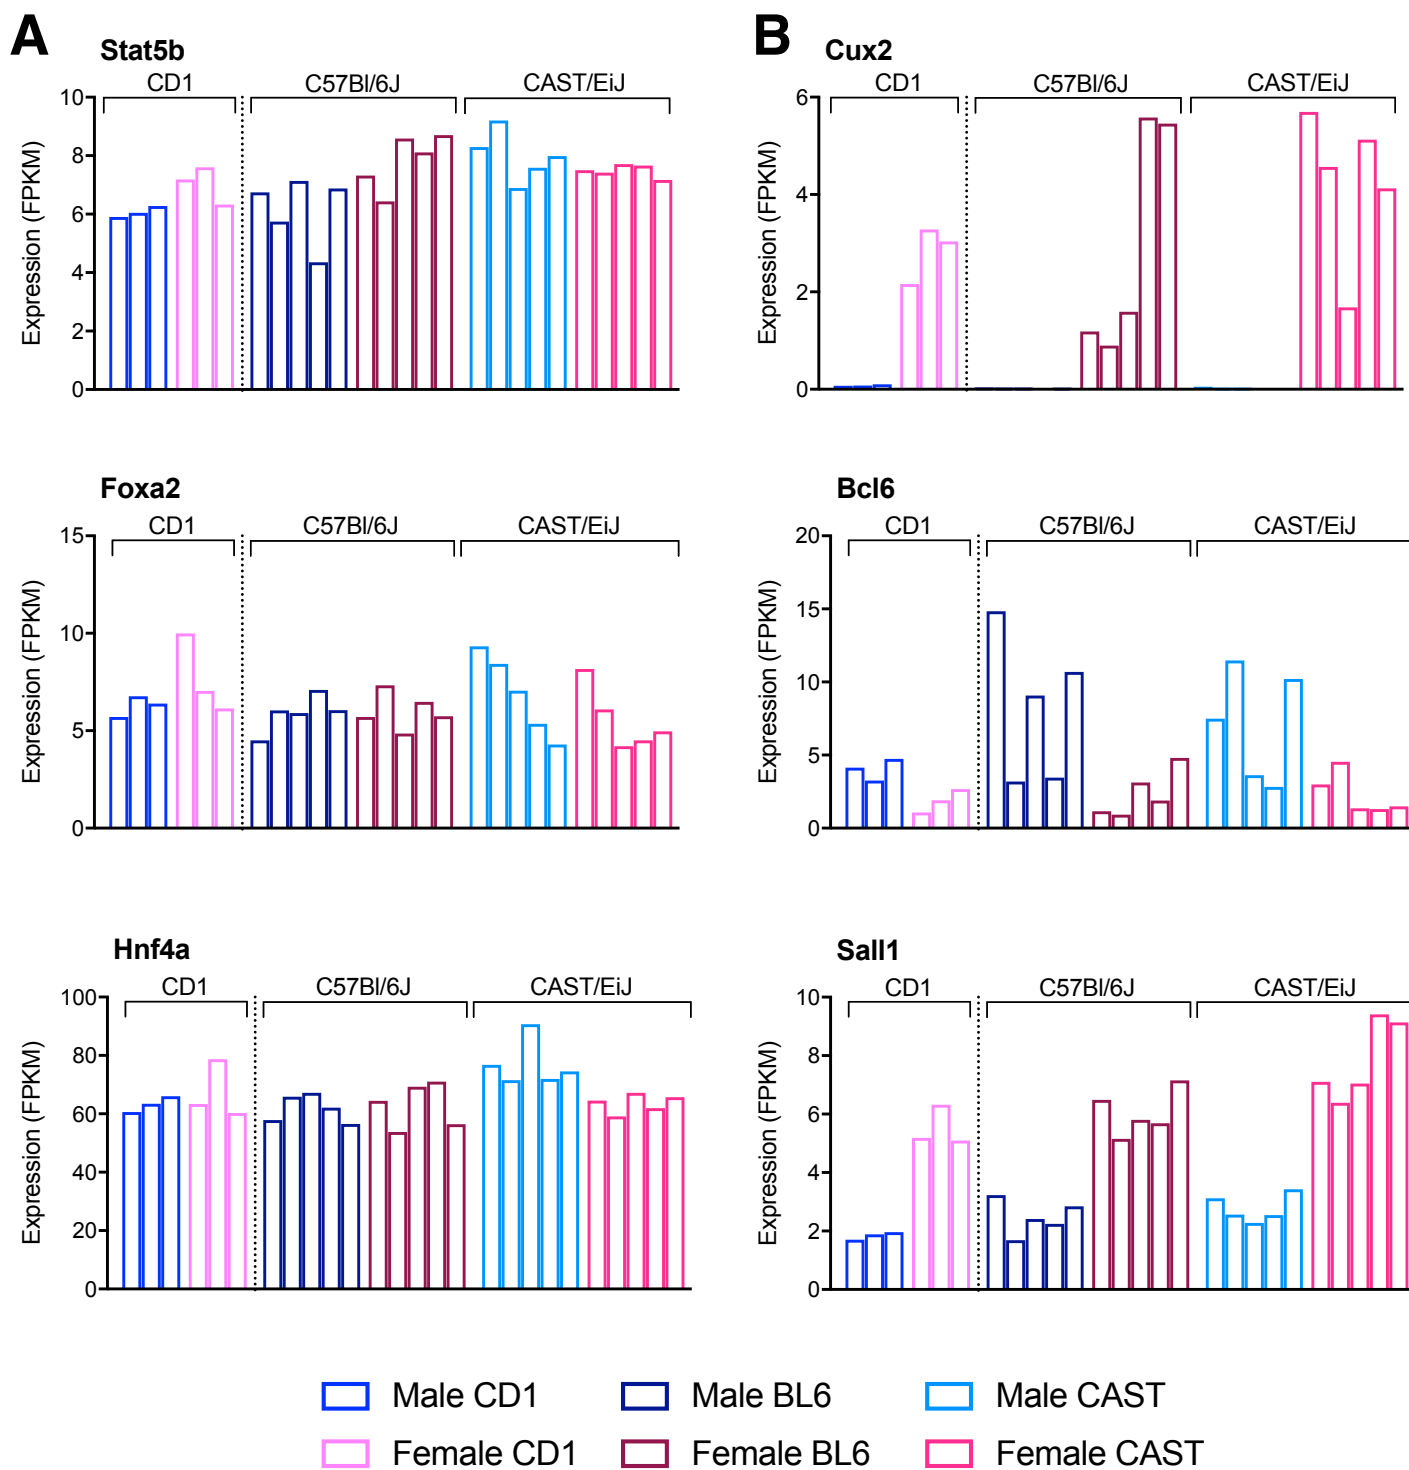

Strain-dependent TFs

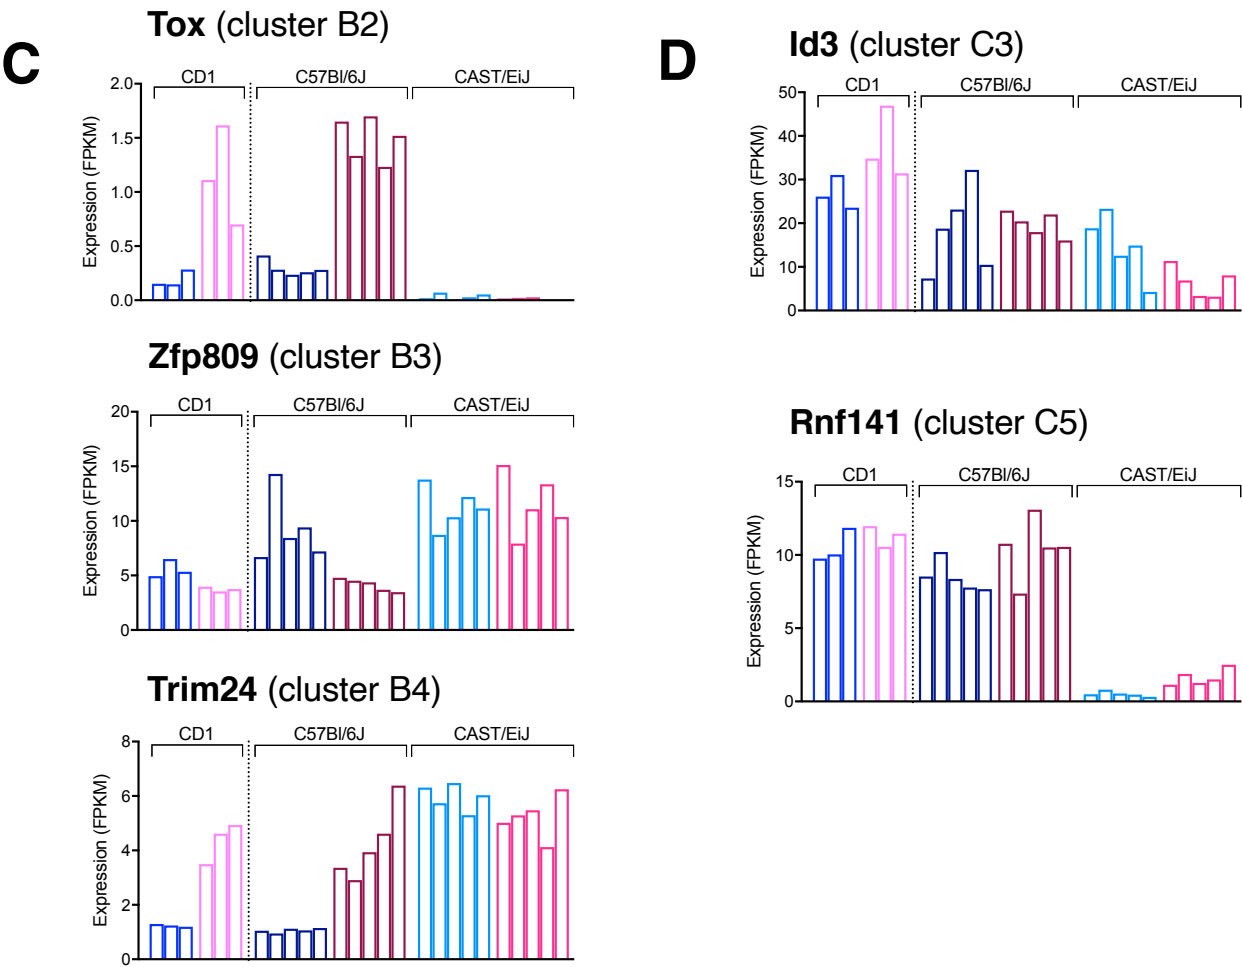

**E**

|                             | Number of genes |              |         | Microarray (3)       |          |
|-----------------------------|-----------------|--------------|---------|----------------------|----------|
|                             | C57BL/6J (1)    | CAST/EiJ (1) | CD1 (2) | C57BL/6J             | CAST/EiJ |
| PC-genes (excl. chrY)       |                 |              |         |                      |          |
| Sex-biased (standard)       | 480             | 392          | 490     | 157                  | 104      |
| Sex-biased (strict; FC > 4) | 183             | 149          | 192     | 18                   | 14       |
| lncRNAs (excl. chrY)        |                 |              |         | (1) This study       |          |
| Sex-biased (standard)       | 372             | 269          | 336     | (2) GSE98586         |          |
| Sex-biased (strict; FC > 4) | 208             | 164          | 197     | (3) Jax strainsurvey |          |

# Supplementary material for: Harnessing natural variation to identify cis regulators of sex-biased gene expression in a multi-strain mouse liver model
**Source:** PLoS Genet. 2021 Nov 9;17(11):e1009588. doi: 10.1371/journal.pgen.1009588

**A** *Cyp3a16* (Cluster FA)

DHS ~14 kb upstream of TES

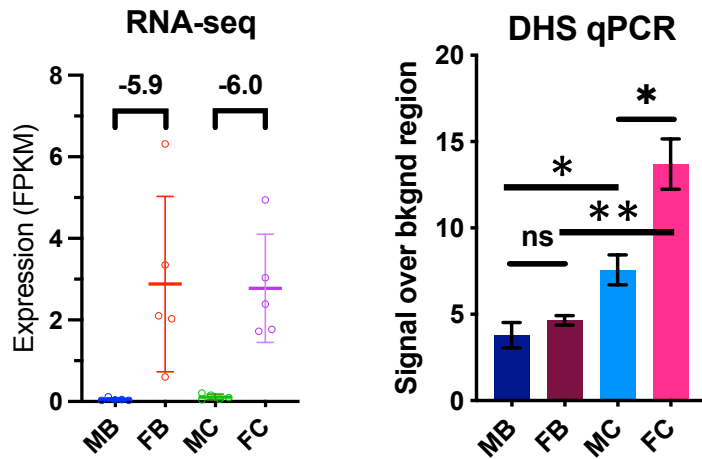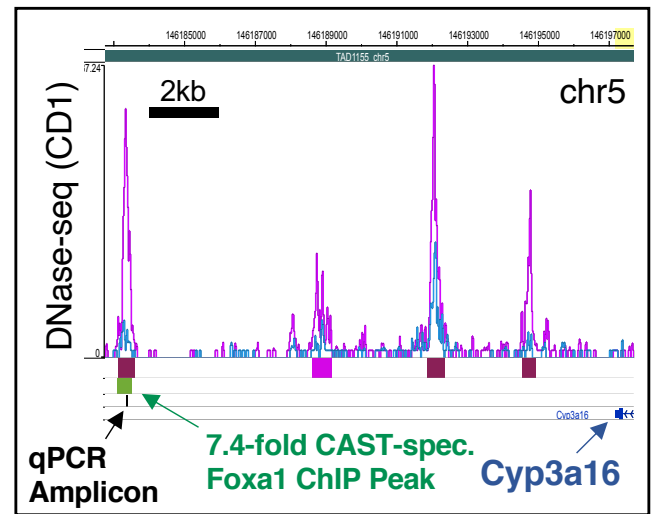**B** *Cyp7b1* (Cluster MC2)

DHS ~11 kb downstream of TSS

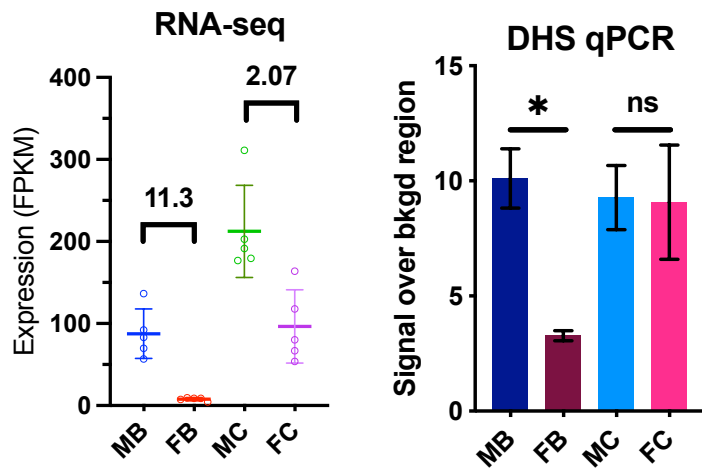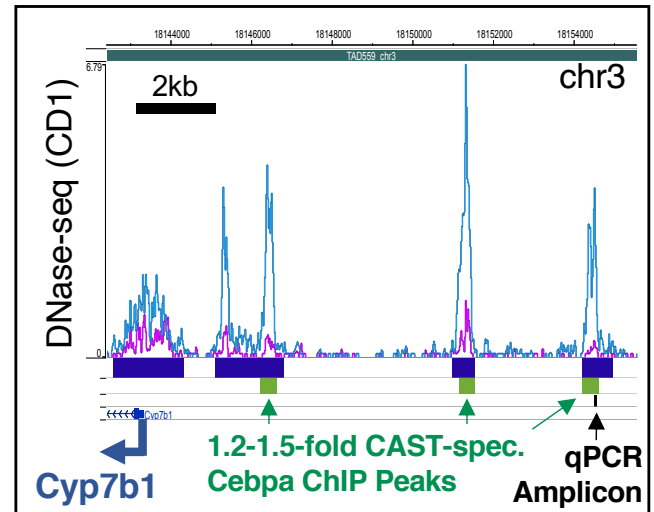**C** *Gstp1* (Cluster MA)

DHS ~10 kb upstream of TES

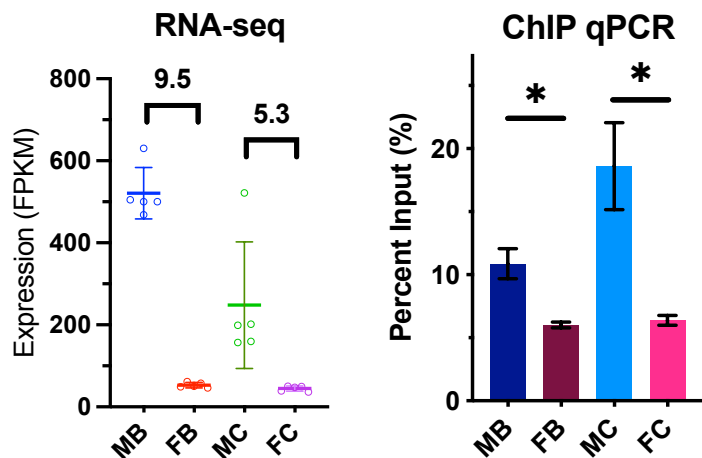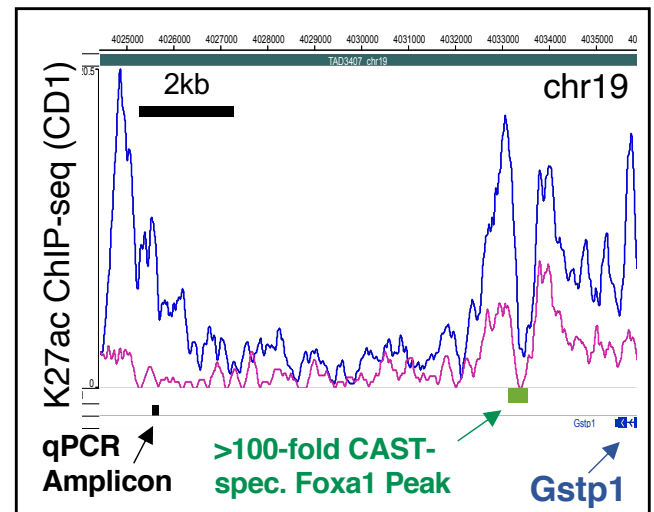

**Supplement:** S5 Fig — We used qPCR to interrogated known sex-biased enhancers, identified in CD-1 mouse liver (browser screen shots to the right of each panel), within 15 kb of the female-biased gene Cyp3a16 (A), and the male-biased genes Cyp7b1 (B) and Gstp1 (C). All three genes have nearby CAST-specific TF binding sites, as identified in male mouse liver [4]; these strain-specific sites are statistically significant in all cases but with a magnitude of strain-preference varies, ranging up to >100-fold CAST-specific, as marked in the panels on the right side of each figure. Expression values (in FPKM) are from S1 Table and are based on RNA-seq using male B6 (cluster MB; n = 5), female B6 (cluster FB; n = 5), male CAST (cluster MC; n = 5), and female CAST (cluster FC; n = 5) mouse liver. The magnitude of sex bias calculated by EdgeR is shown above each pair of gray and green bars (linear M/F values). Genomic locations of the qPCR amplicons used to interrogate the DHS and H3K27ac-ChIp’d DNA are indicated in each browser panel, with primer sequences shown in Sheet A in S4 Table. Strain-specific TF binding sites are listed in S6 Table. DNase-qPCR results (set of 4 bars at the middle of each panel) are presented as the signal in the indicated genomic region divided by the average of 3 negative control regions (see Methods). A. Female-biased chromatin opening for a DHS on chromosome 5 near Cyp3a16 is seen in CD-1 and CAST but not B6 mouse liver. For the enhancer neighboring Cyp3a16, female-biased chromatin opening is seen in CAST mouse liver (*, p = 0.0159) but not B6 mouse liver. Further, greater chromatin opening is seen in CAST relative to B6 (male B6 vs male CAST, * p = 0.0168; and female B6 vs female CAST liver, ** p = 0.0072; t-test). This strain difference in chromatin opening could be explained by CAST-specific binding of the TF Foxa1 at this genomic region, even though Cyp3a16 is not differentially expressed between the strains. The WashU Epigenome Browser screenshot (right) shows th

# Supplementary material for: Harnessing natural variation to identify cis regulators of sex-biased gene expression in a multi-strain mouse liver model
**Source:** PLoS Genet. 2021 Nov 9;17(11):e1009588. doi: 10.1371/journal.pgen.1009588

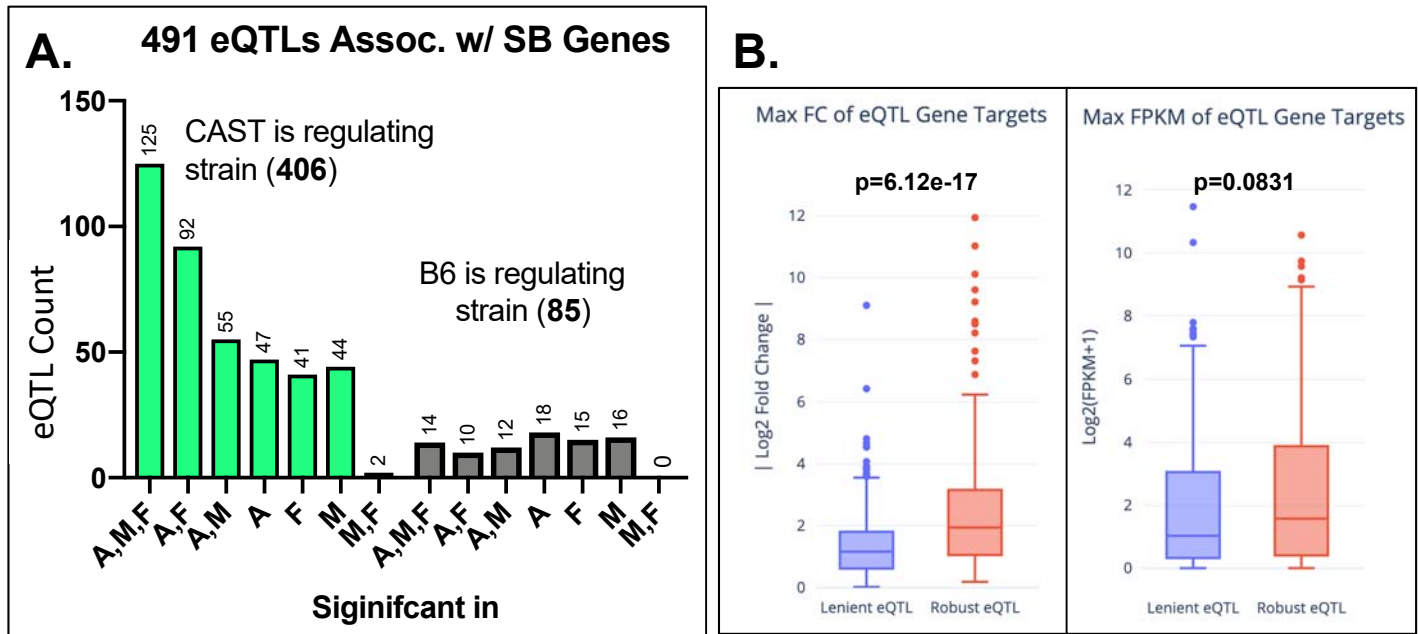

### C. eQTL Characteristics by Strain

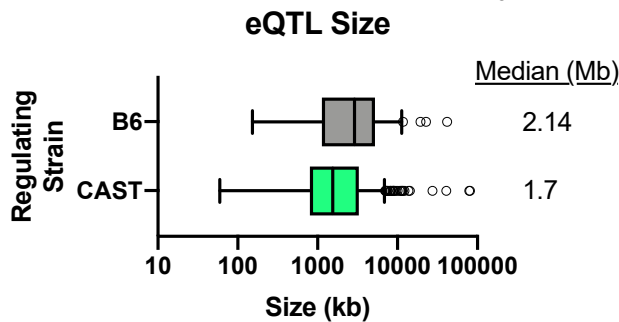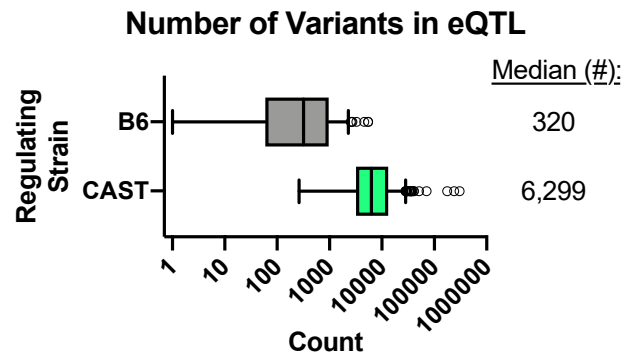

### D.

#### Strain-specific from the regulating strain for all:

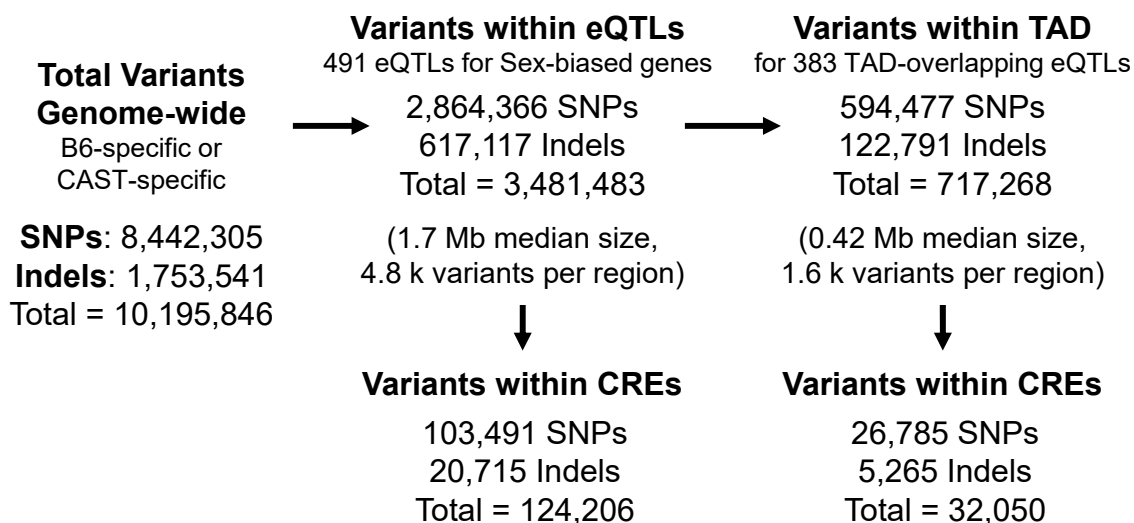

E.

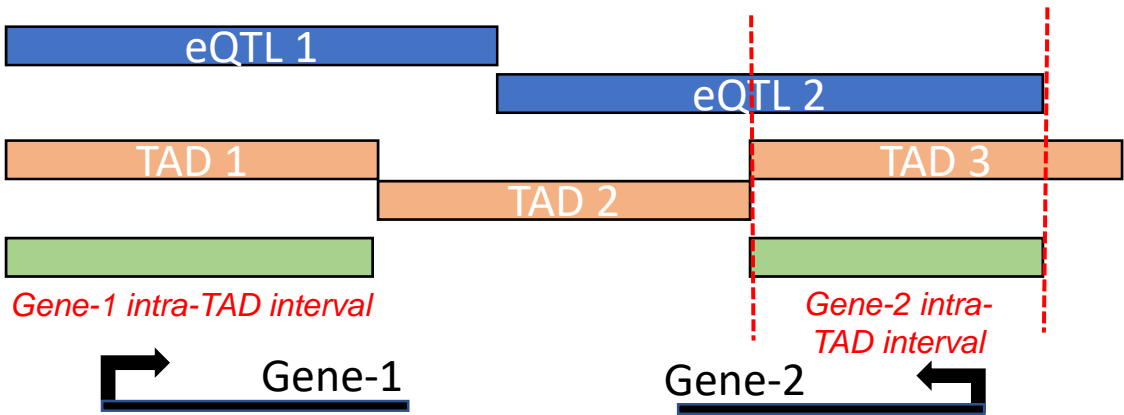

F. eQTL Interval Filtering

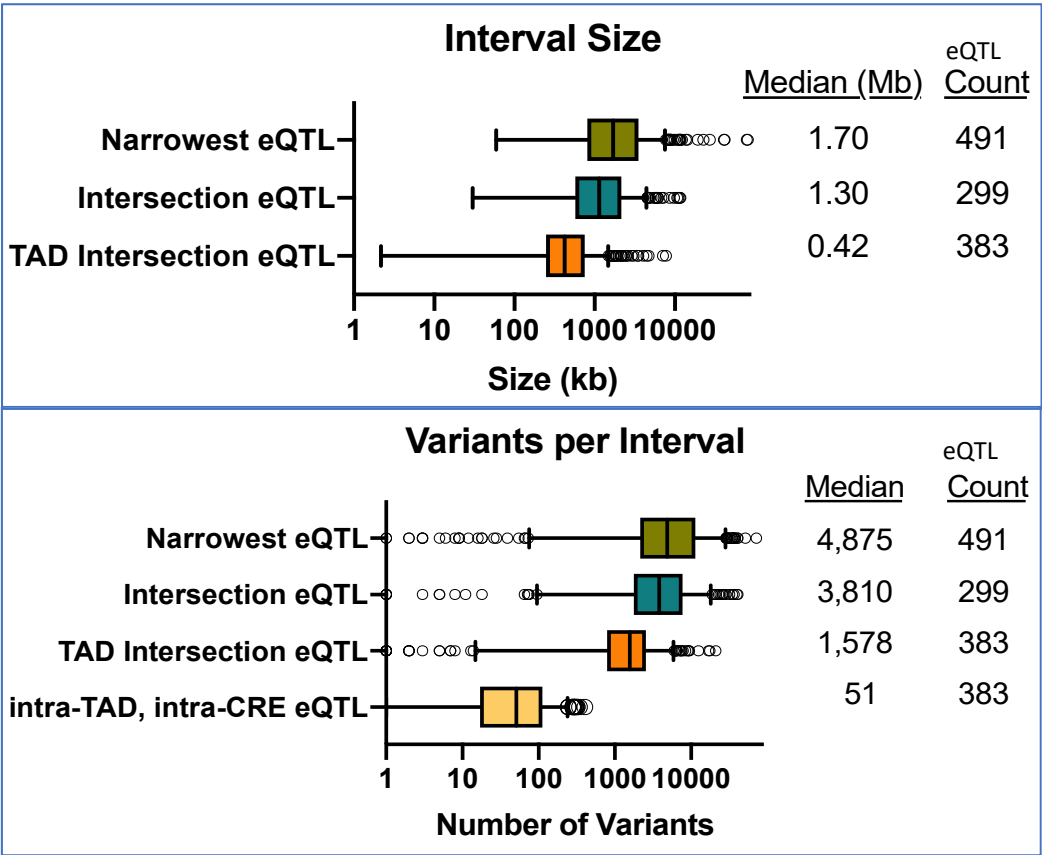

## G. eQTL Categorization (see Table S6G for lists eQTL subsets)

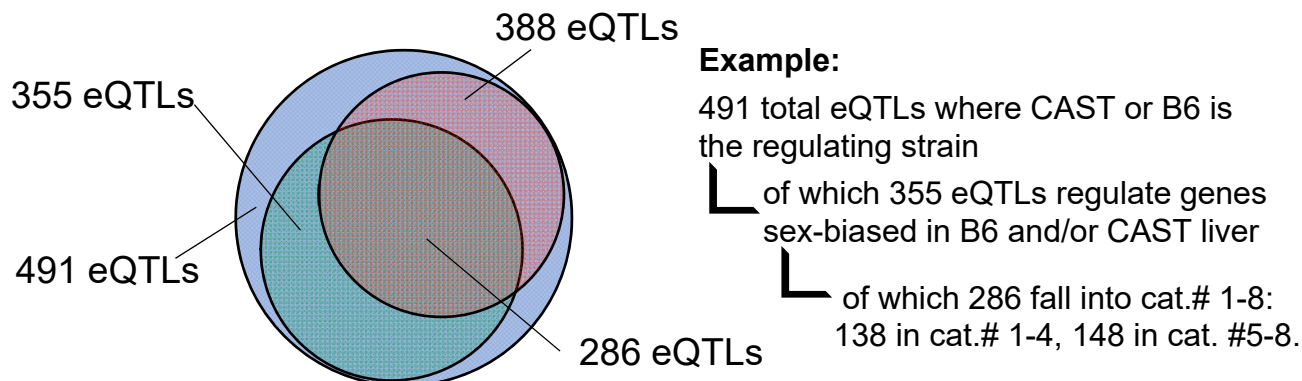

**491 eQTLs:** Total number of eQTLs for which the regulating strain is CAST or B6 and the regulated gene is sex-biased in at least one DO founder strain

**355 eQTLs:** eQTLs for which the regulating strain is CAST or B6 and the regulated gene is sex-biased in B6 and/or CAST (sex bias based on RNA-seq, this study)

**388 categorized eQTLs:** eQTLs for which the regulating strain is CAST or B6, the regulated gene is sex-biased in at least one DO founder strain, the eQTL is stronger in male than female DO mice (by LOD score), or vice versa, and CAST or B6 is the regulating strain for the cohort (male-only or female-only DO) with the stronger effect.

**286 eQTLs:** Intersection of the set of 355 eQTLs regulating genes showing sex-bias in CAST and/or B6 mouse liver with the set of 388 categorized eQTLs, described above.

## H. eQTL Categorization, cont'd. (see Table S6G)

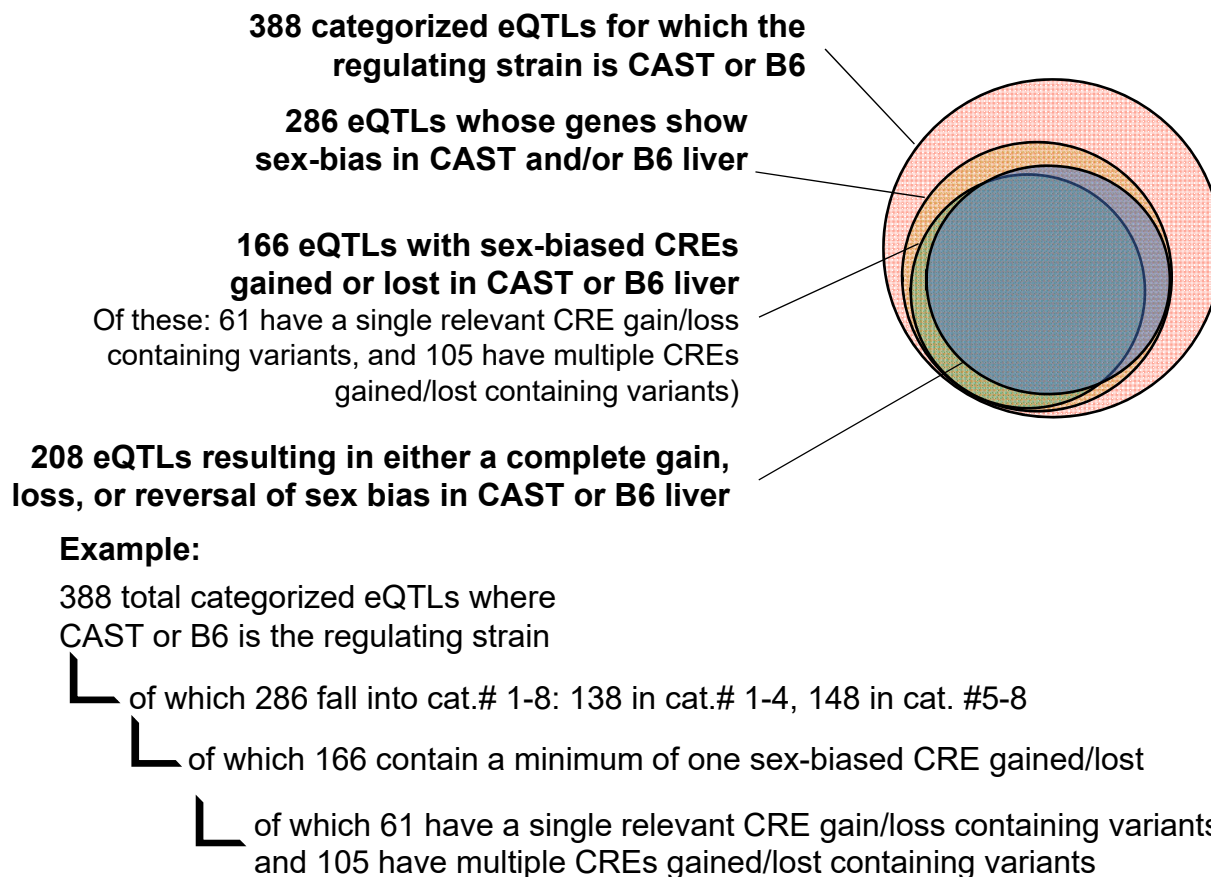

**Supplement:** S9 Fig — A. 491 eQTLs have CAST or B6 as the regulating strain in at least 1 of 3 comparisons: all DO mouse liver samples, DO male liver samples only, and DO female liver samples only. We identified 406 eQTLs for which CAST is the regulating strain and 85 for which B6 is the regulating strain. There are 7 possible combinations based on significant in all liver samples (A), significant in male liver samples (M), and significant in female liver samples (F), as indicated below the x-axis. The distribution of eQTLs in each of these 7 groups (per strain) is shown. B. Left: Boxplots indicating the absolute Log2 fold change of genes regulated by lenient eQTLs (blue) and genes regulated by robust eQTLs (red). The absolute fold change (M/F or F/M) of genes regulated by robust eQTLs is higher than those of genes regulated by lenient eQTLs (p = 6.12e-17, student’s T-test). Right: Boxplots indicating the maximum expression in Log2(FPKM+1) of genes regulated by lenient eQTLs (blue) and genes regulated by robust eQTLs (red). The median expression of genes regulated by robust eQTLs is higher, but this difference is not significant (p = 0.0831, student’s T-test). C. Left: Boxplots indicating the distribution of sizes of eQTLs for which B6 (median size 2.14 Mb; n = 406) or CAST (median size 1.7 Mb; n = 85) is the regulating strain. Right: Boxplots indicating the number of strain-specific variants in eQTLs for which B6 (median variant count 320; n = 85 eQTLs) or CAST (median variant count 6,299; n = 406 eQTLs) is the regulating strain. D. Flowchart depicting the filtering strategy for identifying strain-specific SNPs and Indels relevant for sex-biased gene expression. All variants specific to CAST or B6 mice across the 8 founder strains were filtered to consider only those that fall within the 491 eQTLs associated with sex-biased genes, and for which CAST or B6 is the regulating strain. Finally, variants falling within the TAD-eQTL overlap and within cis-regulatory elements are considered as

# Supplementary material for: Harnessing natural variation to identify cis regulators of sex-biased gene expression in a multi-strain mouse liver model
**Source:** PLoS Genet. 2021 Nov 9;17(11):e1009588. doi: 10.1371/journal.pgen.1009588

## A. *Olfm2*

**#1:** Repr. Of M-biased gene (eQTL in M liver)  
Max LOD: 10.4 (MB)  
Max coeff.: **-1.0**

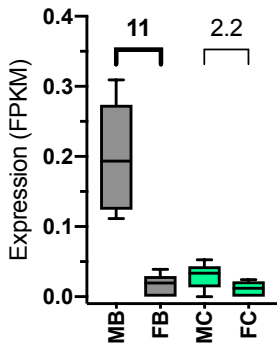

■ C57BL/6J

■ CAST/EiJ

⌈ M/F Ratio (FDR < 0.05)

⌋ M/F Ratio (FDR > 0.05)

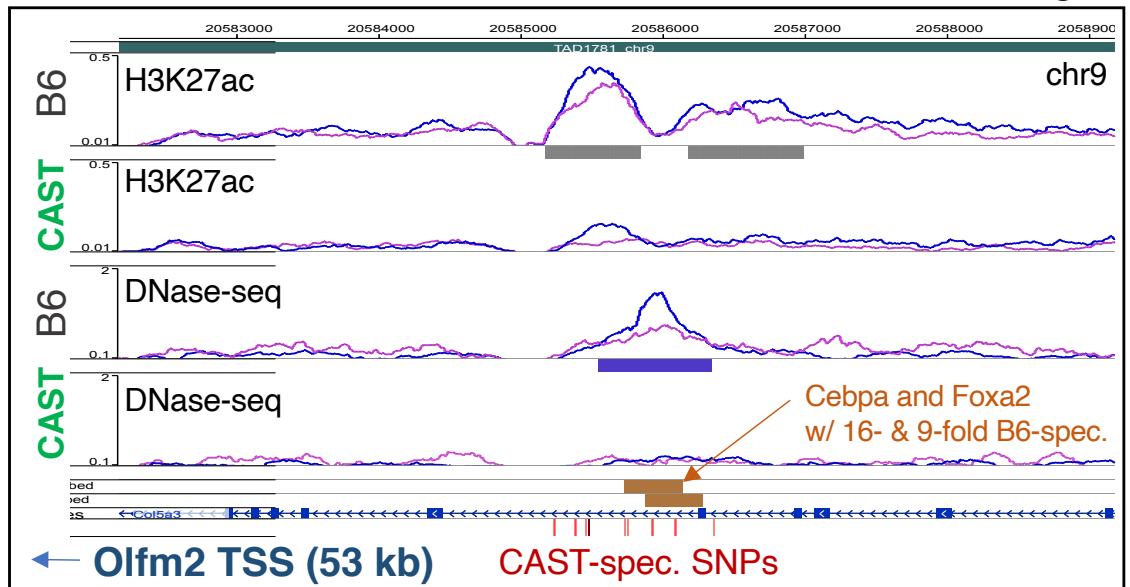

Male eQTL (**-1.0**):

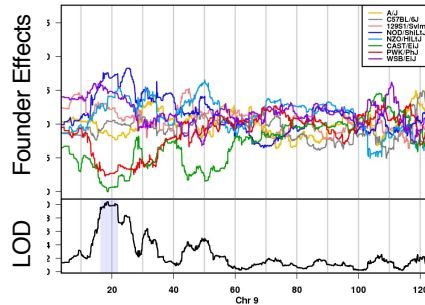

Female eQTL (n.s.):

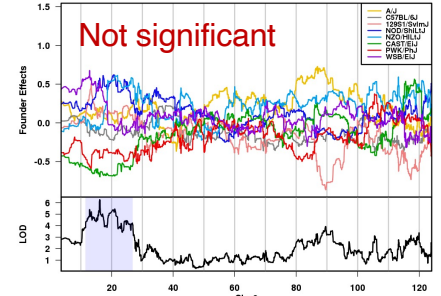

## B. *Enpp1*

**#8:** Activ. of F-biased gene (eQTL in F liver)  
Max LOD: 22.3 (FB)  
Max coeff.: **+1.73**

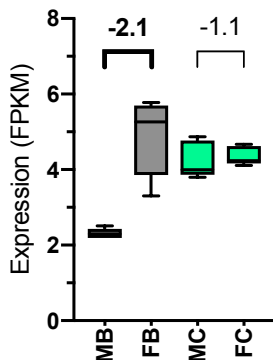

■ C57BL/6J

■ CAST/EiJ

⌈ M/F Ratio (FDR < 0.05)

⌋ M/F Ratio (FDR > 0.05)

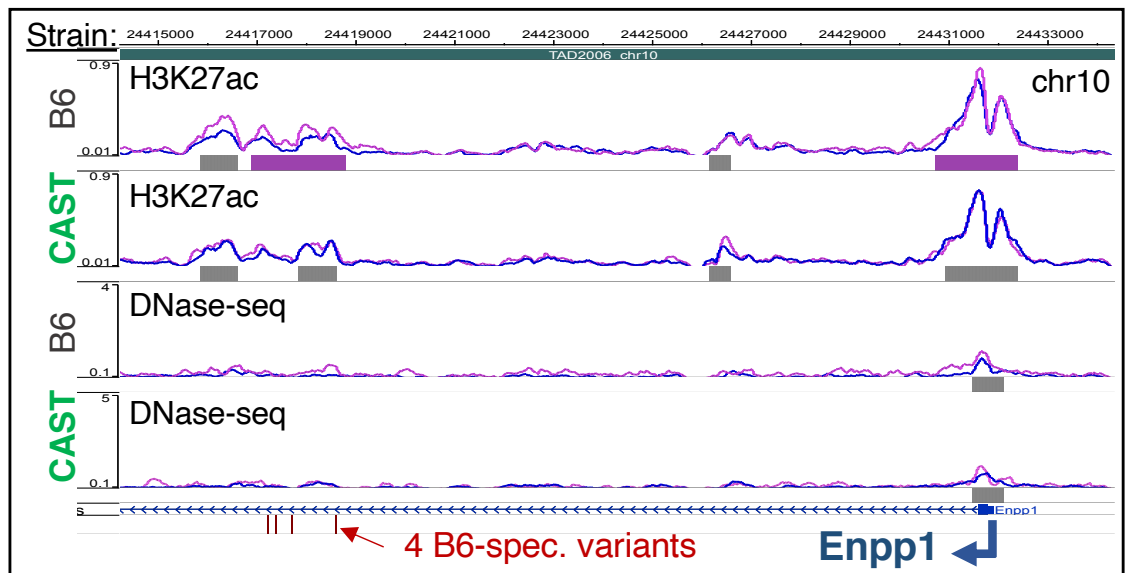

Male eQTL (n.s.):

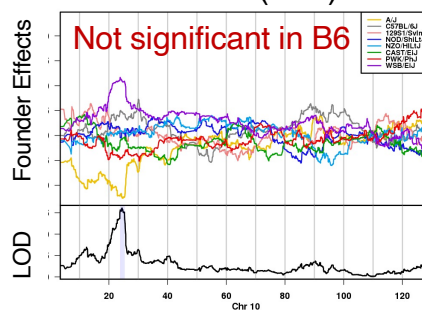

Female eQTL (**+1.73**):

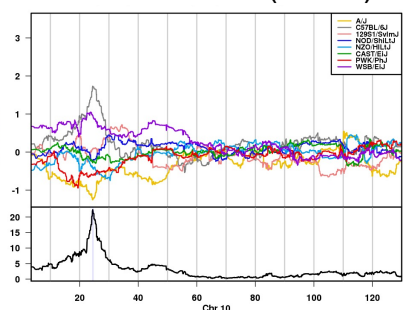

**C. Bok**

**#7**: Repr. of M-biased gene (eQTL in F liver)  
 Max LOD: 10.4 (FC)  
 Max coeff.: **-0.91**

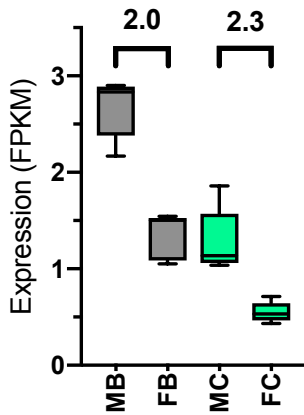

■ C57BL/6J  
 ■ CAST/EiJ

M/F Ratio: \*

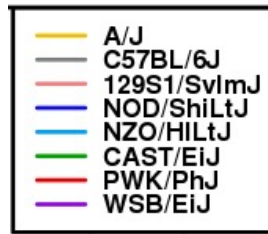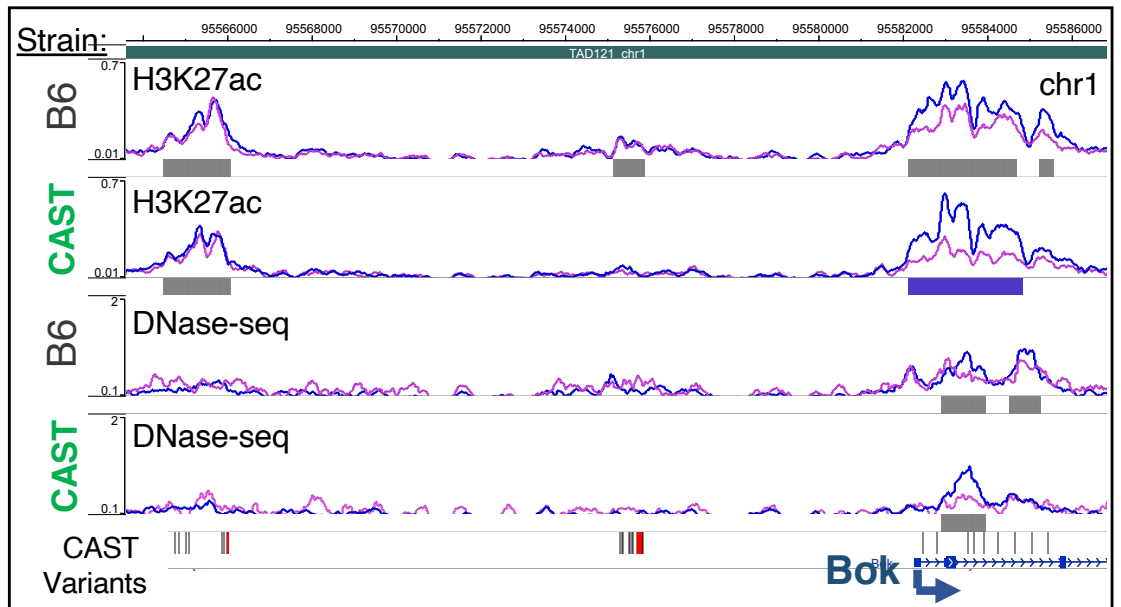

Male eQTL (n.s.):

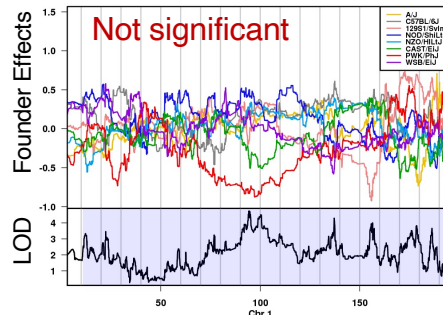

Female eQTL (**-0.91**):

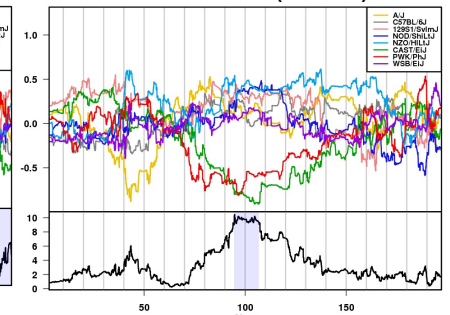**D.**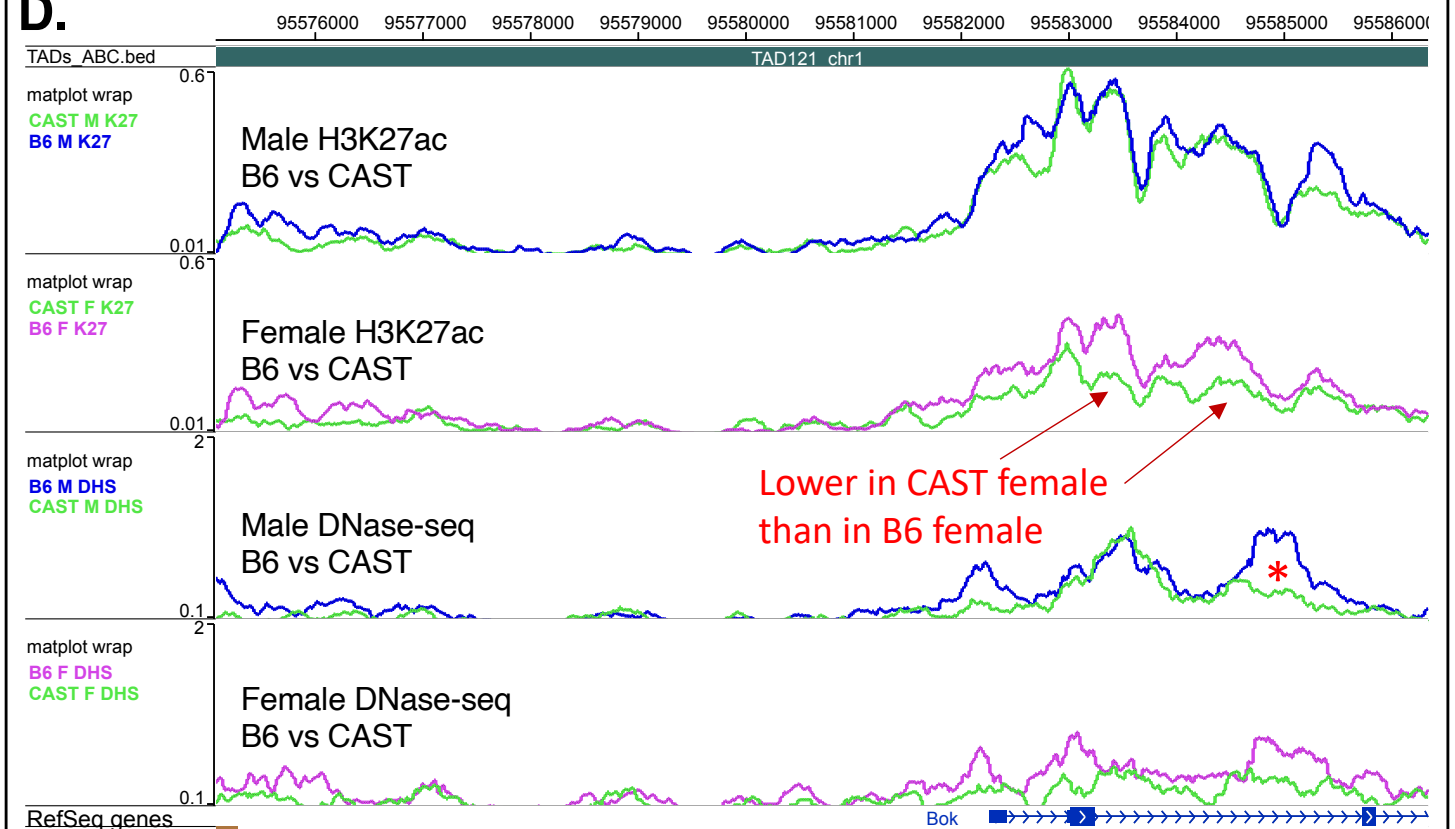

**Supplement:** S10 Fig — Annotations and formatting are as described in Fig 5. A. The male-biased gene Olfm2 is repressed in CAST male liver, resulting in a loss of sex-biased expression in CAST mice (category #1 eQTL). This repression is associated with multiple genetic variants falling within a male-biased peak that is lost in CAST mice (this is the only such region in the eQTL; see Sheet A in S6 Table). Two of these variants show substantial binding preference for B6 over CAST for the TFs Cebpa (16-fold) and Foxa1 (9-fold) in male mouse liver (orange bars). CAST is the regulating strain for this gene only in male DO mice (LOD = 10.41 in DO males with regression coefficient of -1.0). Significant male-biased expression is observed only in B6 (11-fold M/F) and not in CAST mouse liver. B. The female-biased gene Enpp1 is activated in B6 female liver, resulting in a gain of sex-biased expression in B6 mice (category #8 eQTL). This repression is associated with 4 potential genetic variants falling within a female-biased peak that is only female-biased in B6 (this is the only such region in the eQTL; see Sheet A in S6 Table). B6 is the regulating strain for this gene only in females and no strain is significant in male DO samples (LOD = 10.44 in CAST female with regression coefficient of -0.91) Significant female-biased expression is observed only in B6 (2.1-fold F/M) and not in CAST liver. C. The male-biased gene Bok is repressed in CAST female liver, resulting in a small increase in the magnitude of sex-bias in CAST liver (category #7 eQTL). This repression is associated with multiple genetic variants within a Bok intronic H3K27ac enhancer peak that is male-biased in CAST but is not sex-biased in B6 liver. CAST is the regulating strain for this gene only in female DO mice (LOD = 10.44 in DO females; regression coefficient, -0.91). The significant male-biased expression seen in B6 liver (2-fold M/F) is retained, and is moderately increased in CAST liver (2.3-fold F/M). Browser screenshot shows

# Supplementary material for: Harnessing natural variation to identify cis regulators of sex-biased gene expression in a multi-strain mouse liver model
**Source:** PLoS Genet. 2021 Nov 9;17(11):e1009588. doi: 10.1371/journal.pgen.1009588

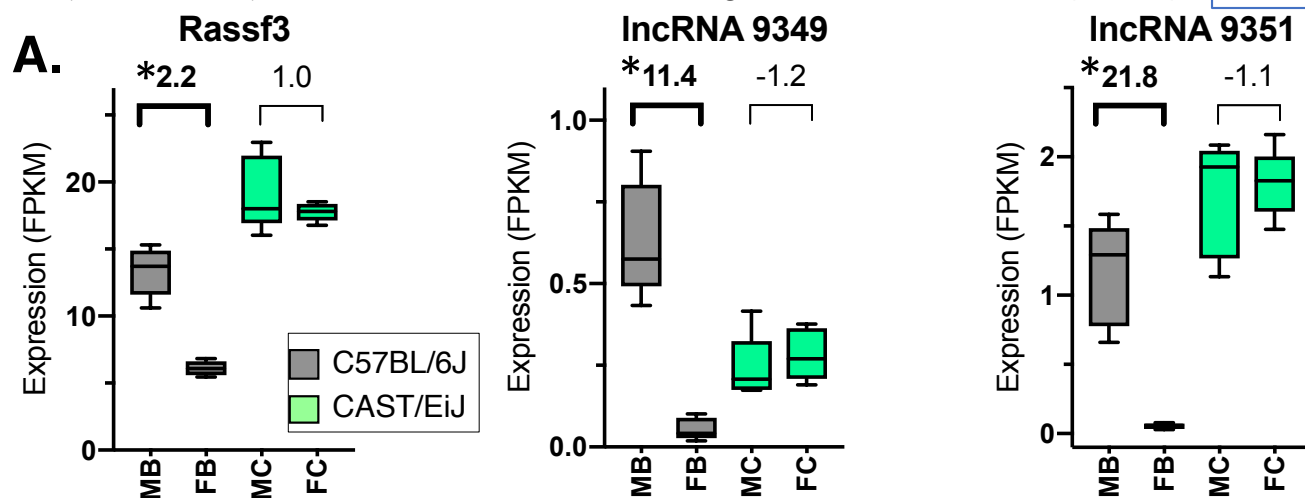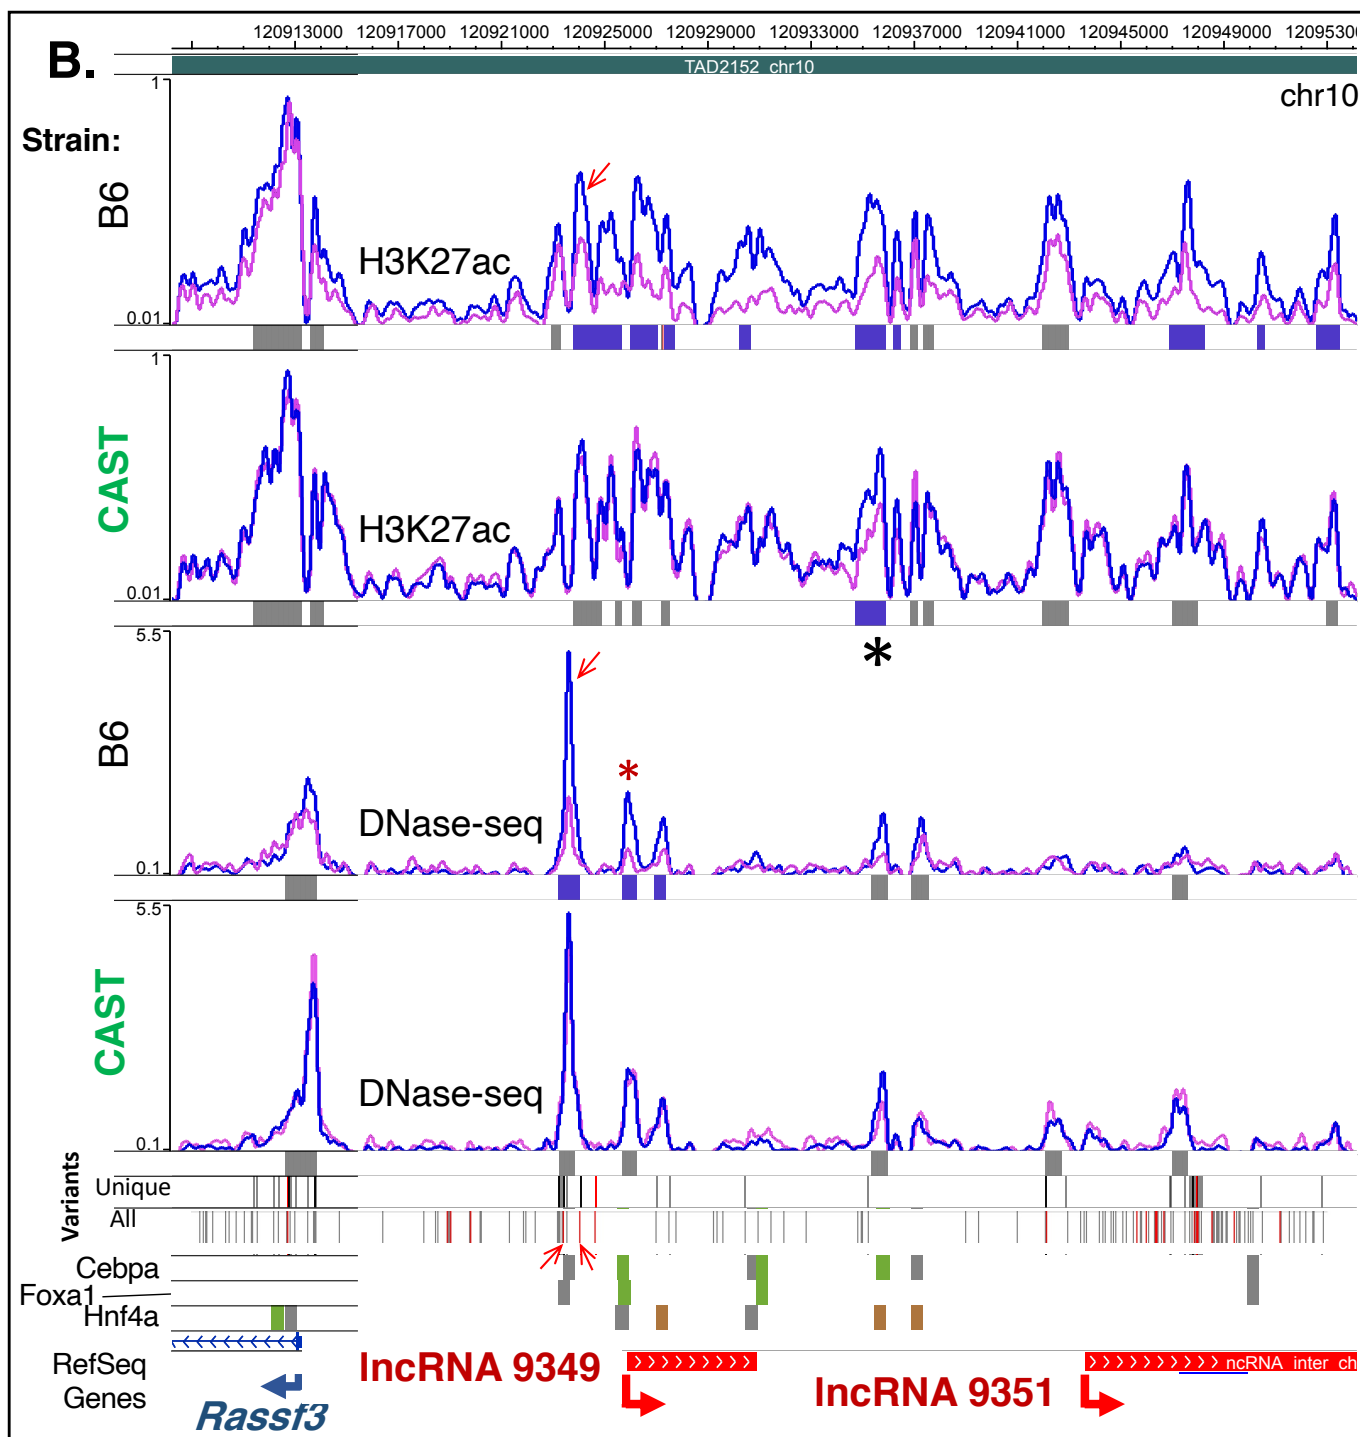

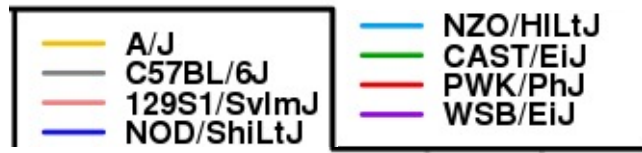

### C. Rassf3

**#3:** Activation in F CAST (max LOD: 25.2, max coeff. 1.39)

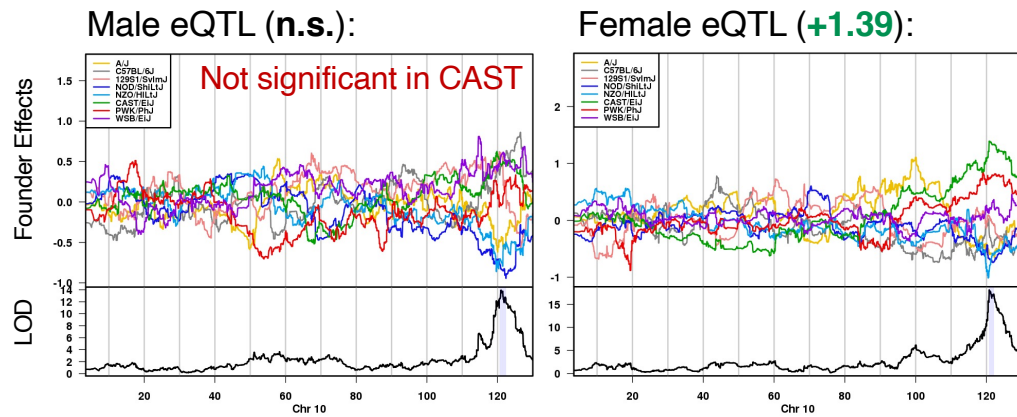

### D. Lnc9349

**#3:** Activation in F CAST (max LOD: 10.7, max coeff. 1.12)

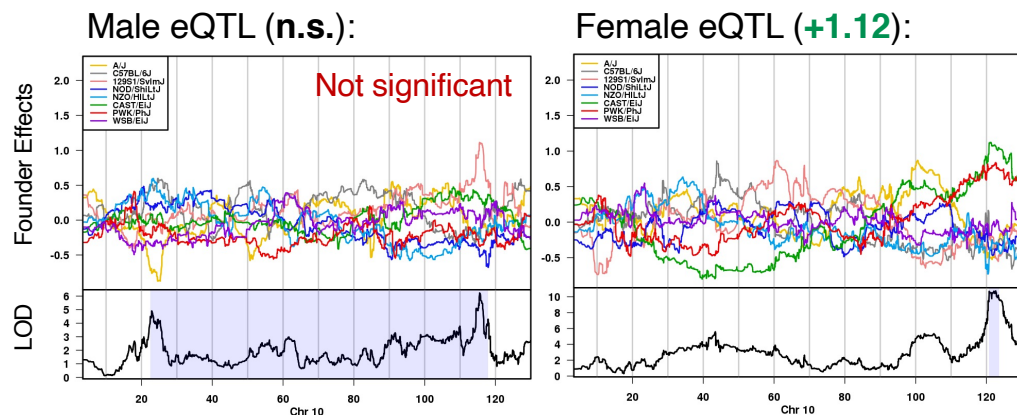

### E. Lnc9351

**#3:** Activation in F CAST (max LOD: 27.8, max coeff. 2.04)

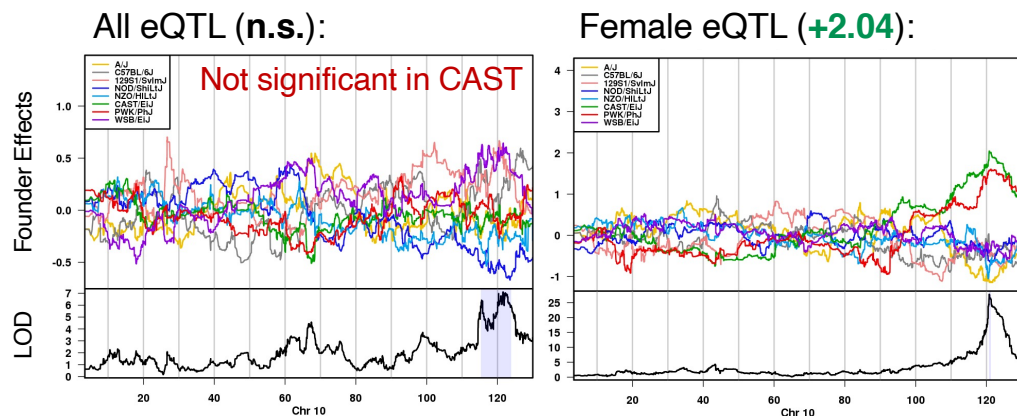

**Supplement:** S12 Fig — A. Three genes showing significant male-biased expression in B6 but not CAST liver. All three genes are up regulated by category #3 eQTLs, with CAST being the regulating strain in female but not male DO liver (S12 Fig), resulting in the loss of sex biased expression in CAST liver. *, significant M/F expression at FDR < 0.05. Data is presented as described in Fig 5. B. Browser screenshot showing multiple CREs male-biased in B6 but not CAST liver; only one CRE retains partial male bias in CAST liver (black asterisk). CAST Variants tracks: gray bars, single variants; red bars, multiple variants. Unique: strain-specific variants; All, all variants between B6 and CAST liver. Three other tracks indicate strain-specificity for transcription factor binding: green, CAST-preferential; orange, B6-preferential, as in Fig 7B. Red asterisk: DHS showing the relevant pattern of sex bias (loss of male bias in CAST) that lacks a strain-specific SNP/Indel. Red arrows, two CREs (K27ac and DHS) that show strain-specific sex dependence While the DHS at the TSS of lnc9349 does not contain a CAST-specific SNP/Indel, it does contain two SNPs that are shared between CAST and PWK, which are different from the mm9 reference allele (B6). Data is presented as described in Fig 5. C, D, E. eQTL analysis for three B6 mouse liver male-biased genes that loose sex-specific expression in CAST mouse liver. Rassf3, lncRNA9349 and lncRNA9351 all show male-biased expression in B6 mouse liver that is lost in CAST mice due to an activating eQTL seen in female, but not male DO mice (category #3: activation of a male-biased gene in female liver; Fig 4C), for which CAST was identified as the regulating strain, as seen here. No regulating strains were identified for male DO mice for lnc9349, and neither B6 nor CAST were the regulating strains for Rassf3 or lnc9351. Annotations and formatting are as described for Fig 5.

# Supplementary material for: Harnessing natural variation to identify cis regulators of sex-biased gene expression in a multi-strain mouse liver model
**Source:** PLoS Genet. 2021 Nov 9;17(11):e1009588. doi: 10.1371/journal.pgen.1009588

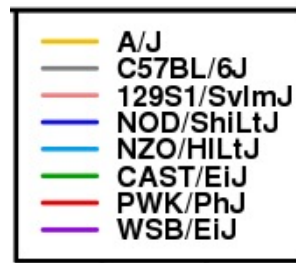

## A. Gm4795 (Sult3a2)

**#2:** Activation in All CAST (max LOD: 42.1, max coeff. 2.50)

Male eQTL (**+2.50**):

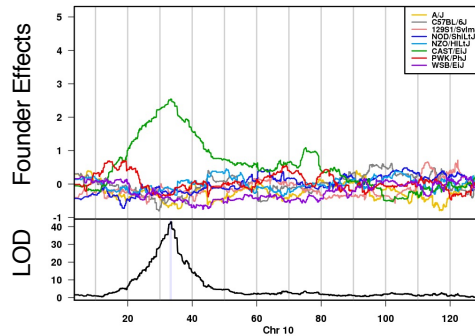

Female eQTL (**+1.05**):

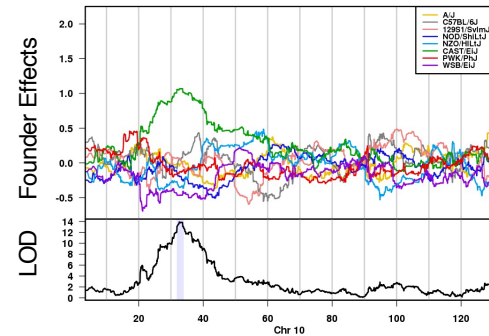

## B. Sult3a1

**#2:** Activation in All CAST (max LOD: 41.1, max coeff. 2.47)

Male eQTL (**+2.47**):

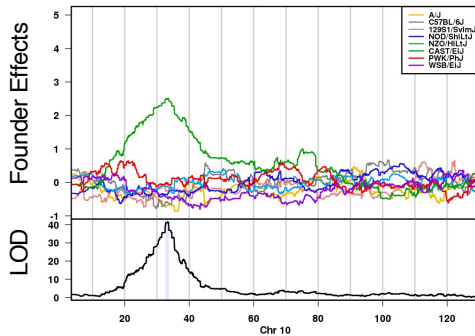

Female eQTL (**+0.85**):

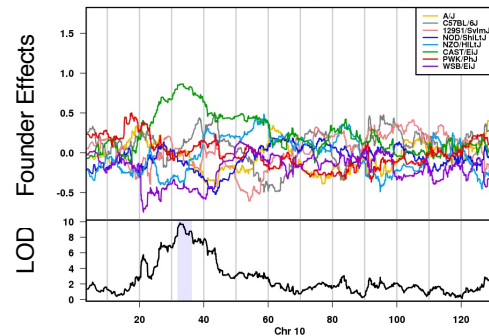

## C. Rsph4a

**#4:** Repression in F CAST (max LOD: 15.1, max coeff. -1.01)

Male eQTL (**n.s.**):

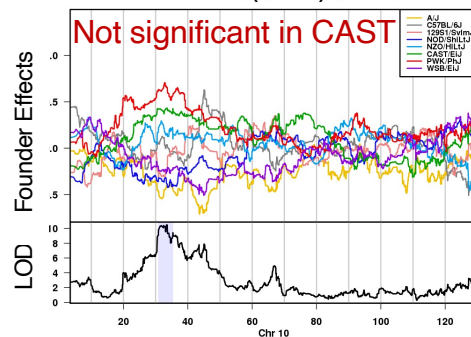

Female eQTL (**-1.01**):

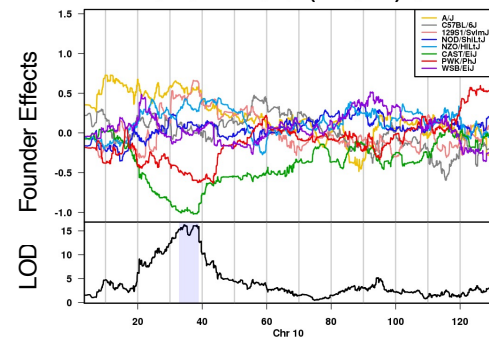

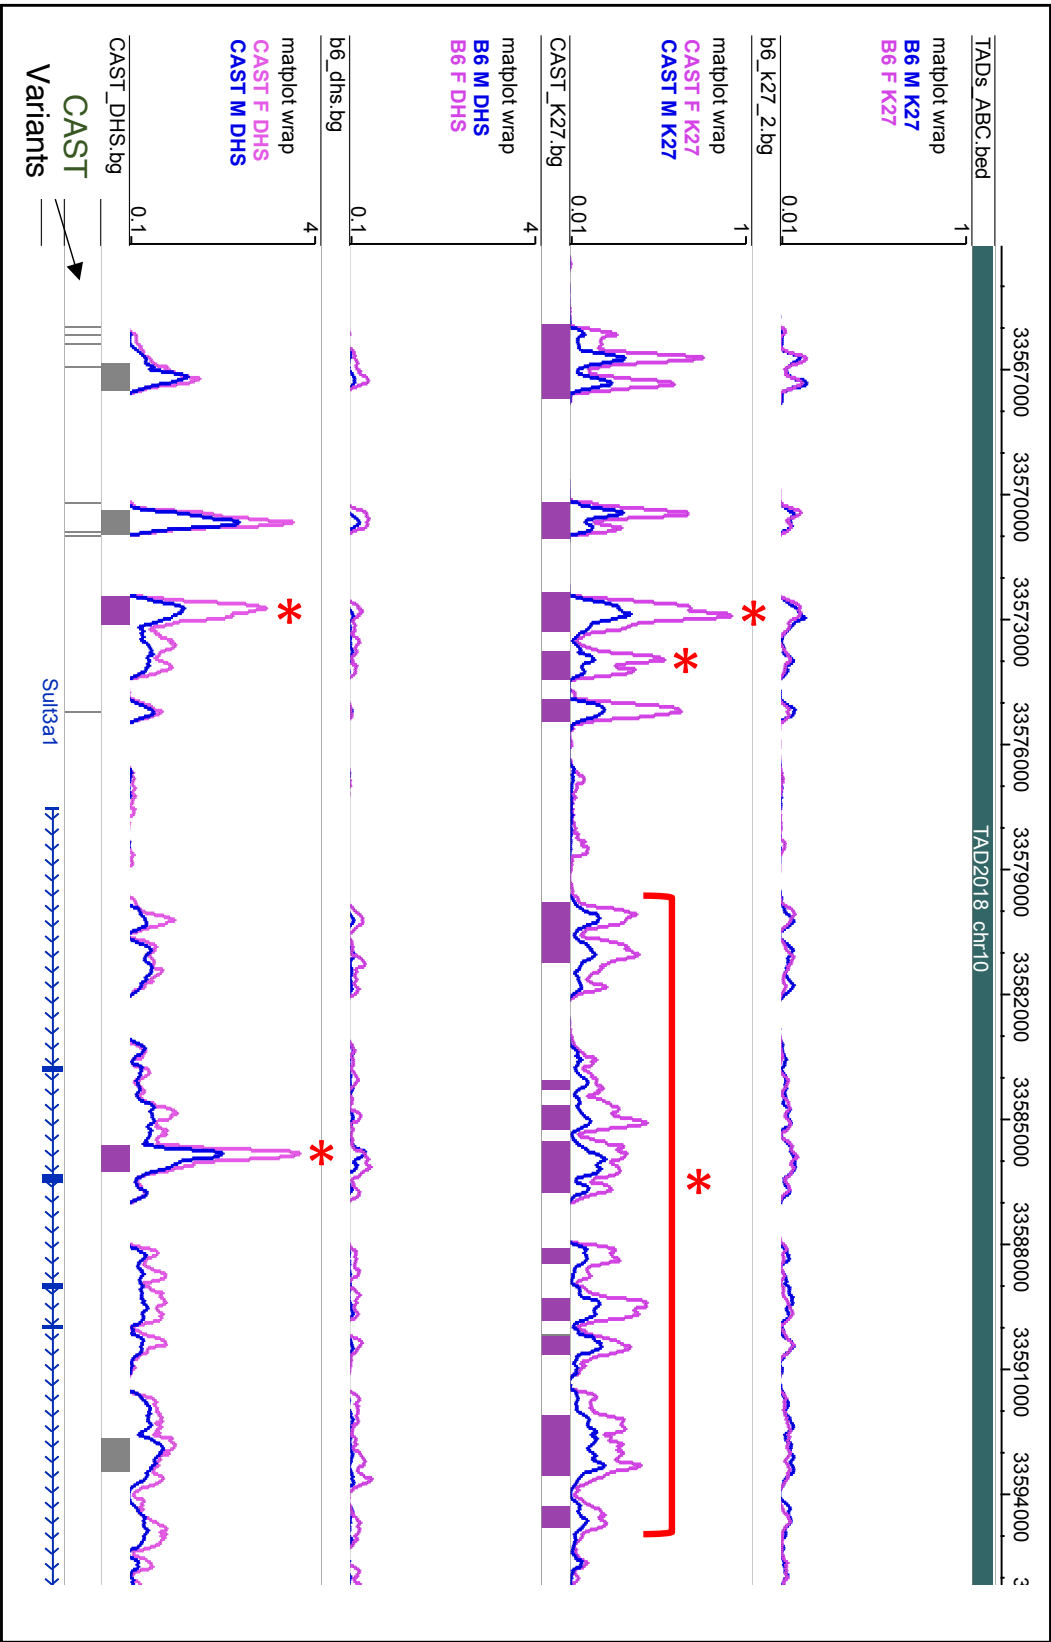

D.

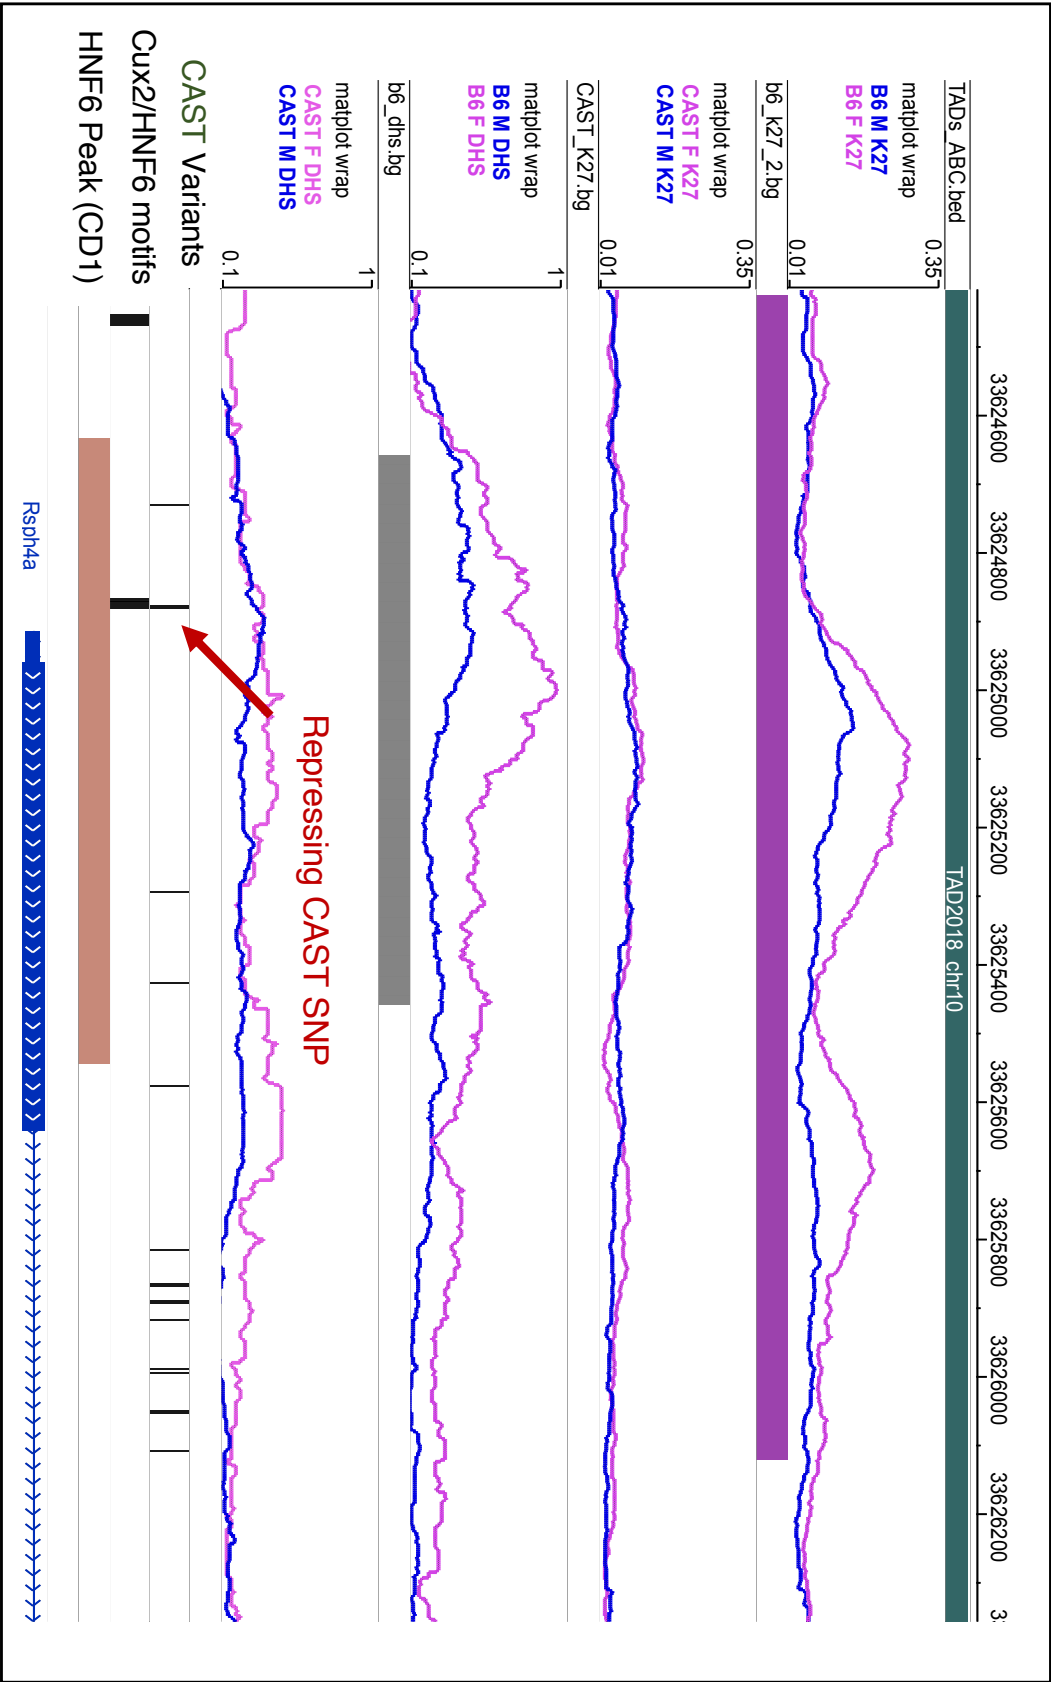

**Supplement:** S13 Fig — Annotations and formatting are as described for Fig 5. A-C. eQTL analysis results for three sex-biased genes from chr10, with data presented as in Fig 5. Extensive strain effects are seen in both male and female for Gm4794 and Sult3a2 (positive coefficients in male and female DO mice with CAST as regulating strain, but stronger in male liver), whereas Rsph4a shows significant negative regulation in female but not male liver with CAST as regulating strain. D. Zoomed in screenshot for the Sult3a1 region (gene body and ~10 kb upstream) shown in Fig 8B, to better visualize the female-biased enhancer activity unique to CAST mice. Red asterisks indicate CREs showing strain bias but that lack any strain-specific SNPs/Indels (see Discussion). E. Zoomed in screenshot for the Rsph4a promoter region shown in Fig 8B, to better visualize the female-biased promoter activity unique to B6 mice. Of several CAST-specific variants within the B6-specific female-biased H3K27ac peak, one variant disrupts an HNF6 binding motif. This is also the only HNF6 motif within a female-biased HNF6 binding site in CD-1 liver in this eQTL region. We hypothesize that disruption of this motif results in observed loss of female-biased expression in CAST mouse liver seen in Fig 8A.

How the deposited data were processed for this re-analysis (not part of the article)

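PolyA-selected liver RNA of 20 mice, 5 males and 5 females of the strains B6 and CAST at 8 weeks of age, was sequenced by the authors as 50 nt paired-end reads. The authors mapped the reads with TopHat, those of B6 to mm9 and those of CAST to a genome built with g2gtools from mm9 and CAST variants, kept the uniquely mapped reads and counted them on exons with FeatureCounts. The counts that the authors deposited are whole numbers per gene and liver without normalization, in a table for each strain that also holds, from their edgeR comparison of males and females, a log2 fold change, a p-value and an adjusted p-value. The log2 fold changes and the p-values in these deposited tables are the authors' own; they were used to count the authors' calls and to compare single calls, and no test was run on them. The deposited p-values equal the chi-square tail of the likelihood-ratio statistic listed beside them, while the methods name the exact test. The FPKM values that the authors deposited for all 20 livers are fragments scaled to exon length and library size; the paper does not describe another normalization of them. Of the columns in these files, 24 hold library-scaled counts or group medians of FPKM that were not used here.

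Liver, strain, sex and replicate number come from the library titles, which match the sample list in Sheet B in S4 Table. A separate strain entry of the library descriptions names the other strain for the 5 B6 females and the 5 CAST males; the titles and the paper's list were followed. The FPKM table lists 36128 genes, 20570 protein-coding and 15558 lncRNA genes. The count tables list 25690 genes for B6 and 24722 for CAST, 22605 of them in both. Counts per liver summed to between 7969482 and 35328573. Gene positions are those of mm9; 19153 protein-coding genes were placed by the gencode annotation of that build and 1372 by RefSeq, and lncRNA genes are given by chromosome.

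Sex differences were tested in each strain on its 10 libraries with edgeR 4.0.16 in R 4.3.3: TMM normalization, the quasi-likelihood test and Benjamini-Hochberg adjustment over all genes with at least 1 read. Strain differences in each sex and the interaction of strain and sex were tested in a fit of the 4 groups over 25779 genes; 2028 genes listed for one strain with FPKM above 0 in the other were left out of it. A call needs a fold change above 2 and an adjusted p under 0.05; a strain-unique gene has a call in one strain and no adjusted p under 0.05 in the other. Fold changes against a group whose libraries all hold 3 counts or fewer are lower bounds computed against that floor. Confidence intervals of shares are Wilson 95% intervals; they and the floors cover counting error only. Medians of fold changes were compared by permutation tests with 100000 resamples, and library measures by exact permutation tests. The named genes are those that the paper names for these data, the 3 strain-shared genes with the largest smaller fold change in each direction among those with a mean count of at least 10, and the 5 genes with the smallest interaction p.

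The replicate numbers 1 to 5 occur in the titles of all 4 groups, but stand for different mice. The animal labels of the livers do not follow these numbers in every group. The block and the correlations of same-numbered livers rest on the replicate numbers alone. Over 12883 genes, deviations of same-numbered livers had a mean correlation of 0.146 between CAST males and females and 0.062 between B6 males and females. Neither was set against shuffled numbers. The paper states that each processing batch held all strains and sexes, but the labels used here name no batch, so results could not be split by batch.

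The alternatives were DESeq2 1.42.0, its size factors or library size alone in edgeR, edgeR's exact test, edgeR's filterByExpr, counts thinned to the smallest library, limma 3.58.1 on log2(FPKM + 0.1), on log2(FPKM + 1) and on log2(FPKM + 0.01) or with a minimum mean FPKM of 0.1, adjustment of protein-coding and lncRNA genes separately, an adjusted p under 0.01, a test against the fold threshold (glmTreat), the interaction as a further condition for strain-unique genes, a block for the replicate number, and each liver left out in turn. Added after the data were seen were edgeR's likelihood-ratio test and the block together with filterByExpr. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

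The tests were tested on simulated data: counts were drawn for the real genes and library sizes, with a set dispersion of 0.05 that varied by gene. The 200 genes changed 4-fold were taken from those with a mean count of at least 10. Recovery of genes with fewer reads was therefore not tested. The quasi-likelihood test called 193 of the 200 changed genes and 21 unchanged ones over 25414 genes, the exact test 195 and 35, and the interaction test 149 of 200 and 11 over 25613 genes.

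The counting assigns reads of near-identical genes to single copies with error, and the paper's text does not say whether it used strand, so paralogs, overlapping and antisense genes are uncertain. For 28 genes, 17 of them *Mup* genes, the deposited counts and FPKM change by different factors between libraries (more than 1.50 times at 20 counts or more); tests use the counts. The 28 chromosome Y genes are listed at 0 FPKM in all livers and are in neither count table, so they entered no result. The chromatin data of the paper were not analysed here.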

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

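The tests of why CAST male replicate 3 stands apart and of summed neighbouring copies were chosen only after that result was seen; the other tests here were set before.

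In 17 of the 192 groups of 5 livers that were examined for the named genes, the highest or lowest liver stood apart from the other 4 by Dixon's 95% criterion, where chance alone gives about 9.60. CAST male replicate 3 held 8 of them, all high. For *Gstp1* it was at 522 FPKM against 157 to 202 in the other 4 livers. For *Elovl3* the values were 143 against 50.0 to 70.2, for *Nudt7* 128 against 80.9 to 92.5, for *Cyp7b1* 311 against 177 to 203, for *Hnf4a* 90.7 against 71.5 to 76.8, for lnc9349 0.416 against 0.174 to 0.233, for lnc7423 0.712 against 0.278 to 0.385 and for lnc9000 0.0241 against 0.0113 to 0.0149. The remaining outlying values, all high, were spread over 7 livers: *Tox* in B6 male replicate 1 (0.413 against 0.236 to 0.282), *Cyp4a12b* in B6 male replicate 2 (26.0 against 11.5 to 15.4), *Gstp1* in B6 male replicate 3 (630.03 against 469 to 505), *Cyp3a16* in B6 male replicate 4 (0.114 against 0.0280 to 0.0517), lnc630 in B6 female replicate 1 (0.00796 against 0 to 0), *Sult2a2* in B6 female replicate 4 (81.2 against 11.9 to 31.2), *Sult2a1* in B6 female replicate 4 (68.0 against 3.97 to 17.9), *Cux2* in CAST male replicate 1 (0.0405 against 0 to 0.00924) and *Acot3* in CAST male replicate 1 (0.441 against 0.0183 to 0.104). One low-quality or mislabelled liver was set to hold at least 9 of the 17, and CAST male replicate 3 held 8. Chance alone gives about 9.60 such values, and no other liver held more than 2. The rule leaves out this share of chance, so it cannot decide whether one such liver lies behind the excess. *Cux2* in CAST males had 0 to 4 counts per liver and lnc630 in B6 females 0 to 2, so the depth limits what these 2 values show. *Cyp3a16* is among the genes whose deposited counts and FPKM disagree between libraries. No condition separates the 5 livers of a group, so no biological explanation was tested.

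CAST male replicate 3 was the highest of the 5 CAST males for 58.9% of the 56 strain-shared male-biased protein-coding genes, where 20% is expected of any 1 of 5 livers. If its library were scaled too high, it would also be the highest for most other genes, but it was so for 23.0% of all 12257 expressed protein-coding genes. RNA of a female liver in that library would lower male-biased genes and so could not give this pattern; the liver was the highest for 2.78% of 72 female-biased genes, and its lnc15394 level was 0.0103 FPKM against 24.9 to 38.3 in females. Scaling was not borne out. Here too no biological explanation was tested; a candidate explanation is that the pattern reflects variation in male liver expression between mice, since B6 male replicate 4 was the highest of its group for 51.8% of the male-biased genes. CAST female replicate 3 was so for the same share of them. Same-numbered CAST males and females had a mean correlation of 0.146, which was not tested against shuffled numbers. The pattern cannot be told apart from a batch shared by the CAST livers numbered 3.

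The sex bias differed between the strains, by edgeR's interaction of strain and sex with Benjamini-Hochberg adjustment, for 21 of the named genes. The log2 differences of the male over female fold change, B6 minus CAST, were -2.08 for *Trim24* (adjusted p = 1.89e-07), -3.72 for *Tox* (adjusted p = 0.00223), 1.31 for *Zfp809* (adjusted p = 0.00270), 1.28 for *Rnf141* (adjusted p = 0.00879), -1.12 for *Nt5e* (adjusted p = 0.00553), 2.46 for *Cyp7b1* (adjusted p = 0.000152), 4.48 for *Cspg5* (adjusted p = 0.00213), 3.21 for *Slc16a5* (adjusted p = 0.00270), -0.92 for *Enpp1* (adjusted p = 0.000980), 1.13 for *Rassf3* (adjusted p = 1.5e-05), 3.75 for lnc9349 (adjusted p = 3.68e-06), 4.62 for lnc9351 (adjusted p = 1.02e-09) and -4.64 for *Rsph4a* (adjusted p = 5.24e-05). Among genes with close paralogs they were 8.02 for *Cyp4a12b* (adjusted p = 5.13e-14), 6.46 for *Cyp4a12a* (adjusted p = 2.26e-12), 8.10 for *Slc22a28* (adjusted p = 2.26e-12), -7.93 for *Slc22a27* (adjusted p = 3.83e-11), 3.31 for *Mup7* (adjusted p = 0.0263), -3.53 for *Sult3a1* (adjusted p = 0.00495) and 4.30 for *Cyp4a14* (adjusted p = 0.0221). A further value was 5.39 for *Slc22a23* (adjusted p = 4.64e-11). *Cyp4a12b*, *Cyp4a12a*, *Slc22a28*, *Slc22a27* and *Slc22a23* are the genes with the smallest interaction p in the whole set. Reads shared between near-identical copies could move a bias from one copy to its neighbour. If 2 copies only exchanged reads, the bias of their summed FPKM would not differ between the strains, but it differed by 6.90 (standard error 0.37) for *Cyp4a12a* and *Cyp4a12b*, -4.43 (standard error 1.11) for *Sult3a1* and *Gm4794* and -1.50 (standard error 0.36) for *Slc22a27* and *Slc22a28*. For the last pair the sum differed far less than each copy, so an exchange may account for a part. *Mup7*, *Cyp4a14* and exchanges with further copies were not tested, and cannot be told apart from this explanation. The depth of the CAST male libraries bears on low genes: with counts thinned to the smallest library, the interaction of *Cspg5* had an adjusted p of 0.275 (range over its alternatives 8.47e-06 to 0.275). With single livers left out, the adjusted p reached 0.108 for *Tox* (range over its alternatives 2.63e-07 to 0.108) and 0.0590 for *Mup7* (0.00649 to 0.0590). Strain is the condition that the design sets against these explanations.

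Over 25779 genes, 588 had an interaction of strain and sex at an adjusted p under 0.05, 547 protein-coding and 41 lncRNA genes, a set the paper does not report. The male over female fold change was larger in B6 for 372 and in CAST for 216. For 29 the sex bias had an adjusted p under 0.05 in both strains with opposite signs. Of the 661 strain-unique genes called here, 142 were in the set, and 34 of the shared genes were. A strain difference past 2-fold was found for 95 of the set in male liver only, for 81 in female liver only and for 152 in both. With exchanged strain labels of same-numbered livers, 4 of 60 drawn labellings, the real one included, gave as many genes. The other 3 gave 4592, 4920 and 4837 genes. In each of them 3 of the 5 pairs of one sex and none of the other sex, or the mirror of that, had exchanged labels. Most strain labels of one sex then run against those of the other sex, so real strain differences enter the interaction, and this test says little on whether the number arises by chance. With single livers left out it ranged from 356 to 768, and in simulated data the test called 11 unchanged genes.

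Of the 588 interaction genes, 376 are not among the genes past both thresholds in either of the authors' deposited tables, 366 of them protein-coding. For 130 of these, expression differed between the strains by more than 2-fold in at least 1 sex. Missing the fold change or the adjusted p within each strain keeps a gene out of the paper's sets even where the difference between the strains is found. The 376 genes were not divided by which of these thresholds they miss. The exchanged labels were counted for the whole set and not for this part of it.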

How the results depend on the processing

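The alternatives were chosen before the data were examined, except the likelihood-ratio test and the replicate block joined with filterByExpr, which were chosen after seeing the data. Of the 841 values recomputed for the counts, shares and contrasts between groups, 760 stayed within the replicate error or within 1.5 times the count reported, and 81 moved further. Among the values of single genes and of comparisons made beside these, 4168 stayed on the same side, 32 lost their call, 33 gained one, 91 changed sign and 6 moved. Where no cause is named below, the cause was not tested.

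The counts that moved by over 1.5 times are set against 391 protein-coding genes in B6, 146 protein-coding genes past 4-fold in B6, 222 B6-unique protein-coding genes, 333 protein-coding genes in CAST, 128 protein-coding genes past 4-fold in CAST, 162 CAST-unique protein-coding genes, 135 strain-shared protein-coding genes, 226 lncRNA genes in B6, 123 lncRNA genes past 4-fold in B6, 164 B6-unique lncRNA genes, 175 lncRNA genes in CAST, 107 lncRNA genes past 4-fold in CAST, 113 CAST-unique lncRNA genes and 58 strain-shared lncRNA genes with edgeR's quasi-likelihood test. Most of them are lncRNA genes. With limma on log2(FPKM + 0.1), there were 254 protein-coding genes in B6, 92 protein-coding genes past 4-fold in B6, 134 B6-unique protein-coding genes, 82 protein-coding genes past 4-fold in CAST, 98 CAST-unique protein-coding genes, 68 lncRNA genes in B6, 14 lncRNA genes past 4-fold in B6, 45 B6-unique lncRNA genes, 74 lncRNA genes in CAST, 20 lncRNA genes past 4-fold in CAST, 49 CAST-unique lncRNA genes and 17 strain-shared lncRNA genes. With limma on log2(FPKM + 1), there were 1.4e+02 protein-coding genes in B6, 53 protein-coding genes past 4-fold in B6, 50 B6-unique protein-coding genes, 130 protein-coding genes in CAST, 46 protein-coding genes past 4-fold in CAST, 37 CAST-unique protein-coding genes, 71 strain-shared protein-coding genes, 11 lncRNA genes in B6, 4 lncRNA genes past 4-fold in B6, 4 B6-unique lncRNA genes, 19 lncRNA genes in CAST, 8 lncRNA genes past 4-fold in CAST, 13 CAST-unique lncRNA genes and 4 strain-shared lncRNA genes. With limma and a filter on mean FPKM, there were 94 protein-coding genes past 4-fold in B6, 133 B6-unique protein-coding genes, 84 protein-coding genes past 4-fold in CAST, 102 CAST-unique protein-coding genes, 80 lncRNA genes in B6, 14 lncRNA genes past 4-fold in B6, 51 B6-unique lncRNA genes, 86 lncRNA genes in CAST, 21 lncRNA genes past 4-fold in CAST, 60 CAST-unique lncRNA genes and 21 strain-shared lncRNA genes. Limma tests log2 values with a pseudocount that shrinks the fold changes of low genes, most of all a pseudocount of 1.

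With edgeR's filterByExpr, there were 130 lncRNA genes in B6, 36 lncRNA genes past 4-fold in B6, 96 B6-unique lncRNA genes, 107 lncRNA genes in CAST, 44 lncRNA genes past 4-fold in CAST, 74 CAST-unique lncRNA genes and 30 strain-shared lncRNA genes. With protein-coding and lncRNA genes adjusted separately, there were 146 lncRNA genes in B6, 81 lncRNA genes past 4-fold in B6 and 98 B6-unique lncRNA genes. With an adjusted p under 0.01, there were 111 lncRNA genes in B6, 67 lncRNA genes past 4-fold in B6, 69 B6-unique lncRNA genes, 114 lncRNA genes in CAST and 73 CAST-unique lncRNA genes. With glmTreat, which tests against the 2-fold threshold itself, there were 135 protein-coding genes in B6, 124 protein-coding genes in CAST, 44 lncRNA genes in B6 and 60 lncRNA genes in CAST. With the interaction required as well, there were 66 B6-unique protein-coding genes, 53 CAST-unique protein-coding genes, 13 B6-unique lncRNA genes and 10 CAST-unique lncRNA genes. With edgeR's likelihood-ratio test, there were 375 lncRNA genes in B6, 212 lncRNA genes past 4-fold in B6, 293 B6-unique lncRNA genes, 280 lncRNA genes in CAST, 174 lncRNA genes past 4-fold in CAST and 198 CAST-unique lncRNA genes. The other counts recomputed under each of these settings stayed within 1.5 times. With DESeq2, 1161 genes passed the interaction test against 588.

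The block for the replicate number could not be used in the separate fits of each strain without a filter: the prior degrees of freedom were infinite and the smallest adjusted p was 0, with 455 protein-coding and 306 lncRNA genes called in B6 and 385 and 221 in CAST. On simulated data that fit called 115 unchanged genes, against 5 for the block with filterByExpr. The block with filterByExpr gave 134 lncRNA genes in B6, 37 lncRNA genes past 4-fold in B6, 90 B6-unique lncRNA genes, 111 lncRNA genes in CAST, 43 lncRNA genes past 4-fold in CAST, 75 CAST-unique lncRNA genes and 34 strain-shared lncRNA genes, close to filterByExpr alone. In B6 it called 347 protein-coding genes, not among them *Cyp3a16* (adjusted p = 0.0754, range over its alternatives 0.00720 to 0.0817). The mean correlation of same-numbered livers was 0.062 between B6 males and females, -0.048 between the males and 0.10 between the females of the strains. Between CAST males and females it was 0.146. None was set against shuffled numbers, so none shows a pairing. In the fit of all 20 libraries with the block, 667 genes passed the interaction test and 5673 and 5791 differed between strains in male and female liver.

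The share of variance on PC1 was 56.1% and moved to 65.0% on Z-scored log2(FPKM + 0.1) and to 67.1% on centred log2(FPKM + 0.1), where PC2 held 22.2%. The share of strain-shared protein-coding genes with no strain difference, 37.8%, was 28.9% on the adjusted p alone. Scaling moved the balance of directions: male-biased genes were 44.4% of the CAST-unique protein-coding genes with TMM and 55.2% with library size alone, and 38.1% and 47.9% of the CAST-unique lncRNA genes. With DESeq2's size factors in edgeR the lncRNA share was 38.4%, and with DESeq2's own test 48.3%. The scalings moved the median log2 difference of all genes by -0.10 to 0.090, over the 2 sex, 2 strain and interaction contrasts.

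Where the sign changed, neither the value reported nor the one of the alternative had a p or adjusted p under 0.05. The difference in sex bias magnitude between clusters MA and FA and the other shared genes in B6, 0.22, was -0.042 with thinned counts and -0.087 with the replicate block and filterByExpr. With thinned counts the interaction was -0.58 for *Cux2*, -0.17 for *Cyp3a16*, -0.12 for lnc7423, 0.11 for lnc9000 and -0.10 for lnc15394, and the strain difference was -0.11 for *Cyp3a16* in males and -0.059 for *Slc16a5* in females. With DESeq2 the interaction was -0.035 for *Cyp3a16* and -0.032 for lnc7423; with library size alone it was -0.0079 and -0.019. With the replicate block it was 0.021 for lnc9000, and *Slc16a5* in females differed by -0.057; with the block and filterByExpr these were -0.034 for the interaction of lnc7423 and -0.027 for *Slc16a5*. The strain difference of *Stat5b* in females was 0.021 with DESeq2, 0.021 with its size factors, 0.070 with library size alone, 0.0091 with filterByExpr and 0.0050 with the replicate block and filterByExpr.

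Each of the 20 livers was left out in turn. The share of shared genes with the same direction ranged from 96.9 to 98.9%, the number of interaction genes from 356 to 768, and the difference in magnitude for clusters MA and FA in B6 from -0.074 to 0.23. Sex bias whose sign changed ranged, in log2, from -0.042 to 0.063 for *Stat5b* in CAST, -0.090 to 0.084 for *Foxa2* in B6, -0.042 to 0.042 for *Hnf4a* in B6, -0.24 to 0.0031 for *Zfp809* in CAST, -0.40 to 0.094 for *Id3* in B6, -0.78 to 0.091 for *Cspg5* in CAST, -1.07 to 0.54 for *Ptger3* in B6 and -0.043 to 0.089 for *Rassf3* in CAST. Interactions whose sign changed ranged from -0.067 to 0.79 for *Bcl6*, -0.26 to 0.51 for *Elovl3*, -0.49 to 0.82 for *Cyp3a16*, -0.31 to 0.047 for *Bok*, -0.17 to 3.28 for lnc630, -0.18 to 0.43 for lnc7423, -0.48 to 0.47 for lnc9000 and -0.21 to 0.53 for lnc15394. Strain differences whose sign changed ranged from -0.069 to 0.029 for *Stat5b* in females, -0.074 to 0.20 for *Foxa2* in females, -0.46 to 0.85 for *Cyp3a16* in males, -0.40 to 0.36 for *Cyp3a16* in females and -0.43 to 0.23 for *Slc16a5* in females.

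Chromosome Y genes were to be included as an alternative, but all are at 0 FPKM and in neither count table, so including them cannot move a result. Depth limits the low genes: 42.0% of the 226 B6 lncRNA calls have a mean count under 10 per library, against 8.18% of the 391 protein-coding calls, and folds against groups with 3 counts or fewer per liver are lower bounds.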

Differences from the paper's values

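By edgeR's quasi-likelihood test there were 226 lncRNA genes in B6 (the paper's 372), 175 lncRNA genes in CAST (the paper's 269), 123 lncRNA genes past 4-fold in B6 (the paper's 208), 107 lncRNA genes past 4-fold in CAST (the paper's 164), 164 B6-unique lncRNA genes (the paper's 289) and 113 CAST-unique lncRNA genes (the paper's 187). Of the alternatives set before the data were examined, none reached the paper's numbers. Those that came within 1.5 times of them, besides leaving out single livers, were, for lncRNA genes in B6, edgeR's exact test (292) and limma on log2(FPKM + 0.01) (254), for lncRNA genes in CAST, edgeR's exact test (214) and library size only (185), for lncRNA genes past 4-fold in B6, edgeR's exact test (146), for lncRNA genes past 4-fold in CAST, edgeR's exact test (120) and library size only (113), for B6-unique lncRNA genes, edgeR's exact test (223) and limma on log2(FPKM + 0.01) (208) and for CAST-unique lncRNA genes, edgeR's exact test (146) and limma on log2(FPKM + 0.01) (133). The largest counts with single livers left out were 291, 183, 158, 111, 224 and 122, of which all but the last are within 1.5 times. With edgeR's likelihood-ratio test, an alternative chosen after seeing the values, these counts were 375, 280, 212, 174, 293 and 198. The authors' deposited adjusted p-values rest on a likelihood-ratio statistic and gave 372, 269, 208, 164, 289 and 187, the paper's numbers. For these lncRNA counts, most of the difference thus goes with the test used.

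Among the strain-unique genes there were 158 B6-unique protein-coding genes more highly expressed in B6 (the paper's 238), 1.4e+02 B6-unique lncRNA genes more highly expressed in B6 (86.0% of 164; the paper's 253) and 87 CAST-unique lncRNA genes more highly expressed in CAST (the paper's 152). Of the alternatives set before the data were examined, none reached the paper's numbers. Those within 1.5 times, besides leaving out single livers, were, for B6-unique protein-coding genes more highly expressed in B6, edgeR's exact test (187), DESeq2 (186), DESeq2 size factors (161), thinned counts (160), separate adjustment (178) and the genes listed in S1 Table (215), for B6-unique lncRNA genes more highly expressed in B6, edgeR's exact test (192) and the genes listed in S1 Table (242) and for CAST-unique lncRNA genes more highly expressed in CAST, edgeR's exact test (106). The largest numbers with single livers left out were 188, 198 and 89, of which the first 2 are within 1.5 times. With the likelihood-ratio test, chosen after seeing the values, the numbers were 205, 243 and 131.

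The paper lists *Id3* as sex-biased in CAST liver. Its log2 fold change there was 1.10 with an adjusted p of 0.0553, which does not pass. It was called by edgeR's exact test (0.0417), with library size alone (0.0316), with thinned counts (0.0213) and with protein-coding genes adjusted separately (0.0419), as well as by the likelihood-ratio test chosen after seeing the values (0.0395); the adjusted p ranged from 0.00481 to 0.151 over all alternatives.

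The paper lists lnc630 and lnc9000 as sex-biased in both strains. For lnc630, the log2 fold change was 3.01 in B6 (adjusted p = 0.0799) and 2.12 in CAST liver (0.138), and neither passes. The likelihood-ratio test, chosen after seeing the values, called it in both (0.0389 and 0.0332); over all alternatives the adjusted p ranged from 0.0389 to 0.226 in B6 and from 0.0332 to 0.451 in CAST. For lnc9000, the values were 1.64 (0.0745) and 1.76 (0.0643). It was called in both strains by edgeR's exact test (0.0211 and 0.00922), by DESeq2 (0.0296 and 0.0292) and by the likelihood-ratio test chosen after seeing the values (0.0138 and 0.00886), and in CAST with library size alone (0.0454), out of ranges of 0.0138 to 0.197 in B6 and 0.00886 to 0.384 in CAST.

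The paper describes a gain, a loss or a larger sex bias in one strain for several genes whose interaction of strain and sex does not pass here. The log2 difference of the bias, B6 minus CAST, was -0.42 for *Gm4794* (adjusted p = 0.912), -0.16 for *Bok* (adjusted p = 0.940), -3.56 for *Moxd1* (adjusted p = 0.713), 1.80 for *Ptger3* (adjusted p = 0.460), 2.32 for *Olfm2* (adjusted p = 0.433) and 1.88 for *Bmper* (adjusted p = 0.101). That of *Bmper* passed with DESeq2 (0.0137) and without B6 male replicate 4 (0.0309; range over its alternatives 0.0137 to 0.613). For *Gm4794*, female-biased in CAST by -1.00, the value in B6 liver was -1.39 (adjusted p = 0.219).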

Other observations

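The tests of sequencing depth, of the listing of *Cyp2b13* and *Slc22a26* and of low lncRNA counts were chosen only after the result was seen; the others were set before.

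Each strain's 10 livers were divided in the 16 ways that part every same-numbered male and female. Of these, 1, the real one, gave as many protein-coding or lncRNA genes, with or without the 4-fold threshold, in each strain; the most in another was 2 protein-coding genes in B6, and 1 past 4-fold. With 16 splits the share cannot fall under 0.05, whatever the data. In 100 drawn pairs of a B6 and a CAST split, 1, the real one, gave as many strain-shared protein-coding genes and as many shared lncRNA genes, where no other pair gave more than 1 shared gene. The number of shared genes of the same direction follows from this and is no further test. For eQTL genes with gained, lost or reversed bias, 1, the real one, gave as many and the most in another was 186; regrouping one strain turns the calls of the other into gains or losses by construction, so this shows nothing on their number. For strain-unique genes, 10 of 100 pairs gave as many in B6, for protein-coding and for lncRNA genes, and 5 did in CAST. All of these keep the real split of that strain, and the most were 391 and 226 B6-unique and 333 and 175 CAST-unique genes, every gene called in that strain. Regrouping the livers of the other strain takes away its calls, so that each call of the kept strain counts as unique by construction, and this test says nothing on the number of strain-unique genes.

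With strain labels exchanged within same-numbered pairs, 1 of 60 drawn labellings, the real one, gave as many strain differences in male liver, and 1 in female liver; the most in another were 5420 and 5238, from exchanges that left the pairs of that sex in place. The real labelling was also the 1 of 60 with so low a share of shared protein-coding genes without a strain difference, where the lowest of the others was 54.1%. Exchanged labels mix the strains and take strain differences away, so this share follows from the counts above and is no further test.

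More protein-coding genes were called in B6 than in CAST. A difference in sequencing depth between the strains would bring the ratio to 1.05 or less once all 20 libraries are thinned to one depth; it was 1.21 (382 against 316 genes). A larger spread between CAST livers would raise their common biological coefficient of variation above that of B6. In the counts before thinning it was 17.0% against 16.9%, a difference of 0.136 points. Neither accounts for the ratio by these tests, though the spread was not compared at one depth. A strain effect on the number of sex-biased genes remains a hypothesis, as reads shared between paralogs and mapping to a genome inferred from variants were not tested for it.

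Of the B6-unique protein-coding genes that also have counts in CAST, 67.3% had the same sign of the log2 fold change there, and of the CAST-unique ones 69.4% did in B6, where 50% would be expected without a bias in the other strain. A part of the strain-unique calls may thus have been lost to the threshold in the other strain. By the interaction of strain and sex, the bias differed for 29.9% of the B6-unique and 32.9% of the CAST-unique protein-coding genes at an adjusted p under 0.05.

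In S1 Table, *Cyp2b13* (on chromosome 7 of mm9 from 26846514 to 26881215 on the plus strand) and *Slc22a26* (on chromosome 19 of mm9 from 7855531 to 7877157 on the minus strand) are listed as CAST-unique; they were chosen after their values were seen. The log2 fold change of *Slc22a26* was -9.10 in B6 and -5.35 in CAST liver; *Cyp2b13* was female-biased in both (adjusted p = 7.12e-15 and 1.08e-10). The deposited tables of the authors give them adjusted p-values of 7.48e-316 and 5.31e-312 in B6 and of 3.83e-81 and 7.86e-110 in CAST. A candidate explanation is that an adjusted p below the smallest normal double precision number was read as not significant. The 2 protein-coding genes with such a value above 0 in B6 are the 2 that pass both thresholds in both deposited tables and are listed as unique.

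Fewer lncRNA genes were called in CAST than in B6. If the lncRNA annotation, made without CAST livers, were a cause, lncRNA genes that differ between the strains would be higher in B6 more often than protein-coding genes are. In male liver 63.6% of 2327 lncRNA and 51.8% of 3819 protein-coding genes were, a difference of 11.8 points, which goes with this explanation. Among all genes with a mean FPKM of at least 0.1, 50.8% of lncRNA and 49.9% of protein-coding genes were higher in B6. The ratio of B6 to CAST calls was 1.29 for lncRNA and 1.17 for protein-coding genes. With all libraries thinned to one depth it was 1.20 and 1.21. The latter values do not set lncRNA genes apart, so this explanation is left undecided. Reads lost on the CAST genome would make most protein-coding genes higher in B6. Of the protein-coding genes that differ, 51.8% were higher in B6 in male and 53.7% in female liver. With library size alone the shares were 51.5% and 57.0%. Normalization between the strains removes a loss common to all genes, so these shares cannot decide on this explanation.

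Filtering genes of low counts removes many lncRNA calls. In B6, 95 of the 226 lncRNA calls (42.0%) and 32 of the 391 protein-coding calls (8.18%) have a mean count under 10 per library. With the filter, 108 of the 226 lncRNA calls are lost and other genes are gained, which leaves 130. Of the lost calls, 101 are genes that the filter removes and 93 have a mean count under 10, so low counts cover most of the loss; a filter on counts gives this by construction.

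The deposited counts and FPKM of the authors disagree between libraries for 28 genes, a pattern seen for 21 of 12131 protein-coding genes in B6 and 19 of 12243 in CAST; 14 and 13 of them are called sex-biased there. They include 17 *Mup*, 3 *Cyp* and 2 *Serpina* genes, by a limit chosen after the values were seen. If reads of near-identical *Mup* copies were assigned to different copies in the 2 tables, sums over the *Mup* genes would be similar, and they were within 1.5 times in 19 of 20 libraries. In CAST female replicate 5 the ratio was 0.544, and it was the 1 library in which single genes differ enough for the sums to pass that limit, so the test cannot tell whether this explanation holds.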
